# Multiple Roles for the Non-Coding RNA SRA in Regulation of Adipogenesis and Insulin Sensitivity

**DOI:** 10.1371/journal.pone.0014199

**Published:** 2010-12-02

**Authors:** Bin Xu, Isabelle Gerin, Hongzhi Miao, Dang Vu-Phan, Craig N. Johnson, Ruichuan Xu, Xiao-Wei Chen, William P. Cawthorn, Ormond A. MacDougald, Ronald J. Koenig

## Abstract

Peroxisome proliferator-activated receptor-γ (PPARγ) is a master transcriptional regulator of adipogenesis. Hence, the identification of PPARγ coactivators should help reveal mechanisms controlling gene expression in adipose tissue development and physiology. We show that the non-coding RNA, Steroid receptor RNA Activator (SRA), associates with PPARγ and coactivates PPARγ-dependent reporter gene expression. Overexpression of SRA in ST2 mesenchymal precursor cells promotes their differentiation into adipocytes. Conversely, knockdown of endogenous SRA inhibits 3T3-L1 preadipocyte differentiation. Microarray analysis reveals hundreds of SRA-responsive genes in adipocytes, including genes involved in the cell cycle, and insulin and TNFα signaling pathways. Some functions of SRA may involve mechanisms other than coactivation of PPARγ. SRA in adipocytes increases both glucose uptake and phosphorylation of Akt and FOXO1 in response to insulin. SRA promotes S-phase entry during mitotic clonal expansion, decreases expression of the cyclin-dependent kinase inhibitors p21Cip1 and p27Kip1, and increases phosphorylation of Cdk1/Cdc2. SRA also inhibits the expression of adipocyte-related inflammatory genes and TNFα-induced phosphorylation of c-Jun NH_2_-terminal kinase. In conclusion, SRA enhances adipogenesis and adipocyte function through multiple pathways.

## Introduction

Obesity is a prevalent health hazard closely associated with a number of pathological disorders, including type 2 diabetes, cardiovascular disease, hypertension, cancer, and gallbladder disease. Adipocytes play a central role in energy balance, both as reservoirs of fuel and as endocrine cells, secreting factors (adipokines) that regulate whole body energy metabolism and glucose homeostasis [1]. Adipogenesis is a complex process that is highly regulated by positive and negative stimuli, including a variety of hormones and nutritional signals [2], [3], [4], [5]. Adipocyte differentiation is commonly studied in immortalized cell lines such as 3T3-L1 preadipocytes [2], [4], [6] and the pluripotent bone marrow-derived mesenchymal cell line ST2 [7], both of which can be differentiated into mature adipocytes by standard hormone cocktails. During adipogenesis, fibroblast-like preadipocytes differentiate into lipid-laden and insulin-responsive adipocytes. This process occurs in several stages (growth arrest, mitotic clonal expansion and terminal differentiation) and is driven by the coordinated effects of a number of transcription factors and signaling molecules, including peroxisome proliferator-activated receptor gamma (PPARγ), the CCAAT/enhancer-binding proteins (C/EBPs) [4], [8], Kruppel-like factors (KLFs) [9], [10], Wingless proteins (Wnt) [11], [12], GATA2 [13], [14] and cell cycle proteins [15], [16], [17].

Transcription factors function in part by recruiting coregulators that epigenetically remodel chromatin and/or bridge the complexes in which they reside to the basal transcriptional machinery. Some coregulators important in adipogenesis have essential enzymatic activities, such as the SW1/SNF complex that controls ATP-dependent chromatin remodeling [18], [19], and the histone acetyltransferase proteins CBP and p300 [20], [21]. Others, such as the p160 family of coactivators, SRC-1, TIF2/SRC-2 and AIB1/SRC-3, function as scaffolds, although they also have some histone acetyltransferase activity [22], [23], [24]. Conversely, corepressors such as nuclear receptor corepressor (NCoR) and silencing mediator of retinoid and thyroid hormone receptors (SMRT) recruit histone deacetylases to target promoters, and therefore are anti-adipogenic [25].

The steroid receptor RNA activator (SRA) is a unique coregulator that functions as a non-coding RNA [26], although incorporation of an additional 5′ region can result in translation of an SRA protein (SRAP) that also has coactivator activity [27], [28]. SRA was initially shown to enhance gene expression through a ribonucleoprotein complex with steroid receptors and SRC-1 [26]. SRA also functions as an RNA coactivator for thyroid hormone receptors (TRs) [29], [30], retinoic acid receptors (RARs) [30] and the muscle cell differentiation factor MyoD [31]. In addition, SRA may act as an RNA scaffold for corepressor complexes [32], [33]. A potential role for SRA in adipogenesis has yet to be explored.

In this study, we report that SRA binds to PPARγ *in vitro* and in 3T3-L1 adipocytes, and enhances PPARγ transcriptional activity. SRA promotes adipocyte differentiation; up-regulates the expression of PPARγ, C/EBPα and other adipocyte genes; and increases glucose uptake and phosphorylation of Akt and FOXO1 in response to insulin. To uncover mechanism(s) by which SRA regulates adipocyte function, we identified SRA responsive genes by gene expression profiling analysis of SRA overexpressing ST2 cells and SRA knockdown 3T3-L1 cells that had been differentiated into mature adipocytes. The data show that SRA regulates gene expression networks in various cellular processes, including the cell cycle and insulin related signal transduction pathways. Indeed, SRA promotes S-phase entry during mitotic clonal expansion and inhibits phosphorylation of c-Jun NH_2_-terminal kinase (JNK) in response to tumor necrosis factor-α (TNFα) signaling.

## Results

### The non-coding steroid receptor RNA activator (SRA) is a transcriptional coactivator of PPARγ

SRA was initially identified as a coactivator of steroid receptors [26] and has subsequently been shown to coactivate several nonsteroid nuclear hormone receptors such as thyroid hormone receptors [29], RARs [30] and SF-1 [34]. SRA is enriched in liver, skeletal muscle [26] and adipose tissue (described below), which are important organs for controlling whole body energy balance, glucose homeostasis and insulin sensitivity. Therefore, we tested whether SRA binds to and coactivates PPARγ, a critical transcriptional regulator of these processes.

As shown in Figure 1A, SRA binds to full length PPARγ *in vitro*. To identify the protein region responsible for RNA binding, we tested PPARγ deletion mutants. This revealed that the PPARγ ligand binding domain (LBD) does not bind to SRA, and the N-terminal half of PPARγ accounts for the full SRA-binding capacity (ΔLBD). This result is consistent with the SRA binding properties of thyroid hormone receptors and SF-1 [29], [34], [35]. The finding that SRA binds to PPARγ *in vitro* prompted us to test for its functional relevance to PPARγ target gene transcription. To this end, a reporter plasmid containing three copies of the acyl-CoA oxidase PPAR response element linked to the luciferase gene (PPRE-luc) was co-transfected with PPARγ, RXRα, pRL-TK *Renilla* luciferase as an internal control, and increasing quantities of SRA in JEG-3 cells. PPARγ ligand (ciglitizone)-dependent transactivation of PPRE-luc was increased by SRA in a dose-dependent manner (Figure 1B). However, RXRα ligand (9-cis-RA)-dependent transactivation of the same reporter construct was not affected by SRA (Figure 1C). SRA also coactivated PPARγ/ciglitazone-dependent luciferase expression in the absence of cotransfected RXR (Figure 1D). In contrast, SRA did not coactivate C/EBPα induction of a leptin promoter-luciferase vector (Figure 1E).

**Figure 1:**
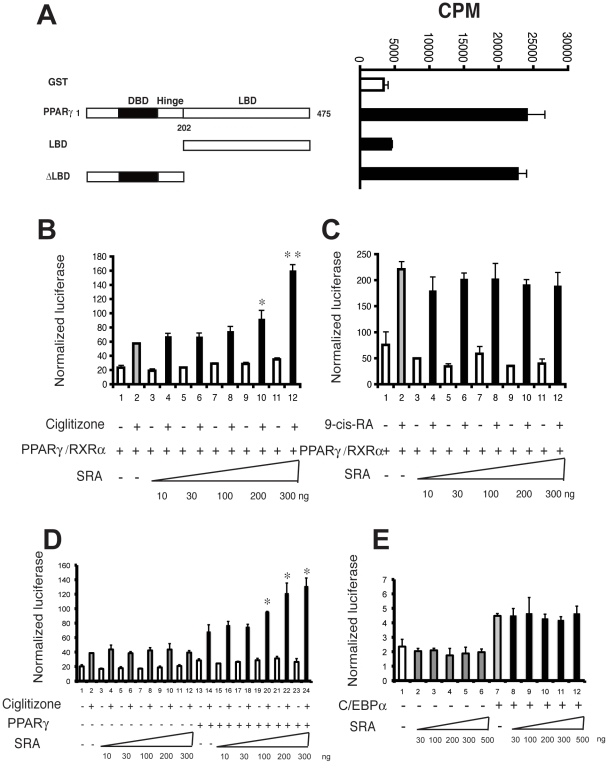
SRA binds to PPARγ in vitro and enhances its transcriptional activity. A, Schematic presentation of full length PPARγ and its truncation mutants used for *in vitro* RNA binding studies. Purified full-length GST, GST-PPARγ, and truncation proteins GST-PPARγLBD and GST-PPARγΔLBD bound to glutathione agarose beads were incubated with a ^32^P-labeled SRA (RNA) probe. After washing, the radioactivity associated with the beads was determined by liquid scintillation counting. B, JEG cells were transfected with 1 ng of PPARγ and RXRα 10 ng of the internal control vector pRL-TK-*Renilla*, 200 ng PPRE-luc, and increasing doses of SRA as indicated. One day post-transfection, the cells were treated with or without ciglitizone, and cells were harvested for firefly and *Renilla* luciferase assays after an additional day. C. Similar transfection to B, but cells were treated with the RXR ligand 9-cis-RA. D, Similar transfection to B, but without cotransfection of RXR. E, JEG cells were transfected with 50 ng of p42C/EBPα 1 ng of the internal control vector pRL-CMV570-*Renilla*, 150 ng pObluc-760-luc, and increasing doses of SRA as indicated. 48 hr post-transfection, cells were harvested for firefly and *Renilla* luciferase assays. For B, C, D and E, the *y* axis represents arbitrary firefly luciferase units normalized to *Renilla* luciferase values. Experiments were performed with triplicate samples and were repeated three times. Error bars indicate standard deviations. The results of statistical analyses by analysis of variance (ANOVA) followed by Scheffe's test, comparing bar 2 without SRA transfection under ciglitizone induction with bars with SRA transfections and ciglitizone inductions (* p<0.05 and ** p<0.01).

### SRA expression is induced during adipocyte differentiation and SRA is highly expressed in white adipose tissue

SRA expression was induced ∼2 fold when 3T3-L1 preadipocytes differentiated into mature adipocytes (Figure 2A). In addition, we found SRA to be more highly expressed in mouse white adipose tissue (WAT) than liver, an organ previously shown to express SRA at high levels [26]. These data suggest that SRA may play an important role in adipocyte biology.

**Figure 2:**
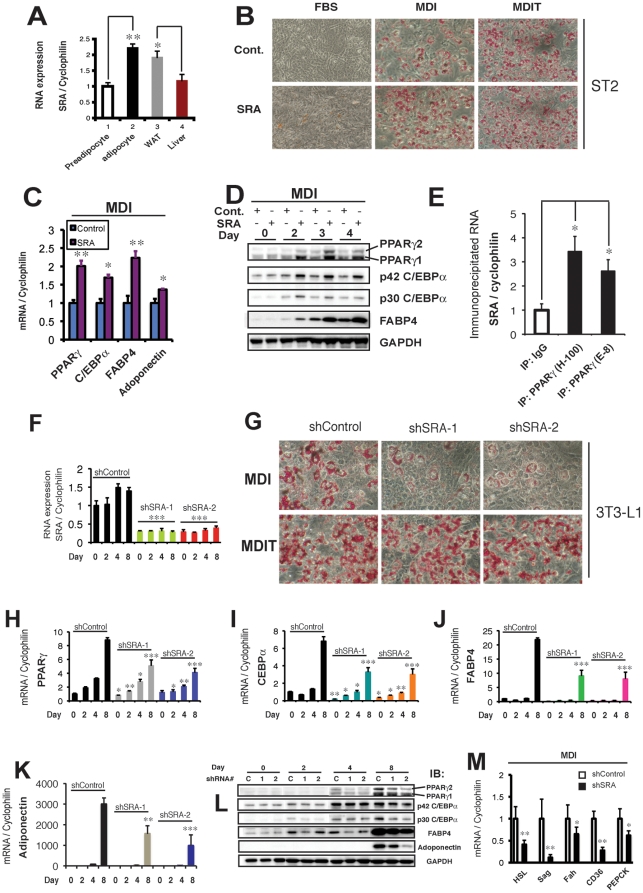
SRA is highly expressed in adipocytes and is pro-adipogenic. A, RT-qPCR was performed to measure SRA RNA levels in 3T3-L1 preadipocytes, mature 3T3-L1 adipocytes, mouse white adipose tissue (WAT) and mouse liver. RNA expression was normalized to cyclophilin mRNA, and expression is given relative to SRA in 3T3-L1 preadipocytes set at 1. B, Control (pMSCV empty vector; *Cont.*) or SRA overexpressing ST2 cells were grown to confluence and treated with FBS, MDI or MDIT to induce adipocyte differentiation. On day 4 of differentiation, cells were stained with Oil Red O to identify triglyceride droplets. C and D, Control and SRA overexpressing ST2 cells were induced by MDI to differentiate into adipocytes. The mRNA (C) or protein levels (D) of adipocyte marker genes were determined by RT-qPCR or immunoblotting, respectively. E, 3T3-L1 cells were differentiated into adipocytes with MDIT. Cell lysates from day 8 of differentiation were immunoprecipitated using two PPARγ antibodies as indicated or normal IgG as a negative control. The immunoprecipitates were subjected to RT-qPCR with primers for mouse SRA or cyclophilin RNA as a non-specific control. The ratio of SRA/cyclophilin in the immunoprecipitates with normal IgG was set at 1. F-L, 3T3-L1 preadipocytes were infected with retroviruses expressing either a control short hairpin RNA (shControl) or one of two shRNAs directed against mouse SRA target sequences (shSRA-1 or -2). Preadipocytes were induced to differentiate with MDI, except MDIT was used for G, lower panel. F, Time course of SRA RNA expression normalized to cyclophilin. G, At day 8 of differentiation, cells were stained with Oil Red O to assess lipid accumulation. H–K, Time course of mRNA expression for adipocyte marker genes PPARγ (H), C/EBPα (I), FABP4/aP2 (J), and adiponectin (K) by RT-qPCR. Data were normalized to cyclophilin and expression of each gene at day 0 was set to 1. L, Time course of adipocyte marker protein expression by immunoblotting. M, shControl or shSRA-2 3T3-L1 preadipocytes were differentiated with MDI. At day 8 of differentiation, RT-qPCR was used to measure relative mRNA expression levels for PPARγ target genes, normalized to cyclophilin. The average normalized expression of each target mRNA in control cells is set at 1. Data are given as the mean ± S.D. Statistical significance was evaluated with Student's t test: * p<0.05, ** p<0.01 and *** p<0.001. These results are representative of three independent experiments.

### SRA overexpression promotes differentiation of adipocyte precursor ST2 cells

To probe whether SRA can modulate adipogenesis, we used marrow-derived mesenchymal ST2 cells as an *in vitro* model. SRA RNA was overexpressed ∼140 fold through retroviral infection with pMSCV-SRA (data not shown). Confluent, growth-arrested ST2 adipocyte precursors were treated with fetal bovine serum (FBS) or were induced to differentiate with a hormone cocktail containing 3-isobutyl-1-methylxanthine, dexamethasone, and insulin, denoted MDI, or troglitazone was added to the hormone cocktail (MDIT). At day 4 of differentiation, Oil Red O staining was used to visualize lipid droplets, which characterize mature adipocytes. As shown in Figures 2B and S1A, compared to control ST2 cells that were infected with pMSCV empty vector, SRA overexpression promoted adipogenesis slightly when no differentiation cocktail was used (FBS), and more markedly with the differentiation cocktail MDI. MDIT is a more powerful differentiation cocktail, and hence little additional triacylglycerol accumulation was seen with SRA overexpression in MDIT-treated ST2 cells (Figures 2B and S1A). We used RT-qPCR and immunoblotting to confirm the positive effect of SRA on expression of adipocyte marker genes in ST2 cells differentiated with MDI. As shown in Figure 2C, after 4 days of differentiation, SRA overexpression significantly enhanced the mRNA expression of adipocyte master regulators PPARγ and C/EBPα, as well as the PPARγ target gene fatty acid binding protein 4 (FABP4/aP2) and the adipocyte specific gene adiponectin. Consistent with these effects on mRNA expression, SRA also increased the protein expression of adipocyte markers (Figure 2D). Time course data indicate that from day 2 of differentiation, SRA increased protein expression ∼2 fold over control cells for PPARγ1, PPARγ2, and p42 and p30 C/EBPα, and more than 3 fold for FABP4/aP2 (Figure 2D). These results suggest that SRA is a pro-adipogenic factor.

### SRA knockdown inhibits the differentiation of 3T3-L1 preadipocytes

Since the endogenous SRA level in 3T3-L1 cells is 2-3 fold higher than in ST2 cells (data not shown), we used 3T3-L1 cells to evaluate the effects of SRA depletion on adipogenesis. First, we tested whether endogenous SRA is associated with PPARγ in adipocytes. RNA-protein co-immunoprecipitation was performed from fully differentiated 3T3-L1 adipocytes using either of two different PPARγ antibodies or normal IgG as a negative control. RNA was isolated from the immunoprecipitates and RT-qPCR was performed to quantify the immunoprecipitated SRA. The results indicate that endogenous SRA RNA coimmunoprecipitates with PPARγ (Figure 2E), demonstrating a physical interaction between these molecules within adipocytes.

Next, endogenous SRA was knocked down in subconfluent 3T3-L1 preadipocytes with retroviral expression of short hairpin RNAs (shRNA) against SRA. Two shRNAs (shSRA-1, -2) with different targeting sequences in mouse SRA1 were designed and transduced into 3T3-L1 preadipocytres. Preadipocytes stably infected with retroviral shSRAs or shControl were then induced to differentiate with MDI, and samples from different time points were collected for RNA or protein analysis. Both shSRAs efficiently knocked down endogenous SRA to ∼20% of control at day 0 and throughout differentiation (Figure 2F). We then investigated the effects of SRA knockdown on adipocyte differentiation. As shown in Figures 2G and S1B, on day 8 of differentiation with MDI induction, lipid accumulation (Oil Red O staining) was dramatically decreased in adipocytes harboring shSRA-1 or -2. In contrast, little if any decreased triacylglycerol accumulation was seen with SRA knockdown in MDIT-treated 3T3-L1 cells (Figures 2G and S1B), presumably because this strong differentiation cocktail largely relieves the dependence on SRA for adipocyte differentiation.

The inhibitory effect of SRA knockdown on MDI-induced adipogenesis was studied further at the RNA and protein levels. PPARγ and C/EBPα mRNAs were significantly decreased in day 8 adipocytes with endogenous SRA knockdown by shSRA-1 or -2, compared to shControl (Figures 2H and 2I). Small but significant decreases in PPARγ mRNA were found as early as day 2 of adipogenesis, and C/EBPα mRNA levels were inhibited even on day 0. As expected from decreased adipogenic transcription factor expression, upregulation of the adipocyte markers FABP4/aP2 and adiponectin was significantly inhibited by both shSRA-1 and -2 (Figure 2J and 2K). Immunoblotting analysis confirmed these effects of SRA knockdown at the protein level (Figure 2L). In SRA knockdown cells, inhibition of PPARγ protein expression was observed beginning at day 4 of differentiation compared to shControl cells. The inhibitory effect of SRA knockdown on C/EBPα protein expression was most apparent at days 2 and 8. FABP4/aP2 protein expression was inhibited from day 2 onward. Furthermore, protein expression of adiponectin, an anti-inflammatory adipokine that was detected only on day 8, also was inhibited by SRA knockdown. In addition to FABP4/aP2 (Figure 2J), the mRNA expression of various other PPARγ target genes also was decreased by SRA knockdown (Figure 2M).

### Genome-wide identification of SRA responsive genes

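Gene expression was measured in 2 mouse cell lines, each with 3 arrays per group and 12 arrays in all. ST2 cells are a bone marrow stromal line, and 3T3-L1 cells are fibroblast preadipocytes. Both turn into fat-storing adipocytes under a hormone mixture. ST2 cells carried either a retrovirus for SRA, the human isoform 2 cDNA in pMSCV-SRA, or the empty vector. 3T3-L1 cells carried either a short hairpin RNA against mouse SRA (pSuperior-shSRA-2) or a control hairpin (pSuperior-shcontrol), which the sample labels call an empty vector. The MDIT mixture held 0.5 mM methylisobutylxanthine, 1 µM dexamethasone, 0.167 µM insulin and 5 µM troglitazone, and RNA was taken on day 4 in ST2 and on day 8 in 3T3-L1 adipocytes. Each Affymetrix mouse genome array was made from 5 µg of total RNA. The labels call the replicates biological.

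Knockdown of the target was seen on each array. Sra1, the gene that gives rise to SRA, had log2 values of 11.86, 11.67 and 11.84 in shControl adipocytes and of 9.46, 9.20 and 9.62 in shSRA adipocytes, a log2 fold change of -2.36 (standard error 0.18, adjusted p = 5.58e-07 from limma). In ST2 adipocytes the same mouse probe set had a log2 fold change of 0.22 (standard error 0.18, adjusted p = 0.484 from limma). The paper reports a far larger overexpression of SRA RNA in ST2 cells by this retrovirus, a rise that the probe set did not show. The probe set therefore gives no measure of the overexpression, and whether it reads the human cDNA at all was not tested.

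The authors turned the probe intensities of all 12 arrays into log2 expression values by robust multi-array average (RMA), and these values were used as deposited. Of 45101 probe sets, 19068 had a variance over all arrays above 0.05, the filter of the paper's methods, and were tested with limma in 1 model of all 4 groups. Counts of changed probe sets come from limma's nested F classification at a Benjamini-Hochberg false discovery rate of 0.05, in which a probe set large in one comparison is judged more easily in the other. The adjusted p given for a single gene comes from each comparison alone, so a gene can be counted by the first and not pass the second. Both the rule for named genes and 29 lists of genes by function or cell type were fixed before the data were examined and after the paper was read. They stand in for GO terms and published gene sets, which were not used here. The number of arrays sets the precision. Over the 14314 probe sets with a mean log2 value of at least 8, ST2 control replicate 2 read lower than the other ST2 control arrays, with a median deviation of -0.43. Figs. 3 and 8 draw 2 control columns for ST2 adipocytes, and the paper's text neither says which arrays these are nor states that one was left out, so all 3 were kept.

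**Figure D1:**
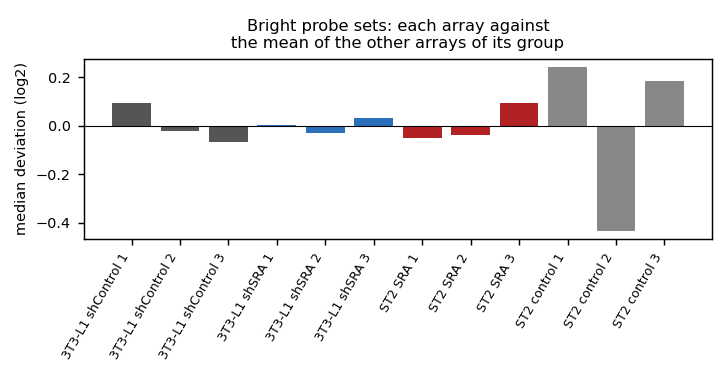
Median deviation (log2) of each array from the mean of the other arrays of its group, over probe sets with a mean log2 value of at least 8. Bars stand for single arrays, and the bar of ST2 control replicate 2 reaches -0.43.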

To gain further insight into the functions of SRA in adipocyte biology, which may extend beyond coactivation of PPARγ, we performed an Affymetrix GeneChip microarray analysis to identify SRA responsive genes in SRA overexpressing ST2 adipocytes and SRA knockdown 3T3-L1 adipocytes, versus their respective control cells. These experiments utilized cells that had been maximally differentiated with MDIT (4 days for ST2 and 8 for 3T3-L1), since under those conditions SRA overexpression or knockdown has relatively little effect on adipogenesis (Figures 2B, 2G and S1). Thus, this experimental design is more likely to reveal effects of SRA in mature adipocytes beyond its ability to enhance adipogenesis via PPARγ coactivation. 

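Genes of mature adipocytes were strongly expressed in all 4 groups. Fabp4, the fatty acid-binding protein aP2, had a log2 value of 14.78 ± 0.15 (SD, n = 3) in control and 14.95 ± 0.06 (SD, n = 3) in SRA overexpressing ST2 adipocytes. Adipoq, which encodes adiponectin, had 14.44 ± 0.15 (SD, n = 3) and 14.55 ± 0.07 (SD, n = 3). In 3T3-L1 adipocytes Fabp4 had 14.89 ± 0.07 (SD, n = 3) in shControl and 14.98 ± 0.02 (SD, n = 3) in shSRA, and Adipoq 14.75 ± 0.08 (SD, n = 3) and 14.79 ± 0.02 (SD, n = 3). Neither of these probe sets varied enough to pass the filter, so no adjusted p is given, while another probe set for Fabp4 rose by 0.91 with SRA overexpression (standard error 0.20, adjusted p = 0.00696 from limma). Pparg, the master regulator of adipogenesis, had a log2 fold change of 0.41 (standard error 0.19, adjusted p = 0.201 from limma) with SRA overexpression and of 0.08 with knockdown.

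Of 34 adipocyte markers measured, 8 were higher in SRA overexpressing ST2 adipocytes, none was lower and 26 did not pass limma's test (15 were higher when adjusted over the list alone). Slc2a4, the insulin-responsive glucose transporter GLUT4, rose by 1.08 on the log2 scale (standard error 0.16, adjusted p = 0.000176 from limma). Dgat2, an enzyme of triglyceride synthesis, rose by 0.88 and Cd36, which takes up fatty acids, by 0.86. As a group the markers were shifted up against other genes (median log2 fold change 0.37, adjusted p = 2.98e-06 from camera), with adjusted p = 0.637 with an estimated correlation. Bright markers read lower on ST2 control replicate 2 (median deviation -0.44), and without this array the median over the markers that passed the filter was 0.26 against 0.41. The number higher was 13 without ST2 control replicate 1 and 5 without SRA replicate 1 or 2, and 1 marker was lower without control replicate 2. None of the 34 passed in SRA knockdown 3T3-L1 adipocytes, where limma gave 1 higher and 2 lower at an unadjusted p under 0.05 (1 was higher when adjusted over the list alone). With the replicate number as a block the list's probe set for Aqp7 was higher and Cidea lower there (adjusted p = 0.00403 and 0.0197 from limma). Their median log2 fold change there was 0.03, with a mean just under 0 (adjusted p = 0.481 from limma's camera).

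Of 22 genes of fatty acid and triglyceride synthesis, 3 were higher and 1 was lower with SRA overexpression, with the same counts when adjusted over the list alone. Elovl6, a fatty acid elongase, fell by 1.02 (standard error 0.21, adjusted p = 0.00386 from limma). The number higher was 1 without SRA replicate 1 or 2, and the number lower 2 without control replicate 2. The list had a median of 0.13 (adjusted p = 0.0758 from camera, 0.00495 without control replicate 1 and 0.585 without control replicate 2, where the median over the members that passed the filter was 0.06 against 0.18). It passed with the mean over a gene's probe sets or the probe set of highest variance (adjusted p = 0.0323 and 0.0312 from camera). With an estimated correlation the list had adjusted p = 0.872 from camera. No member passed limma's test with knockdown, with 1 higher and 1 lower at an unadjusted p under 0.05 and a median of 0.01 (adjusted p = 0.598 from camera). Of 19 macrophage and blood cell markers and 12 endothelial markers, none passed limma's test in either line. At an unadjusted p under 0.05 only 1 endothelial marker was higher, in ST2 adipocytes. There 1 macrophage marker was higher without control replicate 2, and 1 with the replicate number as a block. The macrophage markers had medians of 0.09 in ST2 and -0.06 in 3T3-L1 adipocytes (adjusted p = 0.952 and 0.35 from camera, with a median over the members that passed the filter in ST2 of 0.16 without control replicate 2 against -0.04), and the endothelial markers -0.03 and -0.07 (adjusted p = 0.546 and 0.399 from camera).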

As shown in Figure 3, we first identified genes whose expression was significantly changed in ST2 adipocytes overexpressing SRA compared to controls. A total of 1687 genes/expressed-sequence tags (ESTs) were significantly altered (p<0.05). Among these, 421 were up-regulated and 1266 were down-regulated by SRA overexpression. 

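SRA overexpression lowered far more probe sets than it raised in ST2 adipocytes. The largest falls included Col3a1, a chain of type III collagen, with a log2 fold change of -2.74 (standard error 0.18, adjusted p = 1.79e-08 from limma), the kinetochore gene Cenpf with -2.63 (standard error 0.26, adjusted p = 2.13e-06), Iigp1, an interferon-inducible GTPase, with -2.43 (standard error 0.27, adjusted p = 6.08e-06) and Csf2rb, a shared subunit of cytokine receptors, with -2.35 (standard error 0.19, adjusted p = 2.02e-07). Ankrd1, Tm4sf1, Evi2a and Medag had log2 fold changes of -2.43, -2.43, -2.45 and -2.35. Among the largest rises were Ptgir, the prostacyclin receptor, with a log2 fold change of 2.05 (standard error 0.25, adjusted p = 2.29e-05 from limma), the cytochrome P450 gene Cyp2c23 with 1.82 and Porcn, which acylates Wnt proteins, with 1.70. Scd3, a stearoyl-CoA desaturase, rose by 1.34, Ffar2, a receptor for short-chain fatty acids, by 1.32, and Lama4, a laminin chain of basement membranes, by 1.31.

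In all, 1008 probe sets passed, 206 of them higher and 802 lower. Counted once per named gene, with each unnamed probe set as an EST, these are 726 genes/ESTs, 166 up-regulated and 560 down-regulated. At an unadjusted p under 0.05, limma gave 4231 probe sets, and the 3 arrays of each group did not overlap for 24.2% of the tested probe sets, where chance gives 10%. Adjusted alone, this comparison gave 1522 probe sets. The count rested on single arrays. It was 1671 without ST2 control replicate 2 and 639, 501 and 658 without SRA replicate 1, SRA replicate 2 and control replicate 3. The number higher was 345 without control replicate 1, 91, 58 and 78 without SRA replicates 1, 2 and 3, and 466 after a second quantile normalization. The number lower was 1462 without control replicate 2, 443 without SRA replicate 2 and 509 without control replicate 3.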

For 3T3-L1 adipocytes, the expression of 340 genes/ESTs was altered by endogenous SRA knockdown (145 up, 195 down). 

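Without the replicate number as a block, few genes other than Sra1 itself passed the test in SRA knockdown 3T3-L1 adipocytes. Rnf128, a ubiquitin ligase, fell by 1.62 on the log2 scale (standard error 0.18, adjusted p = 0.000235 from limma), and Lum, the collagen-binding proteoglycan lumican, by 1.57 (standard error 0.26, adjusted p = 0.0173). Abi3bp rose by 1.49 (standard error 0.17, adjusted p = 0.000235 from limma) and the sialyltransferase St3gal6 by 1.09 (standard error 0.16, adjusted p = 0.0059). Ces1d, a carboxylesterase, rose by 1.04 and Aqp7, the glycerol channel of adipocytes, by 1.40 (adjusted p = 0.034 and 0.0472 from limma). Rnf128 and Abi3bp passed with any array left out. The call for Lum ended without ST2 control replicate 2, shSRA replicate 1 or 2, or shControl replicate 2 or 3 (adjusted p up to 0.168 from limma), and that for St3gal6 without replicate 3 of either 3T3-L1 group (up to 0.0662). That for Ces1d ended without ST2 SRA replicate 2 or any 1 of the 3T3-L1 arrays (up to 0.162 from limma). That for Aqp7 ended without ST2 SRA replicate 2, ST2 control replicate 3, shControl replicate 1 or 3 or any 1 of the shSRA replicates (up to 0.391 from limma).

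By the nested F classification 90 probe sets changed, 46 higher and 44 lower, which are 65 genes/ESTs, 32 up-regulated and 33 down-regulated. With each comparison adjusted alone there were 14 probe sets, 6 higher and 8 lower. With the replicate number as a block, which pairs these arrays, there were 390. Limma without the block gave 533 probe sets at an unadjusted p under 0.05. The groups did not overlap for 10.2% of probe sets, where chance gives 10% for arrays that are not paired. Same-numbered arrays deviate together here, so that 10% does not hold for them and the share does not tell how much changed. The share higher was 51.1%, against 39.5% after a second quantile normalization, which gave 167 probe sets, and 36.5% with the arrays centred on bright probe sets, which gave 189. Without ST2 control replicate 2 the count was 226, and without ST2 SRA replicate 2, shControl replicate 3 or 2 and shSRA replicate 3 it was 59, 56, 58 and 60.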

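Probe sets that moved one way with SRA overexpression and the other way with knockdown came from 13 genes. All but Rnf128 were lower in SRA overexpressing ST2 adipocytes and higher in SRA knockdown 3T3-L1 adipocytes. Sfrp2, a secreted modulator of Wnt signaling, had log2 fold changes of -1.29 (standard error 0.26, adjusted p = 0.00268 from limma) and 1.00 (standard error 0.26, adjusted p = 0.323). Cp, the copper-carrying protein ceruloplasmin, had -0.99 (standard error 0.21, adjusted p = 0.00426 from limma) and 0.95 (standard error 0.21, adjusted p = 0.157). Tmem176a had -1.56 and 0.99, and Tmem176b had -1.25 and 0.64. S100a4, a calcium-binding protein of fibroblasts, had -1.45 and 0.81. The others were Apcdd1, Ifi27l2a, Pclaf, Mki67, B3galnt1, Lgals2 and Hmga2. In the knockdown none of the 12 had an adjusted p under 0.05 from limma when that comparison was adjusted alone (unadjusted p from 0.000198 to 0.00872). With the replicate block, Sfrp2, Cp, Tmem176a, S100a4, Ifi27l2a and Pclaf passed there (adjusted p = 0.000552, 0.000718, 0.000944, 0.00727, 0.006 and 0.00714 from limma), as did Apcdd1, Mki67, and Tmem176b and B3galnt1 (adjusted p = 0.0452 each).

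The nested F classification counted 22 probe sets in opposite directions, where 100 draws with the probe sets of the 3T3-L1 arrays exchanged at random within bins of level gave a mean of 7.86 and at most 16. The draws part the several probe sets of a gene, while the 22 came from 13 genes. Other groupings of the 3T3-L1 arrays into 3 and 3 gave up to 33, and those that part all same-numbered arrays gave 0. With 10 groupings a share under 0.05 cannot be reached. Adjusting each comparison alone gave 0, and adjusting both together gave 8. The replicate block gave 72. The count was 40 without ST2 control replicate 2 and 13 without ST2 SRA replicate 2.

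**Figure D2:**
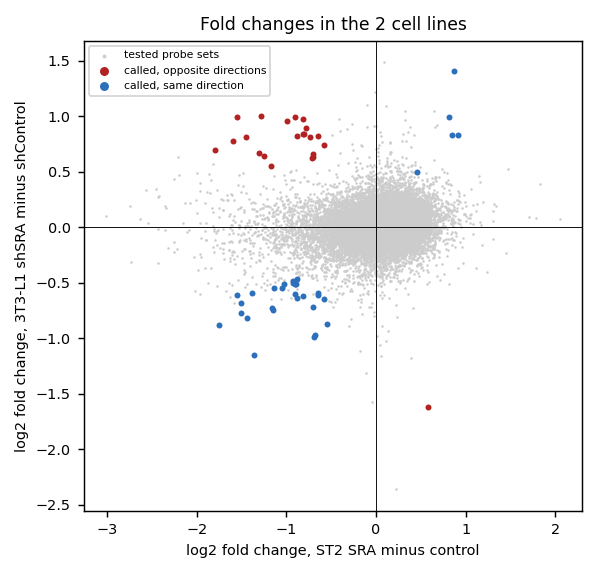
Log2 fold change of each tested probe set with SRA overexpression in ST2 adipocytes (horizontal axis) and with SRA knockdown in 3T3-L1 adipocytes (vertical axis). Grey points are the 19068 tested probe sets, red points the 22 called in opposite directions and blue points the 32 called in the same direction.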

Sixty genes/ESTs (intersection genes) were commonly regulated (and in opposite directions) by SRA overexpression in ST2 adipocytes and endogenous SRA knockdown in 3T3-L1 adipocytes. Heat maps representing gene expression levels are shown in Figure 3, and the complete data set has been deposited in the Gene Expression Omnibus (accession number GSE21594).

**Figure 3:**
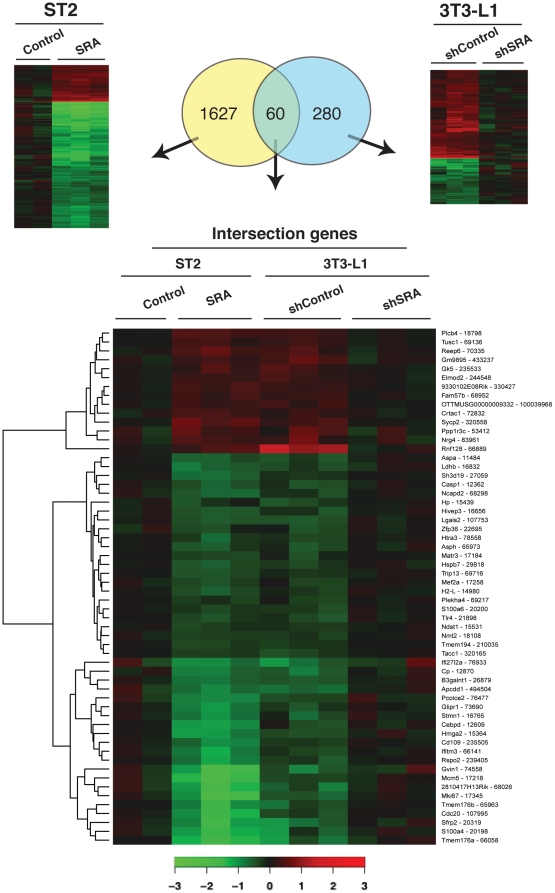
Microarray analysis of mRNA expression of SRA responsive genes. Total RNA was isolated from fully differentiated (MDIT day 4) SRA overexpressing and control ST2 adipocytes, or fully differentiated (MDIT day 8) shSRA knockdown or shControl 3T3-L1 adipocytes. Gene expression analysis was performed using Affymetrix mouse genome 430 2.0 arrays. The Venn diagram shows the number of genes with significant expression changes in SRA overexpressing versus control ST2 adipocytes (left, yellow), genes that changed in endogenous SRA knockdown versus control 3T3-L1 adipocytes (right, blue), and the intersection genes. Heat maps are shown for Log_2_ expression changes of SRA responsive genes corresponding to the above comparisons. Increased or decreased mRNA expression is represented by red or green color, respectively.

The 1687 genes regulated by SRA overexpression, the 340 genes regulated by SRA knockdown, and the 60 intersection genes were each analyzed for over-representation of Gene Ontology (GO) biological processes (BP) and molecular functions (MF). The most overrepresented GO terms are listed in Tables 1, 2, 3, 4, 5, 6. Full listings of overrepresented GO terms are provided in Tables S1, S2, S3, S4, and listings of the significantly changed genes associated with these GO terms are provided in Data Sets S1, S2, S3. Selected GO term findings are presented and expanded upon below.

**Table 1:** Top six GO terms in biological processes (BP) overrepresented amongst genes with altered expression in SRA overexpressing versus empty vector control ST2 adipocytes.

GO BP ID	Pvalue	ExpCount	Count	Size	Term
GO:0000278	<0.001	26	58	153	mitotic cell cycle
GO:0007067	<0.001	20	46	115	mitosis
GO:0006955	<0.001	32	64	188	immune response
GO:0007155	<0.001	47	85	278	cell adhesion
GO:0051301	<0.001	29	57	169	cell division
GO:0000279	<0.001	25	51	146	M phase

**Table 2:** Top six GO terms in molecular function (MF) overrepresented amongst genes with altered expression in SRA overexpressing versus empty vector control ST2 adipocytes.

GO MF ID	Pvalue	ExpCount	Count	Size	Term
GO:0005509	<0.001	65	102	393	calcium ion binding
GO:0004872	<0.001	56	85	339	receptor activity
GO:0003779	<0.001	23	41	138	actin binding
GO:0060089	<0.001	115	151	691	molecular transducer activity
GO:0030020	<0.001	3	10	18	extracellular matrix structural constituent conferring tensile strength
GO:0003924	0.001	16	29	95	GTPase activity

**Table 3:** Top six GO terms in biological processes (BP) overrepresented amongst genes with altered expression in endogenous SRA knockdown versus control 3T3-L1 adipocytes.

GO BP ID	Pvalue	ExpCount	Count	Size	Term
GO:0007155	<0.001	8	21	278	cell adhesion
GO:0006817	<0.001	1	6	28	phosphate transport
GO:0030199	<0.001	0	4	12	collagen fibril organization
GO:0007169	<0.001	3	10	92	transmembrane receptor protein tyrosine kinase signaling pathway
GO:0048675	<0.001	0	4	13	axon extension
GO:0007275	<0.001	28	45	978	multicellular organismal development

**Table 4:** Top six GO terms in molecular function (MF) overrepresented amongst genes with altered expression in endogenous SRA knockdown versus control 3T3-L1 adipocytes.

GO MF ID	Pvalue	ExpCount	Count	Size	Term
GO:0004872	<0.001	17	34	588	receptor activity
GO:0048503	<0.001	1	8	51	GPI anchor binding
GO:0019199	<0.001	1	6	36	transmembrane receptor protein kinase activity
GO:0060089	0.001	20	35	691	molecular transducer activity
GO:0005543	0.001	3	10	101	phospholipid binding
GO:0030020	0.001	1	4	18	extracellular matrix structural constituent conferring tensile strength

**Table 5:** GO terms in biological processes (BP) overrepresented amongst the intersection genes.

GO BP ID	Pvalue	ExpCount	Count	Size	Term
GO:0006954	0.002	1	4	90	inflammatory response
GO:0000271	0.002	0	2	13	polysaccharide biosynthetic process
GO:0051301	0.002	1	5	169	cell division
GO:0042035	0.008	0	2	24	regulation of cytokine biosynthetic process
GO:0000279	0.009	1	4	146	M phase
GO:0019882	0.01	0	2	27	antigen processing and presentation
GO:0009607	0.01	0	3	80	response to biotic stimulus

**Table 6:** GO terms in molecular function (MF) overrepresented amongst the intersection genes.

GO MF ID	Pvalue	ExpCount	Count	Size	Term
GO:0005520	0.003	0	2	16	insulin-like growth factor binding

### SRA promotes insulin sensitivity and insulin-stimulated glucose uptake in adipocytes, and increases phosphorylation of Akt and FOXO1 in response to insulin

The GO term Insulin Receptor Signaling Pathway was overrepresented in the gene list from SRA overexpressing ST2 cells (Table S1). 

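Genes of insulin signaling went both ways with SRA overexpression. Akt2, a kinase that carries the insulin signal to glucose uptake, rose by 0.66 on the log2 scale (standard error 0.17, adjusted p = 0.0196 from limma). Igf1r, the receptor of insulin-like growth factor 1, fell by 0.69 (standard error 0.14, adjusted p = 0.00423 from limma). Foxo1, a transcription factor that insulin holds back, had a log2 fold change of 0.42 (standard error 0.17, adjusted p = 0.152 from limma, and 0.0404 without control replicate 1).

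Of 44 genes of insulin signaling measured in ST2 adipocytes, 3 were higher, 5 were lower and 36 did not pass (7 higher and 5 lower when adjusted over the list alone). The list had a median log2 fold change of 0.14, and without control replicate 2 the median over the members that passed the filter was 0.08 against 0.22. Its shift against other genes did not pass (adjusted p = 0.582 from limma's camera), while its members changed in either direction (adjusted p = 1.22e-05 from limma's fry, mixed test). The mixed test does not compare a list with other genes. It also passed for other lists in ST2, among them the muscle markers (adjusted p = 1.29e-07 from the same test), so it does not single out insulin signaling. In SRA knockdown 3T3-L1 adipocytes no member passed limma's test, nor did any at an unadjusted p under 0.05, and the median was -0.00 (adjusted p = 0.399 from camera, direction up). The call for Akt2 ended without SRA replicate 2 or 3 (adjusted p up to 0.0987 from limma). The number higher was 1 without either of these arrays and 5 without ST2 control replicate 1 or shControl replicate 1, and the number lower was 3 without any of the SRA replicates.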

Elevated SRA repressed the expression of several genes within this GO term that function as negative regulators of insulin sensitivity (Table 7), including suppressor of cytokine signaling (SOCS) -1 and -3, protein kinase C-alpha (Prkca) and forkhead box C2 (Foxc2) [36], [37], [38], [39]. In contrast, SRA overexpression increased the expression of sorbin and SH3 domain containing 1 (Sorbs1), which encodes Cbl-associated protein (CAP), part of a phosphatidylinositol 3-kinase-independent pathway for insulin-stimulated translocation of the glucose transporter GLUT4 [40]. These results were confirmed by RT-qPCR (Figure 4). 

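Socs3, which blocks cytokine and insulin receptor signaling, fell most of these genes. Its log2 value was 8.93 ± 0.47 (SD, n = 3) in control and 7.30 ± 0.47 (SD, n = 3) in SRA overexpressing ST2 adipocytes, a log2 fold change of -1.63 (standard error 0.27, adjusted p = 0.000438 from limma). Prkca fell by 0.83 (standard error 0.19, adjusted p = 0.00734 from limma), Socs1 by 0.56 (standard error 0.15, adjusted p = 0.0279) and Foxc2, a forkhead transcription factor, by 0.52 (standard error 0.16, adjusted p = 0.045). With SRA knockdown in 3T3-L1 adipocytes the log2 fold changes were 0.12 for Socs3, 0.07 for Prkca, -0.05 for Socs1 and -0.17 for Foxc2 (adjusted p of 1 each from limma).

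Snf1lk2 and Zfp106, both in Table 7, rose by 0.68 and 0.57 in ST2 adipocytes (adjusted p = 0.0309 and 0.0318 from limma), and Stxbp4 had a log2 fold change of -0.52 (adjusted p = 0.211, and 0.0108 without control replicate 2). The study chose these genes on these arrays, so their direction is not independent evidence. Leaving out SRA replicate 2 ended the calls for Prkca (adjusted p = 0.0654 from limma) and Socs1, which also ended without SRA replicate 1 or 3 (up to 0.127). That for Foxc2 ended without any array other than ST2 control replicate 2 (up to 0.242), that for Snf1lk2 without any ST2 array but control replicate 1 (up to 0.11) and that for Zfp106 without SRA replicate 1 or 2 (up to 0.225 from limma).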

Given these data, the ability of SRA to promote insulin-stimulated glucose uptake was examined in differentiated adipocytes. We wished to assess whether the postulated ability of SRA to enhance this insulin action is simply a marker of better differentiation, or whether SRA might have a specific effect on insulin-stimulated glucose uptake beyond its general ability to enhance differentiation. Therefore, we differentiated preadipocytes with MDIT rather than MDI, since, as noted previously, under MDIT conditions the expression level of SRA has relatively little effect on adipocyte differentiation (Figures 2B, 2G and S1). Indeed, our data demonstrate that fully differentiated ST2 adipocytes overexpressing SRA have increased insulin-stimulated glucose uptake (Figure 5A). Consistent with these data, SRA overexpression also was associated with increased insulin-stimulated phosphorylation of Akt at both Ser-473 and Thr-308, as well as increased phosphorylation of FOXO1, a downstream target of Akt signaling (Figure 5B). Conversely, fully differentiated 3T3-L1 adipocytes with knockdown of endogenous SRA had decreased insulin-stimulated glucose uptake (Figure 5C) and decreased phosphorylation of Akt and FOXO1 (Figure 5D). These data support the hypothesis that SRA not only regulates adipogenesis, but also enhances insulin signaling and glucose uptake.

**Figure 4:**
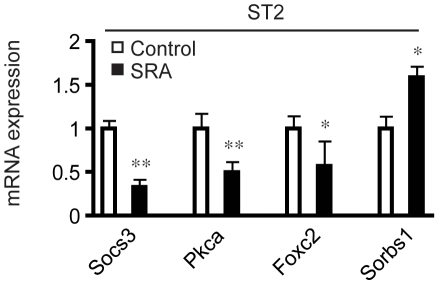
RT-qPCR analyses confirm expression changes of genes related to insulin sensitivity in SRA overexpressing ST2 adipocytes. Total RNA was isolated from day 4 MDIT-differentiated SRA overexpressing or empty vector control ST2 cells. Gene expression was then analyzed by RT-qPCR and was normalized to the expression of cyclophilin. Significance was determined by Student's t-test compared to each control. * P<0.05, **P<0.01. Experiments were repeated at least three times with triplicate samples.

**Figure 5:**
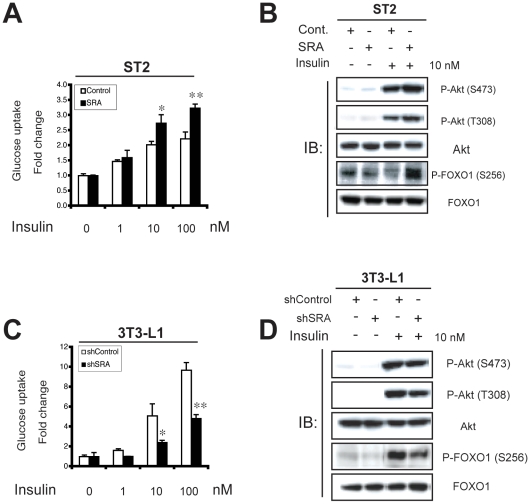
SRA increases insulin-stimulated glucose uptake and phosphorylation of Akt and FOXO1 in mature adipocytes. A, ST2 preadipocytes infected with empty vector pMSCV (control) or pMSCV-SRA were differentiated with MDIT. On day 5 of differentiation, adipocytes were serum-starved for 3 h and insulin-stimulated glucose uptake was quantified using 2-deoxy-D-[^14^C]glucose. Data were normalized to total protein, and results are presented as fold change compared to basal levels without insulin treatment. Data are given as the mean ± S.D. Statistical significance was evaluated with Student's *t*-test: * p<0.05 and ** p<0.01. B, ST2 control (pMSCV) and SRA overexpressing (pMSCV-SRA) ST2 preadipocytes were differentiated as in A. At the end of day 4 of differentiation, adipocytes were serum-starved for 12 h, cells were then treated without or with 10 nM insulin for 10 min. Total cell lysates were subjected to immunoblotting (IB) with anti-phospho-Akt and phospho-FOXO1 antibodies as indicated. The membrances were then stripped and reprobed with antibodies for total Akt and FOXO1. C, A similar experiment of insulin-stimulated glucose uptake was performed on day 11 of differentiation by MDIT in 3T3-L1 cells infected with retroviruses expressing either a control shRNA (shControl) or an shRNA against SRA (shSRA). D, Control (shControl) and SRA knockdown (shSRA) 3T3-L1 preadipocytes were similarly differentiated as in C. Cells were serum-starved for 12 h, and then treated without or with 10 nM insulin for 20 min. Similar immunoblottings to B were performed with antibodies as indicated. These results are representative of at least three independent experiments.

**Table 7:** Genes associated with the GO term insulin receptor signaling pathway that have significantly altered expression in SRA overexpressing ST2 cells.

Probe set	Symbol	Gene name	p-value	Fold change*
**Insulin receptor signaling pathway**				
1455899_x_at	Socs3	suppressor of cytokine signaling 3	<0.001	−1.64
1450945_at	Prkca	protein kinase C, alpha	<0.001	−0.91
1455706_at	Stxbp4	syntaxin binding protein 4	<0.001	−0.82
1416693_at	Foxc2	forkhead box C2	<0.001	−0.55
1450446_a_at	Socs1	suppressor of cytokine signaling 1	0.001	−0.43
1425098_at	Zfp106	zinc finger protein 106	0.002	0.5
1444472_at	Snf1lk2	SNF1-like kinase 2	0.001	0.6
1443983_at	Sorbs1	sorbin and SH3 domain containing 1	<0.001	0.74

*Fold change log_2_ format.

### Cell cycle genes are reciprocally regulated by SRA overexpression in ST2 adipocytes and SRA knockdown in 3T3-L1 adipocytes

Two of the top 5 intersection gene GO-BP terms are Cell Division and M Phase (Table 5). 

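Mcm5, a subunit of the helicase that opens DNA for replication, had a log2 value of 9.00 ± 0.45 (SD, n = 3) in control and 7.14 ± 0.30 (SD, n = 3) in SRA overexpressing ST2 adipocytes, a log2 fold change of -1.86 (standard error 0.21, adjusted p = 7.7e-06 from limma). Mki67, the marker of proliferating cells Ki-67, fell by 1.80 (standard error 0.24, adjusted p = 5.51e-05 from limma) and Cdc20, which activates the anaphase-promoting complex, by 1.48 (standard error 0.19, adjusted p = 3.87e-05). Ncapd2, a condensin subunit, had -0.60 (standard error 0.19, adjusted p = 0.0543 from limma, and 0.00355 without control replicate 2). Tacc1, a centrosome-associated protein, had -0.27 (standard error 0.16, adjusted p = 0.323 from limma).

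In SRA knockdown 3T3-L1 adipocytes all 5 had positive log2 fold changes, 0.48 for Mcm5, 0.49 for Cdc20, 0.46 for Tacc1, 0.70 for Mki67 and 0.38 for Ncapd2, with standard errors of 0.16 to 0.24. Unadjusted p from limma were 0.0327, 0.0181, 0.00768, 0.00872 and 0.0606, and the adjusted p were 0.97 for Tacc1 and 1 for the others. Mki67 alone was counted in both comparisons by the nested F classification, and its adjusted p in the knockdown was 0.022 with the replicate block. The study chose these genes on these arrays, which is not independent evidence of their direction.

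**Figure D3:**
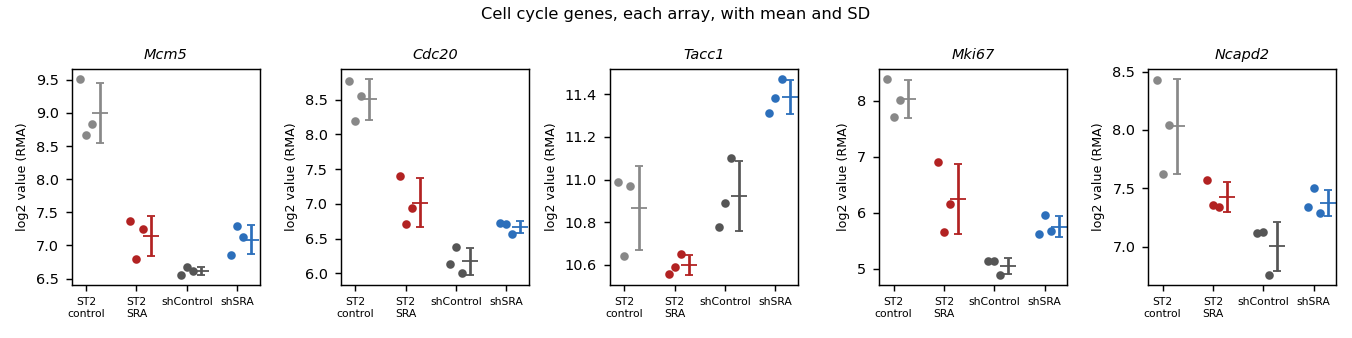
Log2 values (RMA) of Mcm5, Cdc20, Tacc1, Mki67 and Ncapd2 in control and SRA overexpressing ST2 adipocytes and in shControl and shSRA 3T3-L1 adipocytes. Points are single arrays, with the mean and SD of the 3 arrays of each group beside them; the log2 fold change of Mcm5 in ST2 adipocytes is -1.86.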

Within these GO terms, the cell cycle and DNA replication-associated genes Mcm5, Cdc20, Tacc1, Mki67 and Ncapd2 were significantly down-regulated by SRA overexpression in ST2 cells and up-regulated by endogenous SRA knockdown in 3T3-L1 cells (Figure 3 and Data Set S3). RT-qPCR was used to confirm these changes for Mcm5, Cdc20, Ncapd2 and Mki67 (Figure 6A–6D). Similarly, 4 of the 6 most enriched GO-BP terms in SRA overexpressing cells were related to the cell cycle, cell division and mitosis (Table 1). 

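Genes of mitosis fell together in SRA overexpressing ST2 adipocytes. Of 50 genes of the mitotic cell cycle, 41 were lower, none was higher and 9 did not pass limma's test (45 lower when adjusted over the list alone), and all 50 had negative log2 fold changes. Their median log2 fold change was -1.05 (adjusted p = 1.47e-60 from camera, and adjusted p = 0.0453 with an estimated correlation). Cdk1, the kinase that starts mitosis, fell by 1.15 (standard error 0.19, adjusted p = 0.000362 from limma).

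Of 32 genes of DNA replication and S phase, 9 were lower, none was higher and 23 did not pass (17 lower when adjusted over the list alone), with a median of -0.33 (adjusted p = 6.1e-16 from camera, adjusted p = 0.127 with an estimated correlation). Rrm2, a subunit of ribonucleotide reductase, fell by 1.75 (standard error 0.22, adjusted p = 2.29e-05 from limma), the thymidine kinase Tk1 by 1.51 (standard error 0.20, adjusted p = 5.11e-05) and Uhrf1, which helps copy DNA methylation, fell by 1.52 (standard error 0.19, adjusted p = 3.46e-05). No leave-one-out took the mitotic genes lower under 34. For DNA replication the number lower was 6 without SRA replicate 1 or 2 or control replicate 1 or 3.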

The genes associated with the GO terms Mitotic Cell Cycle and DNA Replication Initiation that are most significantly regulated by SRA overexpression are listed in Table 8. Among these, several cyclin genes (Ccnb2, Ccnb1-rs1 and Ccna2), cell cycle-related genes (Ereg, Birc5, Ube2c, Bub1, Cep55) and cell division genes (Cdca5 and Cdc20) were down-regulated more than 2 fold by SRA overexpression. 

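Birc5, the apoptosis inhibitor survivin, fell by 2.25 (standard error 0.27, adjusted p = 1.32e-05 from limma), the ubiquitin-conjugating enzyme Ube2c by 2.21 (standard error 0.27, adjusted p = 1.77e-05) and Ccnb2, a cyclin of mitotic entry, by 2.20 (standard error 0.25, adjusted p = 1.08e-05). Ereg, a ligand of the epidermal growth factor receptor, had a log2 fold change of -2.15 and the spindle checkpoint kinase Bub1 one of -2.08. Ccna2, the cyclin of S phase, had -1.97, Cep55 -1.81 and Cdca5 -1.44. A second probe set for Cdc20, the one in Table 8, fell by 1.38 (adjusted p = 7.92e-05 from limma). Each of these falls passed with any single array left out.

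Further genes of Table 8 ranged more widely. Cks2, a partner of cyclin-dependent kinases, fell by 1.15 (standard error 0.23, adjusted p = 0.0029 from limma), and Nusap1, of the spindle, had -1.66. Mcm6 fell by 1.78, Mcm3 fell by 0.79 (adjusted p = 0.0204 from limma) and Clspn fell by 0.63 (adjusted p = 0.033), while Mcm4 had a log2 fold change of -0.78 (adjusted p = 0.0612, and down to 0.035 without control replicate 2 or shControl replicate 1 or 2) and Cdt1 one of -0.54 (adjusted p = 0.151). Calls for Mcm3 and Clspn ended without control replicate 1 or 3 or SRA replicate 1 or 2 (adjusted p up to 0.126 and 0.136 from limma), and that for Clspn also without SRA replicate 3. The study chose these genes on these arrays, so their direction is not independent evidence.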

The repression of Ccnb1-rs1, Ccna2, Ube2c and Bub1 by SRA overexpression was confirmed by RT-qPCR, which also demonstrated that these genes are induced by SRA knockdown in 3T3-L1 cells (Figure 6E–6H). 

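In SRA knockdown 3T3-L1 adipocytes the cell cycle genes moved little. None of the 50 mitotic genes passed limma's test, with 4 higher at an unadjusted p under 0.05, and their median log2 fold change was 0.07 (adjusted p = 0.00249 from camera, adjusted p = 0.772 with an estimated correlation). Ube2c had a log2 fold change of 0.64 (standard error 0.27, unadjusted p = 0.0266 from limma). None of the 32 genes of DNA replication passed either, with 1 higher at an unadjusted p under 0.05 and a median of 0.08 (adjusted p = 0.0172 from camera, adjusted p = 0.772 with an estimated correlation). With the replicate block 1 mitotic gene was higher. The camera call for the mitotic genes ended without shSRA replicate 2 (adjusted p = 0.249), and that for DNA replication without shControl replicate 3 (adjusted p = 0.11, both from limma's camera).

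Inhibitors of cyclin-dependent kinases were close to level. Cdkn1a, which encodes p21, had a log2 fold change of 0.02 (adjusted p = 0.959 from limma) with SRA overexpression and of 0.04 with knockdown, and Cdkn1b, which encodes p27, had -0.03 (adjusted p = 0.945 from limma) and 0.25. Of 10 genes of CDK inhibitors and the RB family, 1 was higher with overexpression (1 when adjusted over the list alone), none was lower and 9 did not pass. Their median was -0.02, with a mean of 0.03 (adjusted p = 0.847 from camera, direction down), and over the members that passed the filter it was -0.17 without control replicate 2 against -0.01. The gene that passed was Rb1, which holds cells out of S phase, with a log2 fold change of 0.62 (standard error 0.17, adjusted p = 0.0278 from limma). Its call ended without control replicate 3 or any 1 of the SRA replicates (adjusted p up to 0.11 from limma). With knockdown none of the 10 passed limma's test, nor did any at an unadjusted p under 0.05 (median 0.02, adjusted p = 0.481 from camera).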

Overall, these data suggest that SRA plays a modulatory role in promoting withdrawal from the cell cycle during the final stages of adipogenesis.

**Figure 6:**
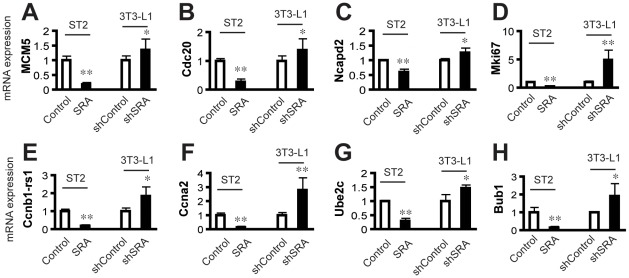
RT-qPCR analyses confirm expression changes of SRA responsive cell cycle related genes. Total RNA was isolated from day 4 MDIT-differentiated SRA overexpressing or empty vector control ST2 cells. Similarly, total RNA was isolated from day 8 MDIT-differentiated 3T3-L1 SRA knockdown (shSRA) or control (shControl) adipocytes. Gene expression was then analyzed by RT-qPCR, normalized to cyclophilin. Significance of data was determined by Student's *t*-test compared to each control. * P<0.05, **P<0.01. Experiments were repeated at least three times with triplicate samples.

**Table 8:** Genes associated with the GO terms Mitotic cell cycle and DNA replication initiation that have significantly altered expression in SRA overexpressing ST2 cells.

Probe set	Symbol	Gene name	p-value	Fold change*
**Mitotic Cell cycle**				
1419431_at	Ereg	epiregulin	<0.001	−2.34
1424278_a_at	Birc5	baculoviral IAP repeat-containing 5	<0.001	−2.26
1452954_at	Ube2c	ubiquitin-conjugating enzyme E2C	<0.001	−2.23
1450920_at	Ccnb2	cyclin B2	<0.001	−2.21
1424046_at	Bub1	budding uninhibited by benzimidazoles 1 homolog (S. cerevisiae)	<0.001	−2.08
1452242_at	Cep55	centrosomal protein 55	<0.001	−1.99
1416076_at	Ccnb1-rs1	cyclin B1, related sequence 1	<0.001	−1.97
1417911_at	Ccna2	cyclin A2	<0.001	−1.93
1416309_at	Nusap1	nucleolar and spindle associated protein 1	<0.001	−1.84
1416802_a_at	Cdca5	cell division cycle associated 5	<0.001	−1.77
1416664_at	Cdc20	cell division cycle 20 homolog (S. cerevisiae)	<0.001	−1.32
1417457_at	Cks2	CDC28 protein kinase regulatory subunit 2	<0.001	−1.31
1455081_at	Txnl4b	thioredoxin-like 4B	0.001	0.43
1452798_s_at	Mapk1ip1	mitogen activated protein kinase 1 interacting protein 1	0.001	0.49
1422477_at	Cables1	Cdk5 and Abl enzyme substrate 1	<0.001	0.55
1417850_at	Rb1	retinoblastoma 1	<0.001	0.6
**DNA replication initiation**				
1415945_at	Mcm5	minichromosome maintenance deficient 5, cell division cycle 46 (S. cerevisiae)	<0.001	−1.94
1438852_x_at	Mcm6	minichromosome maintenance deficient 6 (MIS5 homolog, S. pombe) (S. cerevisiae)	<0.001	−1.8
1420028_s_at	Mcm3	minichromosome maintenance deficient 3 (S. cerevisiae)	<0.001	−1
1436708_x_at	Mcm4	minichromosome maintenance deficient 4 homolog (S. cerevisiae)	0.003	−0.81
1424143_a_at	Cdt1	chromatin licensing and DNA replication factor 1	0.001	−0.75
1456280_at	Clspn	claspin homolog (Xenopus laevis)	<0.001	−0.74

*Fold change log_2_ format.

### SRA regulates S-phase entry during mitotic clonal expansion

Reentry into the cell cycle is one of the key events in early adipogenesis. Post-confluent preadipocytes become growth arrested at the G0-to-G1 cell cycle transition due to contact inhibition [41]. Upon hormonal induction, growth-arrested 3T3-L1 preadipocytes synchronously re-enter the cell cycle and undergo several rounds of cell division, known as mitotic clonal expansion (MCE). MCE is an essential step in adipocyte maturation [42] in some preadipocyte models. Given that our microarray analysis revealed SRA-dependent changes in the expression of cell cycle genes in mature adipocytes, we investigated whether SRA regulates cell cycle progression during MCE. Growth arrested SRA overexpressing and control ST2 preadipocytes were induced to differentiate with MDIT. FACS analysis of propidium iodide-stained cells was performed every 2 h to elucidate the cell cycle profile during MCE. Similar studies were performed in endogenous SRA knockdown (shSRA) and shControl 3T3-L1 preadipocytes. As shown in Figure 7A (*left*), SRA overexpression in ST2 preadipocytes promotes re-entry to the cell cycle during MCE. SRA ST2 cells had an S-phase peak 14 h after hormone induction (with a concomitant decrease in G1 cells), followed 4 h later by a G2/M phase peak. These changes were not observed in control ST2 cells. Conversely, stable knockdown of endogenous SRA in 3T3-L1 preadipocytes inhibited S-phase entry and the transition to G2/M phase during MCE post-MDIT (Figure 7A, *right*). SRA overexpression also increased BrdU incorporation in the 10–14 h post-MDIT induction by about 2-fold over control ST2 cells (Figure S2), further confirming the ability of SRA to promote S-phase entry in ST2 preadipocytes. In addition, SRA overexpression increased the cell number by ∼30% 24 h post-MDIT (Figure 7B).

**Figure 7:**
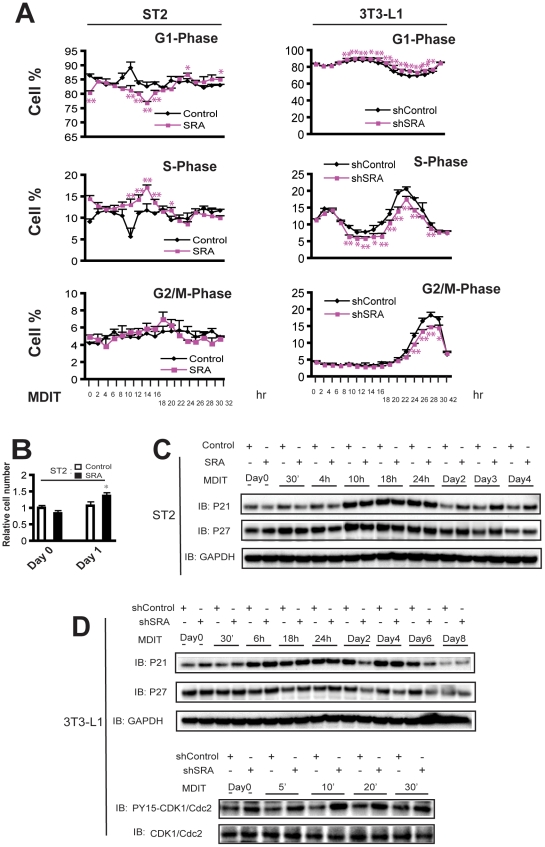
SRA promotes preadipocyte entry into S-phase during mitotic clonal expansion and regulates cell cycle-related proteins. A, Day 0 growth arrested SRA overexpressing or control ST2 preadipocytes (*left*), and SRA knockdown (shSRA) or shControl 3T3-L1 preadipocytes (*right*), were induced by MDIT. Every two hours post-induction, cells were fixed and stained with propidium iodide, and the percentage of cells in each phase of the cell cycle (G1, S, G2/M) was determined by FACS. The results are expressed as means and SDs for triplicate assays. Significance of SRA overexpression or knockdown compared to controls was determined by Student's t-test. P<0.05, **P<0.01. B, On day 0 before and day 1 (24 h) after induction, cell number was determined by Coulter counter, and the cell numbers relative to day 0 control set at 1 were plotted. Significance was determined by Student's t-test. * P<0.05. C, SRA overexpression down-regulates CDK inhibitors p21Cip1 and p27Kip1 in ST2 preadipocytes during MCE, but up-regulates their expression late in differentiation. Cell lysates were prepared from ST2 preadipocytes or adipocytes with SRA overexpression or control cells as indicated during the time course of differentiation with MDIT. Immunoblotting was performed for p21Cip1, p27Kip1, and GAPDH as a loading control. D, Similar to C except 3T3-L1 preadipocytes with endogenous SRA knockdown (shSRA) or control (shControl) were studied. The phosphorylation of CDK1/Cdc2 at Tyr-15 also was studied by immunoblotting during early MCE. These results are representative of at least three independent experiments.

### Cell cycle-related genes are regulated by SRA during MCE and adipocyte maturation

Cell cycle progression from G1 to S phase is dependent on the expression of cyclins and cyclin-dependent kinase (CDKs). In addition, cyclin-dependent kinase inhibitors (CKIs) such as the CIP/KIP protein family can bind to cyclin/CDK complexes to inhibit the G1-S phase transition [43]. Cyclin-dependent kinase inhibitors such as p21Cip1 and p27Kip1 play important roles in adipocyte differentiation during both the progression of MCE and in the final exit from the cell cycle during terminal differentiation [44], [45]. In addition, loss of CKIs *in vivo* produces adipocyte hyperplasia and obesity [46]. Given that our data demonstrate a role for SRA to promote entry into S-phase during MCE, we tested whether SRA regulates the expression of CKIs during preadipocyte differentiation. We found that SRA overexpression inhibits p21Cip1 expression from day 0 (before MDIT induction) through the early time points of MCE (up to 10 h post-MDIT), but subsequently up-regulates p21Cip1 after MCE (24 h) until terminal differentiation on day 4 (Figure 7C). The effect of SRA overexpression on p27Kip1 was qualitatively similar but the magnitude of change was far less (Figure 7C). Conversely, knockdown of endogenous SRA in 3T3-L1 preadipocytes up-regulated p21Cip1 and p27Kip1 protein expression during MCE (30 min, 6 h, 18 h), but down-regulated their expression after MCE (day 2) until terminal differentiation on day 6 (Figure 7D, upper panel). Progress of the mammalian cell cycle is also regulated by phosphorylation of other key proteins. Cdk1/Cdc2 is the catalytic subunit for maturation promoting factor (MPF), which includes the regulatory subunit of cyclin B. After binding to cyclin B, Cdc2 is phosphorylated on Tyr-15, yielding an inactive form of the pre-MPF complex during G2 phase and inhibiting cell entry into M phase [47], [48]. Knockdown of endogenous SRA in 3T3-L1 preadipocytes up-regulated the phosphorylation of Tyr-15 on Cdc2 during MCE (Figure 7D; lower panel). Thus, the effects of SRA on the expression of p21Cip1 and p27Kip1, and the phosphorylation of Cdk1/Cdc2, are consistent with the ability of SRA to promote MCE of preadipocytes and the terminal differentiation of 3T3-L1 adipocytes.

### SRA regulates inflammatory response genes

Adipocytes are now recognized to form a multifunctional organ not only for lipid storage but also for secreting numerous adipokines and cytokines that play roles in inflammation and insulin sensitivity [1]. Therefore it is interesting that the most enriched GO term associated with the intersection genes is Inflammatory Response, and the fourth such GO term is Regulation of Cytokine Biosynthetic Process (Table 5). 

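Inflammatory genes were in part lower with SRA overexpression, while none passed with knockdown. Il1rn, the antagonist of the interleukin-1 receptor, fell by 1.28 (standard error 0.18, adjusted p = 0.000108 from limma) and Cxcl12, a chemokine of stromal cells, by 0.94 (standard error 0.19, adjusted p = 0.00316) in ST2 adipocytes. Il1rn opposes interleukin-1 and so acts against inflammation. Of 40 inflammatory cytokines, chemokines and receptors measured in ST2 adipocytes, 9 were lower, none was higher and 31 did not pass (11 lower when adjusted over the list alone), with a median log2 fold change of -0.20 (adjusted p = 6.77e-11 from camera, and adjusted p = 0.0453 with an estimated correlation).

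In SRA knockdown 3T3-L1 adipocytes none of the 40 passed limma's test (1 lower when adjusted over the list alone), 3 were higher and 3 lower at an unadjusted p under 0.05, and the median was -0.05 (adjusted p = 0.582 from camera). Il15, a cytokine of lymphocytes, had a log2 fold change of -0.72 (standard error 0.19, adjusted p = 0.427 from limma), which was 0.0245 with the replicate block. Without SRA replicate 2 the number lower in ST2 adipocytes was 5, and without control replicate 2 there was 1 higher and the median over the members that passed the filter was -0.46 against -0.28.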

As shown in Data Set S3, four intersection genes associated with inflammation were negatively regulated by SRA. These include zinc finger protein 36 (zfp36), toll-like receptor 4 (Tlr4), haptoglobin (Hp) and N-deacetylase/N-sulfotransferase (heparan glucosaminyl) 1 (Ndst1). 

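In SRA overexpressing ST2 adipocytes these 4 genes had negative log2 fold changes that did not pass limma's test with all arrays weighted equally. Zfp36, which speeds the decay of cytokine mRNAs, had -0.12 (standard error 0.24, adjusted p = 0.789) and Tlr4, the receptor of bacterial lipopolysaccharide, -0.20 (standard error 0.21, adjusted p = 0.608 from limma). Hp, the hemoglobin-binding protein of plasma, had -0.21 (standard error 0.18, adjusted p = 0.525 from limma) and Ndst1, an enzyme of heparan sulfate synthesis, -0.21 (standard error 0.17, adjusted p = 0.501). Without control replicate 2 the log2 fold changes were -0.40, -0.48, -0.33 and -0.39 in this order (adjusted p = 0.301, 0.0661, 0.28 and 0.0677 from limma), and without control replicate 3 that of Zfp36 was 0.16. With SRA knockdown in 3T3-L1 adipocytes the log2 fold changes were 0.40, 0.47, 0.52 and 0.31, again in this order, with unadjusted p from limma of 0.107, 0.0355, 0.0103 and 0.0888 and adjusted p of 1. Hp had 13.52 ± 0.20 (SD, n = 3) in shControl and 14.04 ± 0.08 (SD, n = 3) in shSRA adipocytes, a difference of more than the SD of either group that did not pass after adjustment. The calls in ST2 adipocytes depend on how the arrays are weighted. With array weights estimated gene by gene, added after the values were seen, all 20 probe sets of Data Set S3 were called there with the paper's sign.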

Perhaps most interesting among these is Tlr4, which can be activated by nutritional fatty acids to promote insulin resistance [49]. The microarray data also identified a number of inflammatory response genes negatively regulated by SRA overexpression in ST2 cells that were not significantly changed in the SRA knockdown cells (Table 9). 

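Several genes of Table 9 fell strongly in SRA overexpressing ST2 adipocytes. Kng1, the precursor of the vasoactive kinins, fell by 1.90 (standard error 0.17, adjusted p = 1.15e-06 from limma) and S1pr3, a receptor of sphingosine-1-phosphate listed there as Edg3, by 1.55 (standard error 0.17, adjusted p = 7.46e-06). Ggt5 fell by 1.30, Cd44, a receptor of hyaluronan, by 1.04 (adjusted p = 0.000597 from limma) and the sulfotransferase Chst2 by 1.03. Others did not pass, among them Cd14 (-0.39, adjusted p = 0.272 from limma), Tlr2 (-0.42, adjusted p = 0.17), Cxcl1 (-0.84, adjusted p = 0.19), Thbs1 (-0.80, adjusted p = 0.0653) and Ly96 (-0.31, adjusted p = 0.351). Without control replicate 2 Cxcl1 had -1.43 and passed, as did Tlr2 and Ly96 (adjusted p = 0.0109, 0.0247 and 0.0428 from limma), while without SRA replicate 2 or control replicate 3 Cxcl1 had -0.47. Thbs1 passed without control replicate 1, SRA replicate 3, shControl replicate 1 or shSRA replicate 1 or 2 (adjusted p down to 0.0238 from limma).

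With SRA knockdown in 3T3-L1 adipocytes S1pr3 had a log2 fold change of -0.61 (standard error 0.17, adjusted p = 0.518 from limma), and the nested F classification counted it in both comparisons in the same direction. Cd44 had -0.38 there (adjusted p of 1 from limma).

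Complement genes were in part lower in ST2 adipocytes. Of 8 measured, 3 were lower, none was higher and 5 did not pass (3 lower when adjusted over the list alone). C1s1 and C1ra, proteases of the first complement component, fell by 0.86 and 0.81 (adjusted p = 0.0111 and 0.0113 from limma), and Masp1, a protease of the lectin pathway, by 0.69 (adjusted p = 0.0144). All 3 calls ended without SRA replicate 2 (adjusted p up to 0.12 from limma), and that for Masp1 also without control replicate 3. The list was shifted down with adjusted p = 0.00484 from camera and adjusted p = 0.157 with an estimated correlation. With knockdown no complement gene passed limma's test, and 1 was lower at an unadjusted p under 0.05 (median -0.10, adjusted p = 0.267 from camera).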

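Ccl2 had the largest fall of the 40 inflammatory cytokines, chemokines and receptors in ST2 adipocytes. Its log2 value was 11.09 ± 0.47 (SD, n = 3) in control and 8.52 ± 0.60 (SD, n = 3) in SRA overexpressing ST2 adipocytes, a log2 fold change of -2.57 (standard error 0.26, adjusted p = 2.69e-06 from limma). Ccl7, a related chemokine that draws monocytes, fell by 2.11 (standard error 0.25, adjusted p = 1.47e-05 from limma). In 3T3-L1 adipocytes Ccl2 was much lower to begin with, at 6.00 ± 0.07 (SD, n = 3) in shControl, and its log2 fold change with SRA knockdown was 0.34 (standard error 0.26, unadjusted p = 0.204 from limma).

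**Figure D4:**
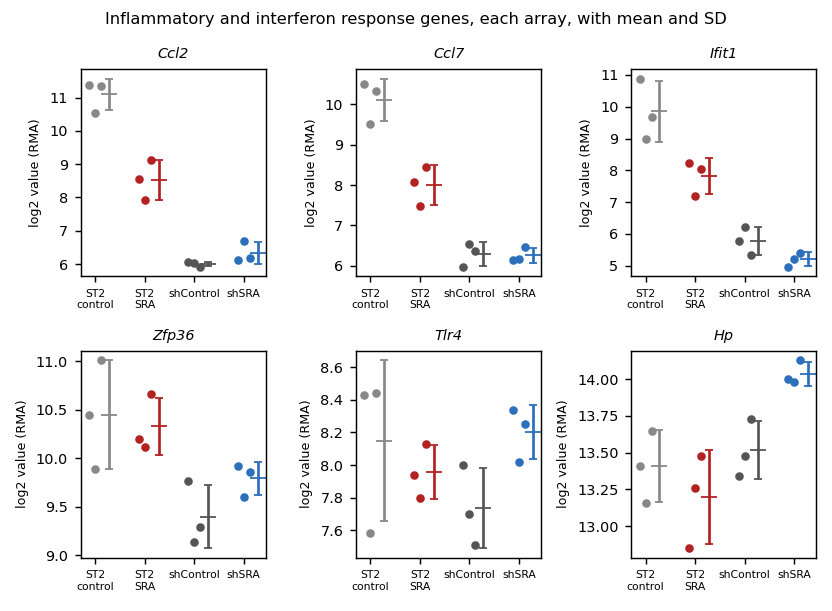
Log2 values (RMA) of Ccl2, Ccl7, Ifit1, Zfp36, Tlr4 and Hp in control and SRA overexpressing ST2 adipocytes and in shControl and shSRA 3T3-L1 adipocytes. Points are single arrays, with the mean and SD of the 3 arrays of each group beside them; the log2 fold change of Ccl2 in ST2 adipocytes is -2.57.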

The most strongly regulated gene in this group is Ccl2 (also known as MCP-1), which is a macrophage-attracting chemokine highly expressed in adipose tissue. Overexpression of MCP-1 has been shown to contribute to macrophage infiltration of adipose tissue and insulin resistance, while ablation of either MCP-1 or its receptor has the opposite effect [50], [51], [52]. The inhibitory effect of SRA on expression of Tlr4, Ccl2 and several additional inflammatory genes was confirmed by RT-qPCR (Figure S3). Overall, these changes suggest that SRA may have anti-inflammatory functions within adipose tissue, which might contribute to the ability of SRA to enhance insulin sensitivity (Figure 5).

**Table 9:** Genes associated with the GO term inflammatory response that have significantly decreased expression in SRA overexpressing ST2 cells.

Probe set	Symbol	Gene name	p-value	Fold change*
**Inflammatory response**				
1420380_at	Ccl2	chemokine (C-C motif) ligand 2	<0.001	−2.84
1421228_at	Ccl7	chemokine (C-C motif) ligand 7	<0.001	−2.36
1416676_at	Kng1	kininogen 1	<0.001	−2.12
1438658_a_at	Edg3	endothelial differentiation, sphingolipid G-protein-coupled receptor, 3	<0.001	−1.72
1425663_at	Il1rn	interleukin 1 receptor antagonist	<0.001	−1.58
1419209_at	Cxcl1	chemokine (C-X-C motif) ligand 1	<0.001	−1.5
1455747_at	Ggtla1	gamma-glutamyltransferase-like activity 1	<0.001	−1.46
1450876_at	Cfh	complement component factor h	<0.001	−1.45
1422758_at	Chst2	carbohydrate sulfotransferase 2	<0.001	−1.15
1425985_s_at	Masp1	mannan-binding lectin serine peptidase 1	<0.001	−1.09
1434376_at	Cd44	CD44 antigen	<0.001	−1.06
1460302_at	Thbs1	thrombospondin 1	0.001	−0.99
1424041_s_at	C1s	complement component 1, s subcomponent	<0.001	−0.95
1417009_at	C1r	complement component 1, r subcomponent	<0.001	−0.93
1450945_at	Prkca	protein kinase C, alpha	<0.001	−0.91
1417268_at	Cd14	CD14 antigen	0.001	−0.66
1449147_at	Chst1	carbohydrate (keratan sulfate Gal-6) sulfotransferase 1	0.002	−0.66
1419132_at	Tlr2	toll-like receptor 2	<0.001	−0.65
1423954_at	C3	complement component 3	<0.001	−0.63
1448460_at	Acvr1	activin A receptor, type 1	0.001	−0.62
1418930_at	Cxcl10	chemokine (C-X-C motif) ligand 10	0.005	−0.56
1449874_at	Ly96	lymphocyte antigen 96	0.001	−0.54
1452985_at	Uaca	uveal autoantigen with coiled-coil domains and ankyrin repeats	0.001	−0.53
1418163_at	Tlr4	toll-like receptor 4	0.003	−0.47
1418099_at	Tnfrsf1b	tumor necrosis factor receptor superfamily, member 1b	0.001	−0.43
1460436_at	Ndst1	N-deacetylase/N-sulfotransferase (heparan glucosaminyl) 1	0.002	−0.39

*Fold change log_2_ format.

### Gene Set Enrichment Analysis (GSEA) identifies functionally related gene sets amongst SRA-responsive genes, including gene sets related to TNFα signaling

GSEA was designed to detect modest but coordinated changes in the expression of groups of functionally related genes [53]. Using GSEA, we identified >100 gene sets that were down-regulated by SRA overexpression in fully differentiated ST2 adipocytes versus control cells (Table S5). Most of these gene sets relate to processes already identified through the GO term analysis: cell cycle, adipocyte differentiation, and cell proliferation. 

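Markers of preadipocytes and fibroblasts were in part lower in SRA overexpressing ST2 adipocytes. Of 28 measured, 11 were lower, none was higher and 17 did not pass limma's test (12 lower when adjusted over the list alone), with a median log2 fold change of -0.28 (adjusted p = 1.72e-10 from camera, adjusted p = 0.0579 with an estimated correlation). Pdgfra, a growth factor receptor of adipocyte precursors, fell by 1.25 (standard error 0.19, adjusted p = 0.000193 from limma) and Osr1, a transcription factor of mesenchymal progenitors, by 1.13 (standard error 0.21, adjusted p = 0.00172). With SRA knockdown in 3T3-L1 adipocytes none of the 28 passed, 3 were higher and 5 lower at an unadjusted p under 0.05, and 1 was higher when adjusted over the list alone (median -0.09, adjusted p = 0.377 from camera). With the replicate block 2 of them, Sfrp2 and S100a4, were higher there (adjusted p = 0.000552 and 0.00727 from limma).

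Of 17 genes of insulin-like growth factors and their binding proteins, 4 were lower with SRA overexpression and none was higher (4 lower when adjusted over the list alone), with a median of -0.16 (adjusted p = 2.39e-05 from camera, and adjusted p = 0.0453 with an estimated correlation). Ccn2, the connective tissue growth factor, fell by 1.13 (standard error 0.26, adjusted p = 0.00749 from limma), Ccn5 by 0.97 (adjusted p = 0.00174) and Igfbp7 by 0.80 (adjusted p = 0.0094). Calls for Ccn2 and Igfbp7 ended without SRA replicate 2 (adjusted p up to 0.0631 and 0.0875 from limma), and that for Ccn2 also without SRA replicate 1 or control replicate 3. The number lower was 2 without SRA replicate 2. With knockdown none passed limma's test, and 1 was higher at an unadjusted p under 0.05 (median 0.01, adjusted p = 0.18 from camera).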

Perhaps most interesting, however, the ninth most enriched gene set to be repressed by SRA overexpression in ST2 cells was NEMETH_TNF_UP (Q<E-06); i.e., SRA repressed genes that are induced by TNFαin this gene set (Figure 8A and Table S5). In contrast, the most significant gene set that was up-regulated by SRA overexpression is TNFALPHA_ADIP_DN; i.e., SRA induced genes that are repressed by TNFα in this gene set (Figure 8B and Table S6). 

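Targets of TNFα and NF-kB were in part lower in SRA overexpressing ST2 adipocytes. Besides the chemokines Ccl2 and Ccl7, the transcription factor Cebpd fell by 1.48 (standard error 0.19, adjusted p = 3.33e-05 from limma), and a second probe set for Socs3 by 1.15 (standard error 0.18, adjusted p = 0.000218). Of 41 targets measured, 9 were lower, none was higher and 32 did not pass (10 lower when adjusted over the list alone). The median log2 fold change was -0.20 (adjusted p = 1.92e-09 from camera, adjusted p = 0.15 with an estimated correlation). The NF-kB inhibitor Nfkbia, itself induced by TNFα, had -0.26 (adjusted p = 0.353 from limma).

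Genes named in Fig. 8A were chosen by the study on these arrays, which is not independent evidence of their direction. Among them Slpi, an inhibitor of leukocyte proteases, fell by 1.79 (standard error 0.19, adjusted p = 5.03e-06 from limma), Dab2 fell by 1.23, Gch1, the first enzyme of tetrahydrobiopterin synthesis, by 1.12 and Igtp, an interferon-inducible GTPase, by 0.96. Casp4 (-0.54, adjusted p = 0.0878 from limma), Pml (-0.54, adjusted p = 0.0551) and Tap1 (-0.47, adjusted p = 0.194) did not pass, but did without control replicate 2 (adjusted p = 0.0085, 0.00408 and 0.011 from limma). The number of targets lower was 6 without SRA replicate 2, and without control replicate 2 the median over the targets that passed the filter was -0.41 against -0.25.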

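Several genes named in Fig. 8B were higher in SRA overexpressing ST2 adipocytes. Col15a1, a collagen of basement membranes, rose by 1.11 (standard error 0.20, adjusted p = 0.0011 from limma) and G0s2, an inhibitor of triglyceride breakdown, by 0.92 (standard error 0.22, adjusted p = 0.0129). A probe set for Aqp7 rose by 0.84 (adjusted p = 0.00611 from limma), Pex11a, of peroxisome division, by 0.67 (adjusted p = 0.0156) and Scarb1, the receptor of high-density lipoprotein, by 0.53 (adjusted p = 0.0461). Nrip1, a corepressor of nuclear receptors, had 0.49 (adjusted p = 0.0763 from limma), Nr1h3, the liver X receptor alpha, 0.49 (adjusted p = 0.0858) and Dgat1 0.38 (adjusted p = 0.216). Nrip1 and Nr1h3 passed without control replicate 1 (adjusted p = 0.0302 and 0.0215 from limma). The study chose these genes on these arrays, so their direction is not independent evidence. Calls for G0s2 and Pex11a ended without SRA replicate 1 (adjusted p = 0.0664 for G0s2 and up to 0.0723 for Pex11a from limma, the latter also without SRA replicate 3). That for Scarb1 ended without any array other than ST2 control replicate 1 or 2 (up to 0.159 from limma).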

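In the main model, with equal array weights and no replicate block, no list had more than 1 member past limma's test with SRA knockdown. Some lists shifted as groups by small amounts in these 3T3-L1 adipocytes. Array weights estimated gene by gene, added after the values were seen, gave 3 extracellular matrix genes lower there. With the block 4 extracellular matrix genes were lower, 2 preadipocyte and fibroblast markers were higher, and 1 adipocyte marker was higher and 1 lower. Of 14 genes of MHC class I antigen presentation, none passed, 1 was higher at an unadjusted p under 0.05, and the median log2 fold change was 0.13 (adjusted p = 0.00336 from camera, adjusted p = 0.738 with an estimated correlation). Nlrc5, which switches on these genes, had 0.58 (standard error 0.21, adjusted p of 1 from limma). The shift of the list did not pass without shControl replicate 3 (adjusted p = 0.131 from camera).

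For 52 genes of oxidative phosphorylation, 29 ribosomal protein genes and 20 p53 targets the medians were 0.04, 0.05 and 0.07 (adjusted p = 0.0087, 0.0225 and 0.0296 from camera, and adjusted p = 0.872, 0.872 and 0.738 with an estimated correlation). No member of these 3 lists passed limma's test or had an unadjusted p under 0.05. After a second quantile normalization none of these shifts passed (adjusted p = 0.0967, 0.0841 and 0.075 from limma's camera). With the replicate block those of the ribosomal proteins and p53 targets no longer passed (adjusted p = 0.0514 and 0.0524 from limma's camera). The shift of oxidative phosphorylation did not pass without shControl replicate 1 or 3 or shSRA replicate 2 (adjusted p up to 0.344 from camera), that of the ribosomal proteins without shControl replicate 2 or 3 or shSRA replicate 1 or 3 (up to 0.399 from camera) and that of the p53 targets without shControl replicate 2 or 3 or shSRA replicate 1 (up to 0.442 from camera).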

The gene sets enriched by SRA knockdown in 3T3-L1 adipocytes (Tables S7, S8) also overlapped with processes uncovered through the GO term analysis. Interestingly, however, SRA knockdown resulted in up-regulation of the gene set TNFALPHA_30min_UP. These data suggest that SRA may negatively regulate signaling through TNFα, a possibility that we explored subsequently.

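Neither the targets of TNFα and NF-kB nor the immediate early genes had a member past limma's test in SRA knockdown 3T3-L1 adipocytes. Of the 41 targets, 1 was higher and 2 were lower at an unadjusted p under 0.05, and their median log2 fold change was 0.02 (adjusted p = 0.494 from limma's camera). Cebpd had a log2 fold change of 0.37 (standard error 0.19, adjusted p of 1 from limma).

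Immediate early genes are switched on within minutes by growth factors and cytokines. None of the 21 measured had an unadjusted p under 0.05, and their median was -0.10 while camera gave an upward direction (adjusted p = 0.952 from limma's camera). Egr1 had a log2 fold change of -0.43 (standard error 0.59) and Nr4a1 one of -0.54 (standard error 0.36), with adjusted p of 1 from limma. In SRA overexpressing ST2 adipocytes 4 of the 21 were lower and none was higher (4 when adjusted over the list alone), with a median of -0.52 (adjusted p = 9.26e-05 from camera, adjusted p = 0.738 with an estimated correlation). Fosl1, a partner of Jun, fell by 1.64 (standard error 0.20, adjusted p = 1.97e-05 from limma) and Dusp6, a phosphatase of ERK, by 1.40 (standard error 0.31, adjusted p = 0.00669). The call for Dusp6 ended without SRA replicate 2 (adjusted p = 0.0546 from limma), and the number lower was then 1. It was 2 without SRA replicate 1 or control replicate 3, and without the latter the shift did not pass (adjusted p = 0.124 from limma's camera). Without control replicate 2 the median over the members that passed the filter was -0.82 against -0.52.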

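Tnf itself was close to level on the arrays. Its log2 fold change was -0.19 (standard error 0.20, adjusted p = 0.614 from limma) with SRA overexpression in ST2 adipocytes and 0.01 (standard error 0.20) with knockdown in 3T3-L1 adipocytes. Tnfrsf1b, a receptor of TNFα, had -0.26 (standard error 0.16, adjusted p = 0.353 from limma, and 0.0262 without ST2 control replicate 2) and -0.01. The published TNFα gene sets of the paper's analysis were not used here. The paper proposes that SRA may act against TNFα signaling, and then examines this by immunoblots of JNK phosphorylation. The proposal starts from gene sets lowered by SRA overexpression that TNFα raises, those raised that TNFα lowers, and a set raised by knockdown. The paper's Table S8 also lists TNFALPHA_ADIP_DN, which overexpression raised, among the sets raised by knockdown.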

**Figure 8:**
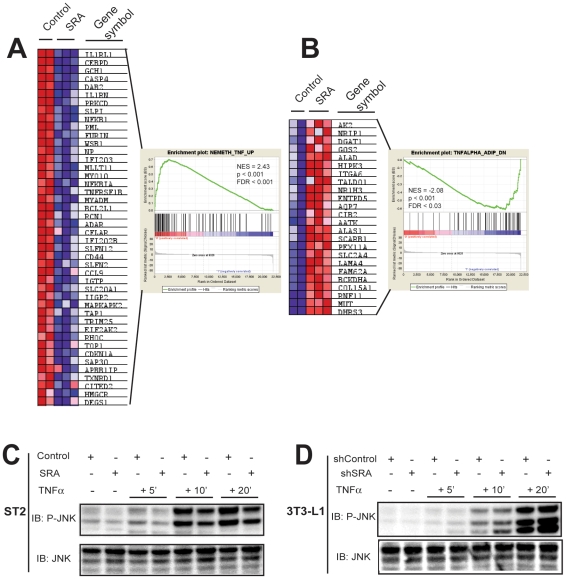
SRA opposes TNFα signaling and inhibits TNFα-induced phosphorylation of JNK. A–B, GSEA was performed on MDIT-differentiated ST2 cells that overexpress SRA versus empty vector control ST2 cells. A, Genes in the gene set NEMETH_TNF_UP are repressed by SRA overexpression. B, Genes in the gene set TNFALPHA_ADIP_DN are induced by SRA overexpression. A and B show the relative expression levels of genes with significantly altered expression displayed as heat maps and as enrichment plots. C and D, SRA inhibits TNFα-induced phosphorylation of JNK. C, Day 4 SRA-overexpresing or control ST2 adipocytes were treated without or with TNFα (20 ng/ml) as indicated. Cell lysates were immunoblotted for phospho-JNK (P-JNK). The membrane was stripped and reprobed for total JNK. D, Similar to C except the cells were day 8 SRA knockdown (shSRA) or control (shControl) 3T3-L1 adipocytes. These results are representative of at least three independent experiments.

### SRA inhibits TNFα phosphorylation of JNK

Proinflammatory cytokines including TNFα are produced in adipose tissue and are secreted from cultured adipocytes *in vitro*. TNFα induces expression of SOCS proteins [54] and activates (phosphorylates) JNK [55]. Both SOCS and JNK are negative regulators of insulin signaling and can cause insulin resistance [56], [57]. Given that the GSEA of our microarray data suggests that SRA may negatively regulate TNFα signaling, we examined the ability of SRA to influence TNFα-induced JNK phosphorylation. As expected, TNFα stimulated JNK phosphorylation in control ST2 adipocytes, but this phosphorylation was impaired in ST2 cells overexpressing SRA (Figure 8C). Conversely, knockdown of SRA in 3T3-L1 adipocytes enhanced TNFα-induced JNK phosphorylation (Figure 8D). These results, combined with the previous data, indicate that SRA has anti-inflammatory effects in adipocytes.

### SRA knockdown in mature adipocytes confirms its ability to enhance insulin sensitivity and inhibit TNFα signaling

In the above studies, we either stably overexpressed SRA in ST2 preadipocytes or knocked down SRA in 3T3-L1 preadipocytes, and then investigated the properties of cells following differentiation. The data indicate that preadipocytes are dependent on SRA for differentiation in response to MDI, but that SRA has very little effect on differentiation by the stronger hormone cocktail MDIT. Since SRA enhances insulin action and represses TNFα signaling in MDIT-differentiated cells (Figures 5, 8), we concluded that these effects likely reflect actions of SRA within the mature adipocyte, rather than effects on adipocyte differentiation. However, to further evaluate this conclusion, we employed a lentiviral system (pLentiLox3.7-shSRA) to stably knock down SRA in already-differentiated 3T3-L1 adipocytes, and then determined the effects of SRA knockdown on insulin and TNFαsignaling. More than 80% of adipocytes were infected by the lentivirus based upon the expression of eGFP encoded by the viral construct (data not shown). As shown in Figure 9A, endogenous SRA was efficiently knocked down in mature 3T3-L1 adipocytes by lentiviral shSRA expression (pLentiLox3.7-shSRA) versus control virus (pLentiLox3.7-GFP). Knockdown of endogenous SRA in mature adipocytes had no effect on the accumulation of neutral lipid, as determined by Oil Red O staining (Figure 9B, left panel), nor on the expression of the adipocyte marker genes PPARγ, C/EBPα, FABP4 or adiponectin (Figure 9B, right panel). Importantly, however, lentiviral SRA knockdown inhibited insulin-stimulated glucose uptake (Figure 9C) to a similar extent as retroviral knockdown in preadipocytes followed by differentiation (Figure 5C). Furthermore, knockdown of SRA in differentiated 3T3-L1 cells inhibited the phosphorylation of Akt and FOXO1 in response to insulin (Figure 9D upper panel), and up regulated TNFα-stimulated JNK phosphorylation (Figure 9D, lower panel). Again, these effects are similar to those observed with retroviral knockdown in preadipocytes, followed by differentiation (Figure 5D). These data suggest SRA may play a direct role in improving insulin sensitivity through up-regulating the insulin signaling pathway and down-regulating TNFα signaling.

**Figure 9:**
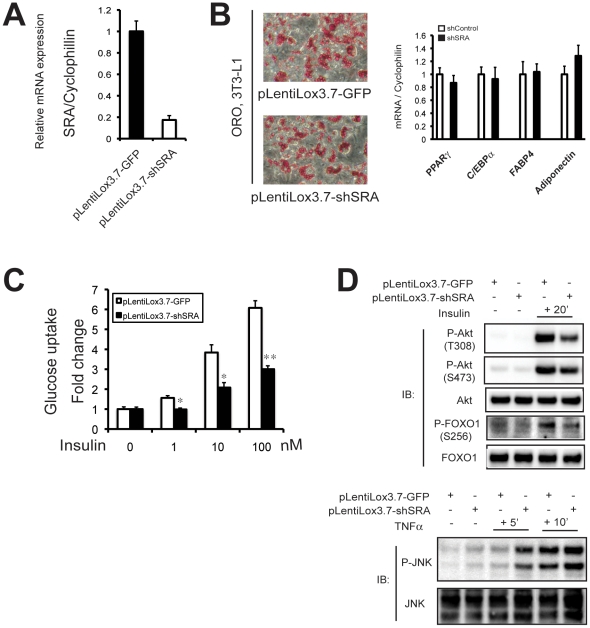
Knockdown of endogenous SRA in mature 3T3-L1 adipocytes confirms that SRA increases insulin action and inhibits TNFα signaling. 3T3-L1 preadipocytes were differentiated under standard hormone cocktail induction (MDI). Day 6 mature adipocytes were infected with lentivirus expressing control (pLentiLox3.7-GFP) or SRA knockdown shRNA (pLentiLox3.7-shSRA), and then were cultured to day 11. A, Efficiency of SRA knockdown was determined by RT-qPCR in day 11 3T3-L1 mature adipocytes. RNA expression was normalized to cyclophilin mRNA. B, Left panel, day 11 control or SRA knockdown adipocytes were stained with Oil Red O to assess lipid accumulation; right panel, mRNA expression for adipocyte marker genes was assessed by RT-qPCR. C, Insulin-stimulated glucose uptake was assayed in day 11 3T3-L1 mature adipocytes, as described in Figure 5. D, Effects of SRA knockdown on insulin dependent phosphorylation of Akt and FOXO1 (upper panel), and TNFα dependent phosphorylation of JNK (lower panel), as described in Figures 5 and 8, respectively. Data are given as the mean ± S.D. Statistical significance was evaluated with Student's t test: * p<0.05 and ** p<0.01. These results are representative of two independent experiments.

## Discussion

The non-coding RNA SRA functions as an RNA coactivator for several nuclear hormone receptors including steroid receptors [26], thyroid hormone receptors [29], [33], retinoic acid receptors [30], vitamin D receptors [33], and steroidogenic factor-1 [34], but it has not been studied in association with PPARγ. SRA is highly expressed in energy-demanding and mitochondria-rich tissues such as skeletal muscle, liver and heart [26]. Here, we show that SRA is expressed at a higher level in mouse WAT than liver. Given that PPARγ is a key transcriptional regulator of adipocyte biology [1], [8], [58], we hypothesized that SRA binds to PPARγ and has functional importance in adipogenesis. Indeed, we found that SRA binds to PPARγ *in vitro*, and that the ligand-binding domain is not required for this interaction. This result is consistent with the binding of SRA to other nuclear hormone receptors. SRA also binds to PPARγ in mature adipocytes, as assessed by RNA-protein co-immunoprecipitation (Figure 2E). Although SRA enhanced PPARγ transactivation in a ligand-dependent manner, it did not increase RXR or C/EBPα mediated transcription, indicating that SRA has some specificity as a coactivator. Our results, together with a recent report that SRA increased PPARδ-dependent reporter gene activity [33], suggest that SRA might be a common coactivator for PPAR family proteins.

The ability of SRA to coactivate PPARγ explains, at least in part, our observations that overexpression of SRA promotes MDI-induced adipogenesis in ST2 cells (Figure 2A–2D), and depletion of SRA impairs MDI-induced adipogenesis in 3T3-L1 cells (Figure 2F–2M). However, SRA has very little effect on adipogenesis in response to the more powerful differentiation cocktail MDIT, presumably because troglitazone allows for strong PPARγ signaling even when SRA levels are low. Although this may seem paradoxical given the observation that SRA functions as a PPARγ coactivator in the presence of the related ligand ciglitazone (Figure 1), those studies were performed in transiently transfected JEG-3 choriocarcinoma cells, which lack the adipocyte milieu.

Gene expression profiling was performed on SRA-overexpressing ST2 adipocytes and SRA knockdown 3T3-L1 adipocytes, versus their respective control adipocytes. The cells had been maximally differentiated with MDIT since, under those conditions, SRA has relatively little effect on adipogenesis. Thus, the microarray analysis should allow for the identification of genes and pathways regulated by SRA in mature adipocytes that may be independent of its action as a PPARγ coactivator to promote adipogenesis. These studies resulted in the identification of 1687 genes with altered expression between SRA overexpresing and control ST2 adipocytes, 340 genes that differed in expression between SRA knockdown and control 3T3-L1 adipocytes, and sixty intersection genes that were oppositely regulated by SRA overexpression and knockdown. 

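The log2 fold changes of SRA overexpression in ST2 adipocytes and of SRA knockdown in 3T3-L1 adipocytes had a Pearson's r of 0.145 and a Spearman's rho of 0.158 across the 19068 tested probe sets. Probe sets are not independent replicates, and other groupings of the arrays of a line into 3 and 3 gave r as far from 0 as -0.182 in ST2 and -0.175 in 3T3-L1. The nested F classification counted 32 probe sets in the same direction in both lines, from 23 genes/ESTs, against 22 in opposite directions. With the probe sets of the 3T3-L1 arrays exchanged at random within bins of level, 100 draws gave a mean of 8.38 in the same direction and at most 16. These draws part the several probe sets of a gene, but the 23 genes/ESTs also exceed the highest draw, of 16 probe sets. That argues against the classification alone as the source of the count. The 32 included Flrt2, a cell adhesion protein, with log2 fold changes of -1.36 and -1.15 (standard error 0.23 each, adjusted p = 0.000674 and 0.0955 from limma), and Ltbp1, which stores latent TGFβ in the matrix, with -1.75 and -0.88 (standard error 0.19 each, adjusted p = 6.32e-06 and 0.146). Cd200, an immune regulator on the cell surface, had -1.50 and -0.77, and Sphk1, which makes sphingosine-1-phosphate, -1.51 and -0.68. Vcan, the proteoglycan versican, had -0.70 and -0.72. Flrt2 passed in the knockdown without ST2 control replicate 1 or shControl replicate 1 (adjusted p down to 0.00935 from limma). Only 1 probe set, for Aqp7, was called in both when each comparison was adjusted alone. Its call in ST2 (adjusted p = 0.0429 from limma) ended under 11 of 22 other settings (up to 0.197). That in 3T3-L1 ended under 13 of the 22 (up to 0.391 from limma).

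The replicate block gave 174 in the same and 72 in opposite directions. With it Flrt2, Ltbp1, Cd200, Sphk1 and Vcan passed in the knockdown adjusted alone (adjusted p = 0.000236, 0.00123, 0.00411, 0.0246 and 0.0138 from limma). The order of the 2 counts turned without ST2 SRA replicate 1 (16 in the same against 20 in opposite directions), shControl replicate 2 (17 against 20) or shSRA replicate 1 (19 against 21), and with both comparisons adjusted together (7 against 8), and they were level without shControl replicate 3 (16 each). The count in the same direction was 94 without ST2 control replicate 2, 51 without shControl replicate 1, 17 without ST2 SRA replicate 2, 20 without shSRA replicate 2 and 21 without ST2 control replicate 3.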

Since ST2 cells derive from mouse bone marrow and can differentiate along several different lineages [7], [59], [60], [61], while 3T3-L1 cells are mouse fibroblast preadipocytes [6], it is perhaps not surprising that only a modest overlap is found between the SRA-dependent gene expression changes when these two cell lines are differentiated into adipocytes. We focused our attention primarily on these intersection genes, since they are more likely to be of significance for adipocyte biology. Although many of the changes are quantitatively modest, our functional studies support their biological importance. This most likely reflects the fact that small but coordinated changes in the expression of multiple genes within a metabolic or biochemical pathway can work in concert to have important effects [53]. 

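Most changes called in ST2 adipocytes were under 2-fold. The median absolute log2 fold change of the 1008 probe sets called there was 0.95, and 451 of them, 44.7%, changed by more than 2-fold. Of the 90 called in 3T3-L1 adipocytes the median was 0.77, and 14 changed by more than 2-fold. Col8a1, a collagen chain, Timp1, an inhibitor of matrix proteases, and Vdr, the vitamin D receptor, are examples of larger falls in ST2 adipocytes, with log2 fold changes of -1.64, -1.62 and -1.80 (adjusted p = 1.33e-05, 4.5e-06 and 5.19e-07 from limma). Hspb7 and Cd109 are examples of falls under 2-fold there, with -0.95 and -0.82 (adjusted p = 0.000579 and 0.00387 from limma). In 3T3-L1 adipocytes Apcdd1, an inhibitor of Wnt signaling, had a log2 fold change of 0.84 (standard error 0.19, adjusted p = 0.203 from limma), which was 0.00246 with the replicate block.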

A GO term analysis revealed over-representation of genes involved in the cell cycle and in inflammatory processes, leading us to study these processes in greater detail.

We identified a novel function of SRA to promote preadipocyte entry into S-phase during mitotic clonal expansion early in adipocyte differentiation, demonstrated both by overexpression in ST2 cells and knockdown in 3T3-L1 cells (Figure 7). Mechanisms may include SRA-induced suppression of p21Cip1 and p27Kip1 expression, and increased phosphorylation of Cdk1/Cdc2 (Figure 7). However, the effect of SRA on p21Cip1 and p27Kip1 expression is biphasic: although SRA decreases expression of these CKIs during MCE, it increases their expression toward late differentiation, when mature adipocytes terminally exit the cell cycle. This suggests that SRA may play a role in exiting from the cell cycle during late differentiation. It has been reported that C/EBPα and PPARγ up-regulate p21Cip1 expression in 3T3-L1 cells [44], [62], and up-regulation of p21Cip1 and p27Kip1 is characteristic of preadipocytes becoming committed to terminal differentiation. Thus, the late effects of SRA to induce expression of these proteins might reflect coactivation of PPARγ.

SRA increases insulin-stimulated glucose uptake and phosphorylation of downstream targets Akt and FOXO1, as shown by overexpression in ST2 adipocytes and knockdown in 3T3-L1 adipocytes (Figures 5). The fact that these effects also are observed following SRA knockdown of already-differentiated 3T3-L1 adipocytes (Figure 9) suggests that they reflect the function of SRA in mature adipocytes, rather than changes in the degree of differentiation. Although C/EBPα is required for insulin-regulated glucose uptake [63], [64], SRA knockdown in already-differentiated adipocytes did not decrease C/EBPα expression (Figure 9B) and SRA does not appear to function as a C/EBPα coactivator (Figure 1E). This suggests that the effect of SRA on glucose uptake is not mediated via C/EBPα. Expression of PPARγ and the PPARγ target gene FABP4 are also not altered by SRA knockdown in mature 3T3-L1 adipocytes (Figure 9B). Thus, SRA may enhance glucose uptake in adipocytes by interaction with other, currently unknown factors. The ability of SRA to regulate expression of genes related to inflammatory processes may be important in its effects on insulin sensitivity, since inflammation causes insulin resistance. For example, the repression of Tlr4, SOCS1 and SOCS3 expression by SRA may contribute to the SRA-induced increase in insulin-stimulated glucose uptake, as might the ability of SRA to induce the expression of Sorbs1. The observation by GSEA that SRA and TNFα regulate a common set of genes in opposite directions further suggests an anti-inflammatory, insulin-sensitizing effect of SRA. This is supported by the finding that SRA overexpression inhibits the ability of TNFα to phosphorylate JNK, whereas SRA knockdown enhances it (Figures 8–9).

Although SRA is a non-coding RNA coactivator for transcription factors [26], [29], [30], [31], [34], expression of a more 5′ extended transcript can lead to production of a protein, SRAP, that also has coactivator function [27], [28]. Our SRA expression vector does not encode SRAP; however, shSRA knockdown would be expected to deplete SRAP protein as well as SRA RNA. Therefore, we cannot rule out that SRA and SRAP together may contribute to the effects on adipocyte biology described herein.

Finally, *in situ* hybridization assays reveal that SRA is predominantly cytoplasmic (∼90%) [65], suggesting that SRA may have extra-nuclear effects. Although we have not explored such putative effects, the ability of SRA to inhibit TNFα-mediated JNK phosphorylation is one such possibility.

In summary, our studies indicate that SRA affects adipogenesis and adipocyte function in multiple ways, including through the coactivation of PPARγ, promotion of S-phase entry during mitotic clonal expansion, and regulation of expression of inflammatory genes and signal transduction in response to insulin and TNFα. Identifying such roles of SRA in adipogenesis and insulin sensitivity thereby provides novel insight into the mechanisms underlying adipocyte physiology and pathophysiology.

## Materials and Methods

### Cell culture, staining and reagents

JEG-3 cells were maintained in minimum essential medium supplemented with 10% FBS with penicillin-streptomycin at 37°C in 5% CO_2_. Mouse 3T3-L1 preadipocytes and human embryonic kidney 293T cells were maintained in Dulbecco's modified Eagle's medium supplemented with 10% calf serum and penicillin-streptomycin at 37°C in 10% CO_2_. Mouse marrow-derived ST2 cells were incubated at 37°C in 5% CO_2_ in α-minimal essential medium supplemented with 10% FBS and penicillin-streptomycin. Induction of 3T3-L1 or ST2 cell differentiation was achieved by treatment of 2 day post-confluent cells (day 0) in media supplemented with 10% FBS and a hormone cocktail containing 3-isobutyl-1-methylxanthine (0.5 mM), dexamethasone (1 µM), and insulin (0.167 µM), denoted MDI. On day 2, the cells were treated again with 0.167 µM insulin, and subsequently were refed with growth media containing 10% FBS every 2 days. In some studies, troglitazone (50 mM in dimethylsulfoxide) was added to the hormone cocktail to achieve a final media concentration of 5 µM (MDIT). Lipid accumulation in adipocytes was visualized by staining with Oil Red O. Briefly, differentiated adipocytes were washed with phosphate buffered saline (PBS) and fixed with 10% formaldehyde in PBS for 4 min. After two washes with water, cells were stained for 1–2 hrs with Oil Red O working solution (0.3% (wt/vol) in 60% isopropanol). The stain was aspirated and cells were washed at least twice with water and photographed.

Recombinant mouse TNFα was purchased from R&D Systems, Inc. (Minneapolis, MN) and was reconstituted in PBS containing 0.1% bovine serum albumin (BSA). Antibodies against the following proteins were obtained as indicated: PPARγ (H-100, sc-7196 and E-8, sc-7273), C/EBPα (14AA, sc-61) and GAPDH (6C5, sc-32233) from Santa Cruz Biotechnology (Santa Cruz, CA); FABP4 (Cat# MAB1443) from R&D Systems, Inc.; p21Cip1 (Cat# 556430), p27Kip1 (Cat# 610241), pY15-Cdk1/Cdc2 (Cat# 612306) and Cdk1/Cdc2 (Cat# 610037) from BD Transduction Laboratories (San Jose, CA); phospho-Akt (Ser473) (Cat# 9271), phospho-Akt (Thr308) (Cat# 9275), Akt (Cat# 9272), phospho-FOXO1 (Ser256) (Cat# 9461), FOXO1 (C29H4) (Cat# 2880), phospho-SAPK/JNK (Thr183/Tyr185) (81E11) and SAPK/JNK (56G8) from Cell Signaling Technology (Danvers, MA), and adiponectin (Cat# A6354) from Sigma (Saint Louis, MO).

### Plasmids, transfection, retroviral infection and reporter gene assays

The vector pGEX-KG [66] was used to express human PPARγ1 protein as a glutathione S-transferase (GST) fusion in *Escherichia coli*. To maximize the recovery of full-length protein, the construct was further tagged with six histidines at its C-terminus. For simplicity, we refer to this protein as GST-PPARγ. Deletion mutants of GST-PPARγ were constructed by inverse PCR and are depicted in Figure 1A. PPARγ was expressed in mammalian cells from the vector pFlag-CMV-7.1 (Sigma). Mouse RXRα was expressed from the vector pCDM. The reporter plasmid pPPRE-luc (a gift from Amy Au, Kolling Institute of Medical Research, St. Leonards, Australia) contains three copies of the acyl-CoA oxidase PPAR response element upstream of TK-luciferase [67]. The human SRA isoform 2 expression vector pSCT-SRA was kindly provided by R. Lanz (Baylor College of Medicine, Houston, TX). The leptin promoter-luciferase reporter plasmid pObluc-760 (a gift from M. Daniel Lane, John Hopkins University, Baltimore, MD) and the p42 C/EBPα expression plasmid were as previously described [68]. To create the retroviral expression vector pMSCV-SRA, pSCT-SRA was linearized with EcoRI and partially digested with BamHI. The SRA cDNA was gel purified and ligated to pMSCV [69] that had been digested with BglII and EcoRI.

Transient transfections and luciferase reporter gene assays were performed as described previously [34]. For retroviral infection, 293T cells were transfected by calcium phosphate coprecipitation with pMSCV or pMSCV-SRA retroviral expression vectors and viral packing vectors SVε-E-MLV-env and SVψ-E-MLV as described previously [39]. Virus-containing media were collected 16 h after transfection and passed through a 0.45-um syringe filter. Polybrene was added to a final concentration of 8 µg/ml. The media were then applied to subconfluent (40%) ST2 cells in 10-cm plates. The infection protocol was repeated every 8–16 h until the cells were 80% confluent. The cells were then trypsin-treated and replated in α-minimal essential medium supplemented with 10% FBS, penicillin-streptomycin and 3 µg/ml puromycin for selection.

### GST fusion protein purification and in vitro RNA binding assay

The purification of GST- PPARγ and mutant versions from *E. coli* strain BL21 by sequential cobalt and glutathione agarose column chromatography, as well as the *in vitro* RNA binding assay, were performed essentially as described [29]. The ^32^P-labeled RNA SRA probe was made by *in vitro* transcription using T7 RNA polymerase and [α-^32^P]UTP from pSCT-SRA that had been linearized by digestion with PvuII.

### Gene silencing by short hairpin RNA (shRNA)

Knockdown of endogenous SRA in 3T3-L1 preadipocytes was performed by infection with a retrovirus expressing either of two shRNAs targeting SRA. Two different 21-nt shRNA constructs targeting mouse SRA1 mRNA were designed using Invitrogen's web design. The sense oligonucleotides were: shSRA-1 5′ GGCACTGCTAGTGCAAGAACT 3′, and shSRA-2 5′ GACCACTGCAAGATCACTTGT 3′. The oligonucleotides were cloned into the retroviral pSUPERIOR.retro.puro vector (OligoEngine, Seattle, WA) with a sense-loop-antisense design, using the loop sequence CTTCCTGTCA. The sense oligonucleotide included a BglII-compatible overhang at its 5′ end, and the antisense oligonucleotide similarly contained a HindIII-compatible overhang. The oligonucleotides (250 pmol each) were annealed in 10 mM Tris (pH 7.5) and 100 mM NaCl (50 µl) with conditions of 95°C for 3 min, then 25 cycles of 20 seconds with a 1°C decrement per cycle, 70°C for 10 minutes and then 65 cycles of 20 seconds with a 1°C decrement per cycle, then 4°C. Annealed oligonucleotides were ligated into the pSUPERIOR.retro.puro vector that had been digested with BglII and HindIII and gel purified. Ligation was performed using 1 µl of the annealed oligonucleotide mix, 75 ng of digested vector, T_4_ DNA ligase and 1X ligation buffer in a 10 µl reaction. Ligation was performed at conditions of 100 cycles of 22°C for 20 seconds and 12°C for 1 minute. The ligation mix was transformed into competent *E. coli* DH5α. Purified plasmids were sequenced to verify the correct insert. The non-targeting shRNA control was as described [34].

Endogenous SRA in 3T3-L1 mature adipocytes was knocked down by infection with a lentivirus expressing shRNA directed against SRA. Briefly, the vector pLentiLox3.7-shSRA that expresses shRNA-2 for SRA (targeting sequence as described above) was constructed by inserting pairs of annealed DNA oligonucleotides into the pLentiLox3.7-GFP vector between the Hpal and Xho1 restriction sites [70]. 293T cells were cotransfected with either shRNA (pLentiLox3.7-shSRA) or control (pLentiLox3.7-GFP) plasmids and the packaging plasmids psPAX2 and pMD2.G by the calcium phosphate method to produce the lentivirus. The virus-containing media were collected, passed through 0.45 µm filters, supplemented with 8 µg/ml Polybrene (Sigma) and used to infect day 6 mature 3T3-L1 adipocytes that had been differentiated with the hormone cocktail MDI at day 0. The 293T cell media were replaced with fresh media, and were subsequently used to repeat the 3T3-L1 cell infection two additional times at intervals of 8 to 12 h. The shSRA or control lentivirus infected adipocytes were cultured until day 11, at which time experiments were performed to evaluate insulin stimulated glucose uptake and signal transduction in response to insulin and TNFα.

### Glucose uptake assay

Day 4 ST2 or day 8 to 11 3T3-L1 adipocytes were incubated for 3 h in serum- and glucose-free media. Basal and insulin-induced glucose uptakes were measured by rinsing the cells and then incubating in serum- and glucose-free media for 30 min with or without insulin, followed by the addition of unlabeled 2-deoxy-D-glucose (920 µM) and 1 µCi of 2-deoxy-D-[^14^C] glucose (Amersham Biosciencess/GE Healthcare). After incubation for 5 min at room temperature, the media were removed, and the cells were washed in cold PBS and lysed in 750 µl of 0.1% SDS. The radioactivity associated with 250 µl was determined by liquid scintillation counting. The results were corrected for nonspecific binding using control cells incubated in the presence of 20 µM cytochalasin B. Glucose uptake was normalized to protein content as measured from the remaining cell lysate with Bio-Rad protein reagent.

### Cell lysis, immunoblotting and RNA-protein immunoprecipitations

Cells were lysed in buffer containing 40 mM HEPES, 120 nM sodium chloride, 10 mM sodium pyrophosphate, 10 mM sodium glycerophosphate, 1 mM EDTA, 50 mM sodium fluoride, 0.5 mM sodium orthovanadate, and 1% Triton X-100. Cell lysates were gently resuspended by triteration and incubating at 4°C with gentle rocking for 40 min to 1 h, followed by microcentrifugation for 10 min at 4°C. The supernatants were transferred to new tubes and protein concentrations were determined. Proteins were separated by SDS-PAGE and transferred onto polyvinylidene difluoride membranes, and immunoblotting was performed using the antibodies described above. Detection was with a SuperSignal West Dura kit (Thermo Fisher Scientific, Rockford, IL) and a Bio-Rad Fluor-S Max Multi-Imager.

To test whether SRA binds to PPARγ in adipocytes, an RNA-protein immunoprecipitation was performed as described previously [34] with minor modifications. Briefly, day 8 3T3-L1 adipocytes were washed twice with PBS, then chemical cross-linking of RNA and protein was performed by addition of 0.1% formaldehyde for 10 minutes. After the addition of 0.25 M glycine, the cells were harvested and lysed in RIPA buffer containing complete protease inhibitor cocktail (Roche, Indianapolis, IN) and RNase inhibitor (40 U/µl RNasin [Promega, Madison, WI]) and followed by sonication. After centrifugation, the lysate supernatants were treated with DNase I (Ambion, Austin, TX) for 30 min at 37°C, and then 20 mM EDTA was added to stop the enzyme activity. Next, cell lysates were diluted 1∶10 with RIPA buffer containing nonspecific yeast tRNA (100 µg/ml) and were precleared by incubation with protein A beads (Millipore, Billerica, MA) for 30 min to 1 h at 4°C. For immunoprecipitation, 3 µg of either normal IgG or anti-PPARγ (H-100 or E-8) were added to the precleared supernatants and incubated at 4°C overnight with gentle rocking. The lysates were then incubated with 50 µl protein A beads containing 5% BSA, protease inhibitor cocktail and RNasin for 2–3 h at 4°C. The beads were pelleted, washed 5 times with high-stringency RIPA buffer, and the cross-links were reversed for 45 min at 70°C in reversal buffer as described [34]. RNA was finally isolated by phenol-chloroform-isoamyl alcohol extraction and ethanol precipitation containing glycogen (Ambion), and was used for first-strand cDNA synthesis with SuperScript III (Invitrogen, Carlsbad, CA) and random hexamer primers. Real-time PCR was done using 2 µl of the resulting cDNA and primers that amplify mouse SRA. Data were normalized to the signal obtained using primers that amplify cyclophilin.

### Cell cycle analysis and BrdU labeling

Growth-arrested ST2 or 3T3-L1 preadipocytes, before or every 2 hr after induction with hormone cocktail MDIT, were harvested by trypsinization, washed twice in PBS and fixed with cold 50% EtOH for a minimum of 20 min. Fixed cells were washed with PBS and incubated in the dark for at least 30 min with 50 µg/ml propidium iodide (PI) and 100 µg/ml RNaseA in PBS. Labeled cells were analyzed using a FACSCalibur flow cytometry system (BD Biosciences, San Jose, CA) and cell cycle profiles were determined using ModFit software (Becton Dickinson, San Diego, CA).

For BrdU labeling, SRA overexpressing or control ST2 preadipocytes were plated on chamber coverglass slides and maintained in the ST2 cell media described above until one day after confluence was achieved. Cells were induced to differentiate with MDIT, and 10 h after induction were labeled for 4 h with 20 µM BrdU. The cells were fixed for 1 min in fresh 1∶1 methanol:acetone, blocked 1 h at room temperature in blocking buffer [34], incubated with anti-BrdU mouse monoclonal primary antibody (1∶500) (Calbiochem, La Jolla, CA, Cat# NA61) in blocking buffer overnight at 4°C, and then incubated with FITC-conjugated goat anti-mouse IgG (H+L) at 1∶200 (AnaSpec, Inc., San Jose, CA) in blocking buffer for 2 h at room temperature. The cell nuclei were stained with 1∶20,000 Hoechst 33342 for 5 min at room temperature. After each step, the cells were washed three times with PBS. Finally, anti-fade reagent (ProLong Gold, Invitrogen) was added to the monolayers and coverslips were mounted on the slides. Microscopy was carried out using an Olympus BX-51A fluorescent microscope at a magnification of ×40. The percentage of BrdU positive cells was calculated by comparing the number of BrdU labeled cells with the total number of cells using ImageJ software [71].

### Affymetrix microarray analysis

Gene expression profiling was performed to compare SRA overexpressing (pMSCV-SRA) versus control (pMSCV vector) ST2 adipocytes (day 4), or endogenous SRA knockdown (pSuperior-shSRA-2) and control (pSuperior-shcontrol) 3T3-L1 adipocytes (day 8). Total RNA was extracted from the above fully (MDIT) differentiated adipocytes with Trizol reagent (Invitrogen) and cleaned up by RNeasy spin column (Qiagen Cat# 74104). Biotin-labeled cRNAs were prepared according to the Affymetrix GeneChip Expression Analysis Technical Manual. Hybridizations were performed on GeneChip mouse Genome 430 2.0 arrays (Affymetrix). To check the overall quality of the raw data, several quality control plots were made before the statistical analysis for significant changes of gene expression. One plot showed the distribution of perfect match probe intensities to confirm their consistency for each chip and the other looked at similarities in the RNA degradation between samples to help ensure differences in gene expression could not be attributed to differences in degradation. The expression values (log_2_ transformed data) were then calculated using a robust multi-array average (RMA) [72]. This is a modeling strategy that converts the perfect match probe value into an expression value for each gene. As a final quality control step we performed a principle component analysis and plotted the first two principle components to show that replicated samples were grouping together. The microarray data have been deposited in the Gene Expression Omnibus (accession number GSE21594).

Prior to making comparisons, we filtered probsets based on a variance over all samples of 0.05. This removed those probesets that were unchanged in any sample, which were by definition not interesting to us. After filtering there were 19068 of 45101 probesets that remained.

We then fitted a linear model to the data that was specifically designed for microarray analysis [73] using the limma package of Bioconductor in the R statistical environment. This was almost identical to fitting a *t*-statistic to each probeset, but by first fitting a linear model we were able to determine if a particular comparison was significant while still accounting for the significance of the same comparison in the other cells line (e.g. testing if ST2 SRA overexpression vs. control is significant when 3T3-L1 SRA knockdown vs. control is already known to be significant). This modeling strategy also helped us to increase power to detect differences in two ways. First, the denominator of the *t*-statistic, which estimates the variance of the comparison, is known to be less accurate when there is not much replication. Here we used an overall variance estimate from all probesets to increase the accuracy of the observed variance for each comparison. Second, the denominator of a contrast was based on the variance of all the samples rather than just those under consideration. This increased the number of samples used to compute the variance, which tended to increase our power to make correct decisions. Furthermore, we selected probesets based on an adjusted p-value of 0.05, adjusted using Benjamini Hochberg false discovery rate (FDR) [74].

Gene ontology (GO) analysis was performed for the genes (probesets) with significant changes (p<0.05). The GOstats package of Bioconductor was used to test the association between Gene Ontology terms and the gene list [75]. This was done using a conditional hypergeometric test; conditioning means that each term was tested for statistical overrepresentation after removing genes that overlapped a significant child term. The gene universe was defined as all genes on the array after a nonspecific filter removed genes with a variance over all samples less than .05.

Gene set enrichment analysis (GSEA) was performed as described [53]. All of the gene sets examined were obtained from the Molecular Signature Database C2, which includes 1892 metabolic and signaling pathways derived from 12 publicly available and manually curated databases.

To confirm expression level changes of mRNAs altered by either SRA overexpression or knockdown, reverse transcription-real time PCR (RT-qPCR) was performed. Briefly, total RNA from ST2 or 3T3-L1 adipocytes was isolated with Trizol reagent. Four µg of total RNA were reverse transcribed using SuperScript III and qPCR was performed as described previously [34]. Primer sequences for each SRA responsive gene used for RT-qPCR analysis are provided in Table S9.

## Supporting Information

Figure S1 SRA effects on adipocyte differentiation and gene expression. A, Control (pMSCV empty vector; Cont.) or SRA overexpressing ST2 cells were grown to confluence and treated with FBS, MDI or MDIT to induce adipocyte differentiation. On day 4 of differentiation, cells were stained with Oil Red O to identify triacylglycerol droplets. B, 3T3-L1 preadipocytes were infected with retroviruses expressing either a control short hairpin RNA (shControl) or one of two shRNAs directed against mouse SRA (shSRA-1 or -2). Preadipocytes were induced to differentiate with MDI or MDIT. At day 8, adipocytes were stained with Oil Red O. C, Control and SRA overexpressing ST2 adipocytes differentiated by MDIT were analyzed at day 4 by RT-qPCR for the expression of C/EBPα, PPARγ, FABP4 and adiponectin, normalized to cyclophilin. D, shControl and shSRA-2 3T3-L1 adipocytes differentiated by MDIT were analyzed at day 8 by RT-qPCR for the expression of C/EBPα, PPARγ, FABP4 and adiponectin, normalized to cyclophilin. E, Whole cell extracts from shControl and shSRA-2 3T3-L1 adipocytes differentiated by MDIT at day 8 were subjected to immunoblotting for PPARγ or C/EBPα. The membranes were stripped and reprobed for GAPDH as a loading control. These results are representative of at least three independent experiments.
(2.70 MB TIF) Click here for additional data file.

Figure S2 Confirmation of SRA effect on S-phase entry during preadipocyte mitotic clonal expansion by BrdU incorperation. A, Immunocytochemistry demonstrates an increase in BrdU positive SRA overexpressing ST2 preadipocytes, versus empty vector control ST2 preadipocytes. The cells were exposed to BrdU 10–14 hours post-induction by MDIT. B, Quantification of the data from B, showing a significant increase in fraction of BrdU positive cells in SRA overexpressing ST2 preadipocytes, confirming an increase in S-phase cells (2500 nuclei from random fields were counted per construct); **p < 0.01 by Student's t-test. Experiments were repeated at least three times with triplicate samples.
(1.35 MB TIF) Click here for additional data file.

Figure S3 RT-qPCR analyses confirm expression changes of SRA responsive inflammatory genes in ST2 adipocytes. Total RNA was isolated from day 4 MDIT-differentiated SRA overexpressing or empty vector control ST2 cells. Gene expression was then analyzed by RT-qPCR, normalized to cyclophilin. Significance was determined by Student's t-test compared to each control. * P < 0.05, **P < 0.01 and *** p < 0.001. Experiments were repeated at least three times with triplicate samples.
(0.28 MB TIF) Click here for additional data file.

Table S1 GO terms in biological processes (BP) overrepresented amongst genes with altered expression in SRA overexpressing versus empty vector control ST2 adipocytes.
(0.08 MB DOC) Click here for additional data file.

Table S2 GO terms in molecular function (MF) overrepresented amongst genes with altered expression in SRA overexpressing versus empty vector control ST2 adipocytes.
(0.05 MB DOC) Click here for additional data file.

Table S3 GO terms in biological processes (BP) overrepresented amongst genes with altered expression in endogenous SRA knockdown versus control 3T3-L1 adipocytes.
(0.05 MB DOC) Click here for additional data file.

Table S4 GO terms in molecular function (MF) overrepresented amongst genes with altered expression in endogenous SRA knockdown versus control 3T3-L1 adipocytes.
(0.04 MB DOC) Click here for additional data file.

Table S5 Down-regulated gene sets by SRA overexpression in ST2 cells analyzed by GSEA
(0.22 MB DOC) Click here for additional data file.

Table S6 Up-regulated gene sets by SRA overexpression in ST2 cells analyzed by GSEA.
(0.04 MB DOC) Click here for additional data file.

Table S7 Down-regulated gene sets by SRA knockdown in 3T3-L1 cells analyzed by GSEA.
(0.05 MB DOC) Click here for additional data file.

Table S8 Up-regulated gene sets by shSRA knockdown in 3T3-L1 cells analyzed by GSEA.
(0.21 MB DOC) Click here for additional data file.

Table S9 Primers used in real time PCR.
(0.05 MB DOC) Click here for additional data file.

Data Set S1 (0.97 MB XLS) Click here for additional data file.

Data Set S2 (0.08 MB XLS) Click here for additional data file.

Data Set S3 (0.02 MB XLS) Click here for additional data file.

# Supplementary material for: Multiple Roles for the Non-Coding RNA SRA in Regulation of Adipogenesis and Insulin Sensitivity
**Source:** PLoS One. 2010 Dec 2;5(12):e14199. doi: 10.1371/journal.pone.0014199
**Supplement:** Table S1 — GO terms in biological processes (BP) overrepresented amongst genes with altered expression in SRA overexpressing versus empty vector control ST2 adipocytes. (0.08 MB DOC)

**Table S1.** GO terms in biological processes (BP) overrepresented amongst genes with altered expression in SRA overexpressing versus empty vector control ST2 adipocytes.

| GO BP ID | Pvalue | ExpCount | Count | Size | Term |
| --- | --- | --- | --- | --- | --- |
| GO:0000278 | 0 | 26 | 58 | 153 | mitotic cell cycle |
| GO:0007067 | 0 | 20 | 46 | 115 | mitosis |
| GO:0006955 | 0 | 32 | 64 | 188 | immune response |
| GO:0007155 | 0 | 47 | 85 | 278 | cell adhesion |
| GO:0051301 | 0 | 29 | 57 | 169 | cell division |
| GO:0000279 | 0 | 25 | 51 | 146 | M phase |
| GO:0016477 | 0 | 27 | 46 | 156 | cell migration |
| GO:0051674 | 0 | 31 | 51 | 181 | localization of cell |
| GO:0000074 | 0 | 38 | 60 | 223 | regulation of progression through cell cycle |
| GO:0001944 | 0 | 22 | 39 | 129 | vasculature development |
| GO:0006260 | 0 | 16 | 31 | 96 | DNA replication |
| GO:0048731 | 0 | 144 | 181 | 847 | system development |
| GO:0006817 | 0 | 5 | 13 | 28 | phosphate transport |
| GO:0042127 | 0.001 | 33 | 51 | 193 | regulation of cell proliferation |
| GO:0009605 | 0.001 | 33 | 51 | 195 | response to external stimulus |
| GO:0007229 | 0.001 | 7 | 16 | 43 | integrin-mediated signaling pathway |
| GO:0006954 | 0.002 | 15 | 27 | 90 | inflammatory response |
| GO:0001525 | 0.002 | 15 | 27 | 90 | angiogenesis |
| GO:0007165 | 0.002 | 200 | 235 | 1174 | signal transduction |
| GO:0009653 | 0.002 | 102 | 128 | 599 | anatomical structure morphogenesis |
| GO:0045664 | 0.002 | 3 | 8 | 16 | regulation of neuron differentiation |
| GO:0048699 | 0.003 | 28 | 42 | 164 | generation of neurons |
| GO:0001657 | 0.003 | 3 | 9 | 20 | ureteric bud development |
| GO:0032501 | 0.003 | 199 | 232 | 1185 | multicellular organismal process |
| GO:0001822 | 0.003 | 7 | 14 | 39 | kidney development |
| GO:0045444 | 0.004 | 3 | 8 | 17 | fat cell differentiation |
| GO:0007169 | 0.004 | 13 | 22 | 74 | transmembrane receptor protein tyrosine kinase signaling pathway |
| GO:0006952 | 0.005 | 13 | 22 | 75 | defense response |
| GO:0048522 | 0.005 | 68 | 88 | 401 | positive regulation of cellular process |
| GO:0006270 | 0.005 | 2 | 6 | 11 | DNA replication initiation |
| GO:0007010 | 0.005 | 43 | 59 | 253 | cytoskeleton organization and biogenesis |
| GO:0007059 | 0.006 | 5 | 11 | 29 | chromosome segregation |
| GO:0006935 | 0.006 | 7 | 14 | 41 | chemotaxis |
| GO:0051239 | 0.006 | 22 | 34 | 131 | regulation of multicellular organismal process |
| GO:0008286 | 0.006 | 3 | 8 | 18 | insulin receptor signaling pathway |
| GO:0022403 | 0.006 | 4 | 10 | 26 | cell cycle phase |
| GO:0007160 | 0.008 | 6 | 12 | 34 | cell-matrix adhesion |
| GO:0030199 | 0.009 | 2 | 6 | 12 | collagen fibril organization |
| GO:0035295 | 0.009 | 17 | 27 | 101 | tube development |
| GO:0048514 | 0.009 | 4 | 9 | 23 | blood vessel morphogenesis |
| GO:0048754 | 0.01 | 7 | 13 | 39 | branching morphogenesis of a tube |

# Supplementary material for: Multiple Roles for the Non-Coding RNA SRA in Regulation of Adipogenesis and Insulin Sensitivity
**Source:** PLoS One. 2010 Dec 2;5(12):e14199. doi: 10.1371/journal.pone.0014199
**Supplement:** Table S2 — GO terms in molecular function (MF) overrepresented amongst genes with altered expression in SRA overexpressing versus empty vector control ST2 adipocytes. (0.05 MB DOC)

**Table S2.** GO terms in molecular function (MF) overrepresented amongst genes with altered expression in

SRA overexpressing versus empty vector control ST2 adipocytes.

| GO MF ID | Pvalue | ExpCount | Count | Size | Term |
| --- | --- | --- | --- | --- | --- |
| GO:0005509 | 0 | 65 | 102 | 393 | calcium ion binding |
| GO:0004872 | 0 | 56 | 85 | 339 | receptor activity |
| GO:0003779 | 0 | 23 | 41 | 138 | actin binding |
| GO:0060089 | 0 | 115 | 151 | 691 | molecular transducer activity |
| GO:0030020 | 0 | 3 | 10 | 18 | extracellular matrix structural constituent conferring tensile strength |
| GO:0003924 | 0.001 | 16 | 29 | 95 | GTPase activity |
| GO:0016538 | 0.001 | 3 | 9 | 17 | cyclin-dependent protein kinase regulator activity |
| GO:0017048 | 0.001 | 2 | 8 | 14 | Rho GTPase binding |
| GO:0001871 | 0.001 | 8 | 18 | 51 | pattern binding |
| GO:0030246 | 0.001 | 20 | 34 | 121 | carbohydrate binding |
| GO:0005543 | 0.002 | 17 | 29 | 101 | phospholipid binding |
| GO:0005539 | 0.002 | 8 | 17 | 49 | glycosaminoglycan binding |
| GO:0005515 | 0.003 | 420 | 463 | 2538 | protein binding |
| GO:0004222 | 0.003 | 8 | 16 | 47 | metalloendopeptidase activity |
| GO:0003774 | 0.003 | 11 | 20 | 65 | motor activity |
| GO:0004182 | 0.004 | 2 | 7 | 14 | carboxypeptidase A activity |
| GO:0019838 | 0.005 | 5 | 12 | 33 | growth factor binding |
| GO:0004857 | 0.005 | 15 | 25 | 90 | enzyme inhibitor activity |
| GO:0016462 | 0.006 | 51 | 68 | 306 | pyrophosphatase activity |
| GO:0004888 | 0.006 | 41 | 57 | 249 | transmembrane receptor activity |
| GO:0008009 | 0.006 | 2 | 7 | 15 | chemokine activity |
| GO:0048503 | 0.007 | 8 | 16 | 51 | GPI anchor binding |
| GO:0016817 | 0.007 | 51 | 68 | 308 | hydrolase activity, acting on acid anhydrides |
| GO:0004180 | 0.008 | 4 | 9 | 23 | carboxypeptidase activity |
| GO:0008083 | 0.01 | 12 | 20 | 71 | growth factor activity |

# Supplementary material for: Multiple Roles for the Non-Coding RNA SRA in Regulation of Adipogenesis and Insulin Sensitivity
**Source:** PLoS One. 2010 Dec 2;5(12):e14199. doi: 10.1371/journal.pone.0014199
**Supplement:** Table S3 — GO terms in biological processes (BP) overrepresented amongst genes with altered expression in endogenous SRA knockdown versus control 3T3-L1 adipocytes. (0.05 MB DOC)

**Table S3.** GO terms in biological processes (BP) overrepresented amongst genes with altered expression in endogenous SRA knockdown versus control 3T3-L1 adipocytes.

| GO BP ID | Pvalue | ExpCount | Count | Size | Term |
| --- | --- | --- | --- | --- | --- |
| GO:0007155 | 0 | 8 | 21 | 278 | cell adhesion |
| GO:0006817 | 0 | 1 | 6 | 28 | phosphate transport |
| GO:0030199 | 0 | 0 | 4 | 12 | collagen fibril organization |
| GO:0007169 | 0 | 3 | 10 | 92 | transmembrane receptor protein tyrosine kinase signaling pathway |
| GO:0048675 | 0 | 0 | 4 | 13 | axon extension |
| GO:0007275 | 0 | 28 | 45 | 978 | multicellular organismal development |
| GO:0009888 | 0.001 | 4 | 12 | 143 | tissue development |
| GO:0048518 | 0.002 | 13 | 25 | 461 | positive regulation of biological process |
| GO:0007399 | 0.002 | 9 | 19 | 313 | nervous system development |
| GO:0044236 | 0.003 | 0 | 3 | 10 | multicellular organismal metabolic process |
| GO:0007165 | 0.003 | 34 | 50 | 1174 | signal transduction |
| GO:0035295 | 0.003 | 3 | 9 | 101 | tube development |
| GO:0043062 | 0.004 | 2 | 6 | 53 | extracellular structure organization and biogenesis |
| GO:0051239 | 0.005 | 4 | 10 | 131 | regulation of multicellular organismal process |
| GO:0007186 | 0.005 | 6 | 13 | 199 | G-protein coupled receptor protein signaling pathway |
| GO:0007188 | 0.008 | 1 | 4 | 28 | G-protein signaling, coupled to cAMP nucleotide second messenger |
| GO:0006956 | 0.009 | 0 | 3 | 15 | complement activation |
| GO:0006633 | 0.009 | 1 | 5 | 45 | fatty acid biosynthetic process |

# Supplementary material for: Multiple Roles for the Non-Coding RNA SRA in Regulation of Adipogenesis and Insulin Sensitivity
**Source:** PLoS One. 2010 Dec 2;5(12):e14199. doi: 10.1371/journal.pone.0014199
**Supplement:** Table S4 — GO terms in molecular function (MF) overrepresented amongst genes with altered expression in endogenous SRA knockdown versus control 3T3-L1 adipocytes. (0.04 MB DOC)

**Table S4**. GO terms in molecular function (MF) overrepresented amongst genes with altered expression in endogenous SRA knockdown versus control 3T3-L1 adipocytes.

| GO MF ID | Pvalue | ExpCount | Count | Size | Term |
| --- | --- | --- | --- | --- | --- |
| GO:0004872 | 0 | 17 | 34 | 588 | receptor activity |
| GO:0048503 | 0 | 1 | 8 | 51 | GPI anchor binding |
| GO:0019199 | 0 | 1 | 6 | 36 | transmembrane receptor protein kinase activity |
| GO:0060089 | 0.001 | 20 | 35 | 691 | molecular transducer activity |
| GO:0005543 | 0.001 | 3 | 10 | 101 | phospholipid binding |
| GO:0030020 | 0.001 | 1 | 4 | 18 | extracellular matrix structural constituent conferring tensile strength |
| GO:0016641 | 0.003 | 0 | 3 | 11 | oxidoreductase activity, acting on the CH-NH2 group of donors, oxygen as acceptor |
| GO:0004930 | 0.005 | 3 | 9 | 115 | G-protein coupled receptor activity |
| GO:0017048 | 0.007 | 0 | 3 | 14 | Rho GTPase binding |
| GO:0019899 | 0.007 | 2 | 7 | 79 | enzyme binding |
| GO:0005509 | 0.008 | 11 | 20 | 393 | calcium ion binding |

# Supplementary material for: Multiple Roles for the Non-Coding RNA SRA in Regulation of Adipogenesis and Insulin Sensitivity
**Source:** PLoS One. 2010 Dec 2;5(12):e14199. doi: 10.1371/journal.pone.0014199
**Supplement:** Table S5 — Down-regulated gene sets by SRA overexpression in ST2 cells analyzed by GSEA (0.22 MB DOC)

**Table S5.** Down-regulated gene sets by SRA overexpression in ST2 cells analyzed by GSEA

(Continued on next page)

**Table S5, continued 1**

(Continued on next page)

**Table S5, continued 2**

| NADLER_OBESITY_UP | 56 | 0.64 | 2.04 | 0 | 0.002 | 0.118 |
| --- | --- | --- | --- | --- | --- | --- |
| NF90_DN | 35 | 0.70 | 2.04 | 0 | 0.002 | 0.125 |
| AGEING_KIDNEY_SPECIFIC_UP | 157 | 0.55 | 2.04 | 0 | 0.002 | 0.126 |
| SASAKI_TCELL_LYMPHOMA_VS_CD4_UP | 146 | 0.55 | 2.04 | 0 | 0.002 | 0.126 |
| LEI_MYB_REGULATED_GENES | 269 | 0.51 | 2.04 | 0 | 0.002 | 0.129 |
| PARP_KO_UP | 29 | 0.72 | 2.03 | 0 | 0.002 | 0.134 |
| SASAKI_ATL_UP | 146 | 0.55 | 2.03 | 0 | 0.002 | 0.136 |
| ET743_SARCOMA_72HRS_DN | 184 | 0.53 | 2.03 | 0 | 0.002 | 0.137 |
| BECKER_TAMOXIFEN_RESISTANT_DN | 43 | 0.67 | 2.03 | 0 | 0.002 | 0.141 |
| HG_PROGERIA_DN | 23 | 0.75 | 2.03 | 0.002 | 0.002 | 0.149 |
| UVB_NHEK4_6HRS_UP | 24 | 0.74 | 2.03 | 0 | 0.002 | 0.153 |
| FLECHNER_KIDNEY_TRANSPLANT_WELL_UP | 472 | 0.49 | 2.02 | 0 | 0.002 | 0.153 |
| MAMMARY_DEV_UP | 52 | 0.63 | 2.02 | 0 | 0.002 | 0.16 |
| IDX_TSA_DN_CLUSTER5 | 42 | 0.67 | 2.02 | 0 | 0.003 | 0.165 |
| CMV-UV_HCMV_6HRS_DN | 93 | 0.58 | 2.02 | 0 | 0.003 | 0.166 |
| H2O2_CSBRESCUED_C1_UP | 41 | 0.66 | 2.02 | 0 | 0.003 | 0.167 |
| NAB_LUNG_DN | 47 | 0.65 | 2.02 | 0 | 0.003 | 0.174 |
| YAGI_AML_PROG_FAB | 173 | 0.54 | 2.02 | 0 | 0.003 | 0.175 |
| ZUCCHI_EPITHELIAL_UP | 38 | 0.68 | 2.02 | 0 | 0.003 | 0.178 |
| VANTVEER_BREAST_OUTCOME_GOOD_VS_POOR_DN | 60 | 0.63 | 2.01 | 0 | 0.003 | 0.187 |

# Supplementary material for: Multiple Roles for the Non-Coding RNA SRA in Regulation of Adipogenesis and Insulin Sensitivity
**Source:** PLoS One. 2010 Dec 2;5(12):e14199. doi: 10.1371/journal.pone.0014199
**Supplement:** Table S6 — Up-regulated gene sets by SRA overexpression in ST2 cells analyzed by GSEA. (0.04 MB DOC)

**Table S6.** Up-regulated gene sets by SRA overexpression in ST2 cells analyzed by GSEA.

| NAME | SIZE | ES | NES | NOM  p-val | FDR q-val | FWER  p-val |
| --- | --- | --- | --- | --- | --- | --- |
| TNFALPHA_ADIP_DN | 57 | -0.61 | -2.08 | 0 | 0.03 | 0.10 |
| ADIP_DIFF_UP | 66 | -0.54 | -1.93 | 0 | 0.07 | 0.49 |
| TGZ_ADIP_UP | 15 | -0.71 | -1.84 | 0.00 | 0.12 | 0.79 |
| IDX_TSA_UP_CLUSTER6 | 150 | -0.40 | -1.62 | 0.00 | 0.20 | 1.00 |
| TNFALPHA_TGZ_ADIP_DN | 27 | -0.56 | -1.62 | 0.03 | 0.21 | 1.00 |
| LEE_MYC_TGFA_DN | 57 | -0.51 | -1.72 | 0.01 | 0.22 | 0.98 |
| LEE_DENA_DN | 64 | -0.46 | -1.62 | 0.01 | 0.23 | 1.00 |
| FETAL_LIVER_VS_ADULT_LIVER_GNF2 | 55 | -0.48 | -1.63 | 0.01 | 0.25 | 1.00 |
| CISPLATIN_PROBCELL_UP | 16 | -0.61 | -1.57 | 0.04 | 0.25 | 1.00 |

# Supplementary material for: Multiple Roles for the Non-Coding RNA SRA in Regulation of Adipogenesis and Insulin Sensitivity
**Source:** PLoS One. 2010 Dec 2;5(12):e14199. doi: 10.1371/journal.pone.0014199
**Supplement:** Table S7 — Down-regulated gene sets by SRA knockdown in 3T3-L1 cells analyzed by GSEA. (0.05 MB DOC)

**Table S7.** Down-regulated gene sets by SRA knockdown in 3T3-L1 cells analyzed by GSEA.

| NAME | SIZE | ES | NES | NOM  p-val | FDR q-val | FWER  p-val |
| --- | --- | --- | --- | --- | --- | --- |
| POD1_KO_MOST_UP | 29 | 0.68 | 2.07 | 0 | 0.02 | 0.03 |
| MAMMARY_DEV_UP | 52 | 0.58 | 1.99 | 0 | 0.04 | 0.10 |
| IDX_TSA_DN_CLUSTER2 | 61 | 0.56 | 1.98 | 0 | 0.03 | 0.14 |
| EMT_UP | 55 | 0.55 | 1.94 | 0 | 0.05 | 0.23 |
| INSULIN_ADIP_INSENS_UP | 20 | 0.68 | 1.92 | 0 | 0.05 | 0.29 |
| N_GLYCAN_BIOSYNTHESIS | 21 | 0.66 | 1.85 | 0.002 | 0.09 | 0.54 |
| SPRYPATHWAY | 18 | 0.68 | 1.83 | 0.002 | 0.10 | 0.62 |
| JECHLINGER_EMT_UP | 51 | 0.53 | 1.83 | 0 | 0.09 | 0.63 |
| GH_EXOGENOUS_MIDDLE_UP | 89 | 0.47 | 1.77 | 0 | 0.17 | 0.87 |
| BOQUEST_CD31PLUS_VS_CD31MINUS_DN | 232 | 0.41 | 1.76 | 0 | 0.16 | 0.88 |
| PASSERINI_EM | 34 | 0.55 | 1.75 | 0.005 | 0.18 | 0.93 |
| XPB_TTD-CS_UP | 26 | 0.59 | 1.74 | 0.005 | 0.16 | 0.93 |
| ROSS_CBF_MYH | 44 | 0.53 | 1.73 | 0.003 | 0.18 | 0.96 |
| SCHRAETS_MLL_UP | 35 | 0.54 | 1.70 | 0.002 | 0.22 | 0.99 |
| ZHAN_MM_CD138_CD1_VS_REST | 37 | 0.53 | 1.70 | 0.006 | 0.21 | 0.99 |

# Supplementary material for: Multiple Roles for the Non-Coding RNA SRA in Regulation of Adipogenesis and Insulin Sensitivity
**Source:** PLoS One. 2010 Dec 2;5(12):e14199. doi: 10.1371/journal.pone.0014199
**Supplement:** Table S8 — Up-regulated gene sets by shSRA knockdown in 3T3-L1 cells analyzed by GSEA. (0.21 MB DOC)

**Table S8.** Up-regulated gene sets by shSRA knockdown in 3T3-L1 cells analyzed by GSEA.

| NAME | SIZE | ES | NES | NOM p-val | FDR q-val | FWER p-val |
| --- | --- | --- | --- | --- | --- | --- |
| NADLER_OBESITY_DN | 35 | -0.67 | -2.29 | 0 | 0.002 | 0.001 |
| P21_P53_ANY_DN | 40 | -0.62 | -2.20 | 0 | 0.005 | 0.006 |
| ELECTRON_TRANSPORT_CHAIN | 91 | -0.49 | -2.06 | 0 | 0.027 | 0.052 |
| TGZ_ADIP_UP | 15 | -0.72 | -2.02 | 0 | 0.039 | 0.096 |
| ROS_MOUSE_AORTA_UP | 25 | -0.63 | -1.99 | 0 | 0.048 | 0.142 |
| LE_MYELIN_UP | 104 | -0.47 | -1.96 | 0 | 0.053 | 0.187 |
| ZHAN_MM_CD138_PR_VS_REST | 34 | -0.57 | -1.96 | 0 | 0.047 | 0.193 |
| BREAST_DUCTAL_CARCINOMA_GENES | 19 | -0.65 | -1.91 | 0 | 0.080 | 0.33 |
| MRNA_PROCESSING_REACTOME | 103 | -0.45 | -1.90 | 0 | 0.074 | 0.341 |
| P21_P53_MIDDLE_DN | 22 | -0.65 | -1.89 | 0 | 0.074 | 0.374 |
| MOOTHA_VOXPHOS | 76 | -0.47 | -1.89 | 0 | 0.073 | 0.397 |
| PEART_HISTONE_DN | 69 | -0.47 | -1.88 | 0 | 0.071 | 0.416 |
| ABBUD_LIF_UP | 46 | -0.51 | -1.87 | 0 | 0.071 | 0.443 |
| ADIP_VS_FIBRO_UP | 33 | -0.56 | -1.87 | 0 | 0.071 | 0.471 |
| YU_CMYC_UP | 41 | -0.53 | -1.87 | 0.003 | 0.067 | 0.473 |
| CITRATE_CYCLE_TCA_CYCLE | 17 | -0.65 | -1.86 | 0.005 | 0.064 | 0.483 |
| MRNA_PROCESSING | 40 | -0.51 | -1.86 | 0 | 0.062 | 0.493 |
| HUMAN_MITODB_6_2002 | 365 | -0.37 | -1.86 | 0 | 0.062 | 0.512 |
| HASLINGER_B_CLL_11Q23 | 18 | -0.64 | -1.84 | 0.005 | 0.071 | 0.586 |
| ADIP_DIFF_CLUSTER5 | 35 | -0.53 | -1.84 | 0.003 | 0.069 | 0.592 |
| HOUSTIS_ROS | 36 | -0.53 | -1.83 | 0 | 0.072 | 0.63 |
| 5FU_RESIST_GASTRIC_DN | 15 | -0.65 | -1.78 | 0.010 | 0.115 | 0.824 |
| IDX_TSA_DN_CLUSTER6 | 21 | -0.58 | -1.78 | 0.002 | 0.112 | 0.828 |
| MRNA_SPLICING | 44 | -0.50 | -1.77 | 0.003 | 0.116 | 0.855 |
| CPR_LOW_LIVER_DN | 22 | -0.56 | -1.76 | 0.008 | 0.122 | 0.875 |
| FETAL_LIVER_VS_ADULT_LIVER_GNF2 | 55 | -0.47 | -1.76 | 0.003 | 0.122 | 0.885 |
| SHIPP_DLBCL_CURED_UP | 24 | -0.56 | -1.75 | 0.010 | 0.120 | 0.888 |
| ADIP_DIFF_CLUSTER4 | 33 | -0.52 | -1.74 | 0.005 | 0.125 | 0.908 |
| MITOCHONDRIA | 372 | -0.34 | -1.74 | 0 | 0.123 | 0.909 |
| CELL_CYCLE_KEGG | 80 | -0.43 | -1.74 | 0.006 | 0.122 | 0.913 |
| UBIQUINONE_BIOSYNTHESIS | 15 | -0.65 | -1.74 | 0.014 | 0.118 | 0.913 |
| IDX_TSA_UP_CLUSTER3 | 83 | -0.42 | -1.74 | 0 | 0.116 | 0.915 |
| CELL_CYCLE | 72 | -0.43 | -1.73 | 0.003 | 0.118 | 0.922 |
| GOLDRATH_CELLCYCLE | 32 | -0.50 | -1.72 | 0 | 0.125 | 0.936 |
| RELAPATHWAY | 16 | -0.61 | -1.72 | 0.015 | 0.121 | 0.936 |
| AGEING_KIDNEY_DN | 101 | -0.40 | -1.71 | 0 | 0.124 | 0.945 |
| CMV_IE86_UP | 44 | -0.47 | -1.71 | 0.006 | 0.124 | 0.947 |
| NUMATA_G_CSF_DIFF | 18 | -0.59 | -1.70 | 0.025 | 0.130 | 0.96 |
| ADIP_VS_PREADIP_UP | 34 | -0.50 | -1.70 | 0.002 | 0.128 | 0.962 |
| P21_ANY_DN | 31 | -0.50 | -1.70 | 0.011 | 0.130 | 0.965 |
| BASSO_REGULATORY_HUBS | 122 | -0.39 | -1.70 | 0 | 0.128 | 0.966 |
| UNDERHILL_PROLIFERATION | 18 | -0.58 | -1.70 | 0.012 | 0.125 | 0.966 |
| CELL_CYCLE_REGULATOR | 23 | -0.54 | -1.70 | 0.007 | 0.122 | 0.966 |
| GLUTAMATE_METABOLISM | 24 | -0.54 | -1.68 | 0.012 | 0.131 | 0.977 |
| HIVNEFPATHWAY | 52 | -0.45 | -1.68 | 0 | 0.128 | 0.977 |

(Continued on next page)

**Table S8, Continued 1**

| PURINE_METABOLISM | 108 | -0.39 | -1.68 | 0 | 0.131 | 0.98 |
| --- | --- | --- | --- | --- | --- | --- |
| HESS_HOXAANMEIS1_UP | 70 | -0.42 | -1.67 | 0.006 | 0.139 | 0.988 |
| TNFALPHA_30MIN_UP | 39 | -0.47 | -1.66 | 0.005 | 0.142 | 0.989 |
| HESS_HOXAANMEIS1_DN | 70 | -0.42 | -1.65 | 0 | 0.151 | 0.993 |
| P53PATHWAY | 16 | -0.60 | -1.65 | 0.014 | 0.150 | 0.994 |
| DOX_RESIST_GASTRIC_UP | 32 | -0.49 | -1.65 | 0.007 | 0.150 | 0.994 |
| UVB_NHEK1_C6 | 115 | -0.38 | -1.64 | 0 | 0.151 | 0.995 |
| PRMT5_KD_UP | 169 | -0.36 | -1.64 | 0 | 0.150 | 0.995 |
| RIBOSOMAL_PROTEINS | 72 | -0.42 | -1.64 | 0 | 0.151 | 0.996 |
| EIF4PATHWAY | 24 | -0.51 | -1.63 | 0.020 | 0.152 | 0.997 |
| IDX_TSA_UP_CLUSTER5 | 90 | -0.39 | -1.63 | 0.006 | 0.157 | 0.998 |
| ETSPATHWAY | 17 | -0.56 | -1.63 | 0.019 | 0.157 | 0.998 |
| HDACI_COLON_BUT24HRS_UP | 59 | -0.42 | -1.62 | 0.009 | 0.161 | 1 |
| PARK_MSCS_DIFF | 32 | -0.48 | -1.61 | 0.025 | 0.173 | 1 |
| BADPATHWAY | 20 | -0.55 | -1.61 | 0.019 | 0.171 | 1 |
| ROSS_MLL_FUSION | 67 | -0.41 | -1.60 | 0.003 | 0.176 | 1 |
| PENG_GLUTAMINE_DN | 234 | -0.33 | -1.60 | 0 | 0.176 | 1 |
| IGF1PATHWAY | 20 | -0.53 | -1.60 | 0.032 | 0.174 | 1 |
| GLUTATHIONE_METABOLISM | 29 | -0.48 | -1.60 | 0.030 | 0.175 | 1 |
| RNA_TRANSCRIPTION_REACTOME | 36 | -0.46 | -1.59 | 0.013 | 0.177 | 1 |
| CHESLER_HIGHEST_FOLD_RANGE_GENES | 44 | -0.43 | -1.59 | 0.018 | 0.185 | 1 |
| TNFALPHA_ALL_UP | 70 | -0.39 | -1.58 | 0.009 | 0.192 | 1 |
| ADIP_DIFF_UP | 66 | -0.40 | -1.58 | 0.006 | 0.190 | 1 |
| IDX_TSA_UP_CLUSTER6 | 150 | -0.35 | -1.58 | 0 | 0.189 | 1 |
| GREENBAUM_E2A_UP | 32 | -0.46 | -1.56 | 0.015 | 0.208 | 1 |
| VEGF_MMMEC_3HRS_UP | 61 | -0.41 | -1.56 | 0.018 | 0.207 | 1 |
| FETAL_LIVER_ENRICHED_TRANSCRIPTION_FACTORS | 69 | -0.40 | -1.56 | 0.003 | 0.206 | 1 |
| HDACI_COLON_SUL48HRS_DN | 64 | -0.40 | -1.56 | 0.003 | 0.206 | 1 |
| NFKBPATHWAY | 23 | -0.51 | -1.55 | 0.026 | 0.212 | 1 |
| UVB_NHEK1_DN | 233 | -0.32 | -1.55 | 0 | 0.212 | 1 |
| TIDPATHWAY | 18 | -0.54 | -1.54 | 0.044 | 0.216 | 1 |
| GH_EXOGENOUS_EARLY_UP | 17 | -0.54 | -1.54 | 0.051 | 0.215 | 1 |
| HEARTFAILURE_ATRIA_UP | 23 | -0.50 | -1.54 | 0.037 | 0.217 | 1 |
| PGC | 323 | -0.31 | -1.54 | 0 | 0.214 | 1 |
| RADIATION_SENSITIVITY | 23 | -0.50 | -1.53 | 0.045 | 0.219 | 1 |
| H2O2_CSBDIFF_C1 | 28 | -0.47 | -1.53 | 0.035 | 0.217 | 1 |
| HISTIDINE_METABOLISM | 23 | -0.49 | -1.53 | 0.041 | 0.216 | 1 |
| PITX2PATHWAY | 16 | -0.54 | -1.53 | 0.041 | 0.216 | 1 |
| LEE_MYC_UP | 50 | -0.41 | -1.52 | 0.026 | 0.222 | 1 |
| BREASTCA_TWO_CLASSES | 126 | -0.35 | -1.52 | 0.003 | 0.221 | 1 |
| GENOTOXINS_24HRS_DISCR | 35 | -0.44 | -1.52 | 0.022 | 0.221 | 1 |
| AKTPATHWAY | 16 | -0.53 | -1.52 | 0.060 | 0.218 | 1 |
| LIN_WNT_UP | 49 | -0.41 | -1.52 | 0.025 | 0.218 | 1 |
| DNA_REPLICATION_REACTOME | 39 | -0.43 | -1.52 | 0.027 | 0.217 | 1 |
| G1_TO_S_CELL_CYCLE_REACTOME | 66 | -0.39 | -1.52 | 0.003 | 0.216 | 1 |
| HSP27PATHWAY | 15 | -0.55 | -1.52 | 0.051 | 0.217 | 1 |
| HBX_HEP_UP | 17 | -0.53 | -1.51 | 0.063 | 0.217 | 1 |
| HCC_SURVIVAL_GOOD_VS_POOR_DN | 113 | -0.35 | -1.51 | 0.003 | 0.219 | 1 |

(Continued on next page)

**Table S8, Continued 2**

| BRENTANI_CYTOSKELETON | 18 | -0.52 | -1.50 | 0.057 | 0.228 | 1 |
| --- | --- | --- | --- | --- | --- | --- |
| SIG_IL4RECEPTOR_IN_B_LYPHOCYTES | 26 | -0.47 | -1.50 | 0.050 | 0.228 | 1 |
| VALINE_LEUCINE_AND_ISOLEUCINE_DEGRADATION | 35 | -0.44 | -1.50 | 0.030 | 0.229 | 1 |
| IL2RBPATHWAY | 34 | -0.45 | -1.50 | 0.044 | 0.231 | 1 |
| CELL_CYCLE_CHECKPOINT | 24 | -0.49 | -1.49 | 0.061 | 0.231 | 1 |
| RACCYCDPATHWAY | 21 | -0.50 | -1.49 | 0.048 | 0.232 | 1 |
| HDACI_COLON_BUT16HRS_DN | 91 | -0.35 | -1.49 | 0.010 | 0.232 | 1 |
| AGED_MOUSE_CORTEX_UP | 31 | -0.45 | -1.49 | 0.049 | 0.230 | 1 |
| UVB_NHEK2_UP | 61 | -0.39 | -1.49 | 0.025 | 0.229 | 1 |
| HDACI_COLON_BUT48HRS_DN | 100 | -0.35 | -1.49 | 0.006 | 0.232 | 1 |
| MANALO_HYPOXIA_DN | 78 | -0.37 | -1.48 | 0.013 | 0.242 | 1 |
| TNFALPHA_ADIP_DN | 57 | -0.38 | -1.48 | 0.023 | 0.241 | 1 |
| BREASTCA_THREE_CLASSES | 37 | -0.42 | -1.47 | 0.040 | 0.244 | 1 |
| HSC_INTERMEDIATEPROGENITORS_SHARED | 110 | -0.34 | -1.47 | 0.010 | 0.244 | 1 |
| STRESS_ARSENIC_SPECIFIC_DN | 25 | -0.47 | -1.47 | 0.062 | 0.243 | 1 |
| UVC_HIGH_D9_DN | 20 | -0.49 | -1.47 | 0.068 | 0.243 | 1 |
| STRESSPATHWAY | 25 | -0.48 | -1.47 | 0.061 | 0.242 | 1 |
| IL7PATHWAY | 16 | -0.52 | -1.47 | 0.067 | 0.241 | 1 |
| 5FU_RESIST_GASTRIC_UP | 20 | -0.48 | -1.47 | 0.058 | 0.242 | 1 |
| BLEO_MOUSE_LYMPH_HIGH_24HRS_DN | 33 | -0.43 | -1.47 | 0.049 | 0.242 | 1 |
| TELPATHWAY | 15 | -0.53 | -1.46 | 0.082 | 0.243 | 1 |
| STURLA_SONIC_HEDGEHOG | 15 | -0.51 | -1.46 | 0.087 | 0.247 | 1 |

# Supplementary material for: Multiple Roles for the Non-Coding RNA SRA in Regulation of Adipogenesis and Insulin Sensitivity
**Source:** PLoS One. 2010 Dec 2;5(12):e14199. doi: 10.1371/journal.pone.0014199
**Supplement:** Table S9 — Primers used in real time PCR. (0.05 MB DOC)

**Table S9.** Primers used in real time PCR.

| RNA RT-qPCR primers | Forward primer | Reverse primer |
| --- | --- | --- |
| mouse SRA | GGCTGGAGGGAAGTTGTCAATAC | CCACTGGTGATGTAAAAGTTCTTG |
| human SRA | TTGGAACAGGCATTGGAAGAC | ACAACTTTCCTCCAGCCCAC |
| PPARg | GGAAAGACAACGGACAAATCAC | TACGGATCGAAACTGGCAC |
| C/EBPa | TGAACAAGAACAGCAACGAG | TCACTGGTCACCTCCAGCAC |
| FABP4 | TGGAAGCTTGTCTCCAGTGA | AATCCCCATTTACGCTGATG |
| HSL | GGCAAAGAAGGATCGAAGAAC | TGTGTCATCGTGCGTAAATC |
| Sag | CAAGCATGAGGACACAAACC | GTGAGCTTCACCTTGATATGG |
| Fah | TTGGAACCACAATCTCCCCG | GTGGCAGAGATATGGCAAGG |
| CD36 | GAACAGCAGCAAAATCAAGG | AAGACACAGTGTGGTCCTC |
| PEPCK | TCGAAAGCAAGACAGTCATC | CAAAGTCCTCTTCCGACATC |
| Cyclophilin | TCCAAAGACAGCAGAAAACTTTCG | TCTTCTTGCTGGTCTTGCCATTCC |
| Sorbs1 | AGGAATCTCCGAAGCATGAAAG | TATAGCCCTTGGCAGCAAGTG |
| Socs3 | GCATCTTTGTCGGAAGACTG | AGTGGAGCATCATACTGATCC |
| Pkca | GAAAGCAACCATCCAACAAC | TCCTGTCAGCAAGCATCAC |
| Foxc2 | ACCTCCTGGTATCTGAACCAC | TGCGAGTTGAACATCTCCCG |
| Ube2c | TCTGGTGACAAAGGAATCTCC | ACCTCAGGTCTTCATATACGG |
| Ccna2 | AAAACCACTGACACCTCTTG | TCATTAACGTTCACTGGCTTG |
| Ccnb1-rs1 | TCCTCCGTAGAGCATCTAAAG | AAATGCACCATGTCGTAGTC |
| Bub1 | GGAATGGTTCAAGGAACACC | GAAGTGTTGGAGCCTGAAAC |
| Mcm5 | ACATCCAGGTCATGCTCAAG | GGCTGAAATGATGATGCCAG |
| Cdc20 | TCAACATCAAGGCGCTGTC | ACGTTCCAAATGCGAATGTG |
| Ncapd2 | GCCTTGCCATTGCTAACATC | CCTGAAGTCGCTCAAACAAC |
| Mki67 | CCTCAGATGGCTCAAAGAAC | AAAGAGATCCCCAGAAGTGG |
| Ccl2 | AGATGATCCCAATGAGTAGGC | CACAGACCTCTCTCTTGAGC |
| Ccl7 | CCCCAAGAGGAATCTCAAGAGC | TTCAGCGCAGACTTCCATGC |
| Kng1 | AGTAAAAAGTGCCCACAGAC | ATGGAGGGAAGGAAAACGC |
| Edg3 | TCTACTGCCTGGTCAAGTCC | GCAATGAACACACTCACCAC |
| Cxcl1 | GCTGGGATTCACCTCAAGAAC | AGCTTCAGGGTCAAGGCAAG |
| Tlr4 | CTGATCATGGCACTGTTCTTC | GCTGAGTTTCTGATCCATGC |

How the deposited data were processed for this re-analysis (not part of the article)

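Gene expression was measured on Affymetrix mouse arrays in ST2 adipocytes with SRA or the empty vector and in 3T3-L1 adipocytes with a hairpin against SRA or a control hairpin, with 3 arrays in each of the 4 groups. The paper states that the authors made log2 expression values by robust multi-array average (RMA). RMA corrects the background, normalizes the arrays to one distribution and summarizes the probes of each probe set. The deposited values are these log2 values, 1 per probe set and array. Versions of the software the authors used for this step are not given in the sources used here. All 12 arrays were mapped to their group and replicate number by the sample labels and the paper.

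From the deposited values on, everything was computed anew in R 4.3.3 with limma 3.58.1. Probe sets with a variance over all arrays above 0.05 were kept, as the paper's methods state, which left 19068 of 45101. A linear model of the 4 groups was fitted to each with all arrays weighted equally, and 2 comparisons were made, SRA overexpression minus control in ST2 and shSRA minus shControl in 3T3-L1 adipocytes. Because all groups share 1 estimate of each probe set's spread, an array of one line can change a call in the other. Counts of changed probe sets come from limma's nested F classification with Benjamini-Hochberg adjustment at 0.05, chosen because the paper's methods describe a test of one comparison given that the other already is significant. It gives no adjusted p per gene. The log2 fold change, standard error and adjusted p of a single gene come from limma's moderated test of each comparison alone, adjusted over all tested probe sets. Standard deviations are those of the 3 arrays of a group.

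Genes were named through the platform annotation of the array. Of 45101 probe sets, 34958 had 1 gene symbol, 932 had several and 9211 had none in this table, and no gene was named from a probe set with several symbols. For 34754 of the first kind the Entrez identifier was found in RefSeq, and 0 symbols needed updating. Where the paper's tables name a gene by another symbol, the probe set's identifier was used.

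The named genes were taken by a rule. It takes every gene that the paper's text, Tables 7 to 9, Data Set S3 and array-based figures name, the 10 genes with the largest rise and the 10 with the largest fall in each comparison among those past the test whose groups do not overlap, up to 4 members of each list in each comparison, the 10 genes with the largest changes in both comparisons in opposite directions and the 10 in the same direction, and Sra1. Values in the paper's tables were seen before this rule was written. Where the paper gives a probe set it was used, otherwise the one with the highest mean.

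For groups of genes, 29 lists were written from textbook knowledge. They cover the mitotic cell cycle, DNA replication and S phase, CDK inhibitors and the RB family, insulin signaling, inflammatory cytokines, chemokines and receptors, complement, TNF and NF-kB targets, the interferon response, MHC class I, adipocyte markers, fatty acid and triglyceride synthesis, brown and beige adipocyte markers, oxidative phosphorylation, the TCA cycle, ribosomal proteins, extracellular matrix and collagens, preadipocyte and fibroblast markers, osteoblast, chondrocyte and muscle markers, macrophage and blood cell markers, endothelial markers, the unfolded protein response, p53 targets, SRA and nuclear receptor coregulators, insulin-like growth factors and their binding proteins, sterol synthesis, glycolysis and immediate early genes. Of 794 entries, 733 were measured, each by the probe set of its gene with the highest mean. A gene whose probe set failed the variance filter counts as not passing. Each list was tested against the rest of 18194 genes with limma's camera at a preset correlation of 0.01 and again with the correlation estimated from the arrays, and with limma's fry, which tests whether the members move one way (or, in its mixed form, in either direction) without comparing them with other genes. The p of the 29 lists in 2 comparisons were adjusted together, over 58 tests.

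The steps were tested on simulated arrays with 200 of the 19068 probe sets changed. By the nested F classification 0% of them were recovered at a log2 change of 0.5 in either line. At a log2 change of 1, 93% were recovered in ST2 and 92% in 3T3-L1 adipocytes, with 21 and 12 false calls, and at a log2 change of 2, 100% were recovered in each. A simulated fall of the mitotic genes by 0.5 was found by camera (adjusted p = 2.99e-57), with 1 of the 57 other list tests under 0.05. On the deposited arrays the correlation estimated for the mitotic genes was 0.39, against the preset 0.01. The simulation was not checked for such correlation. The 1 of 57 therefore does not show how often camera at the preset correlation calls an unchanged list on the deposited arrays. The number of arrays sets the precision.

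Replicates carry the numbers 1 to 3 in each group, and it was checked whether same-numbered arrays deviate together. In 3T3-L1 adipocytes the correlations of their deviations from the group means were 0.587, 0.586 and 0.382, so the numbers pair these arrays, and for 3T3-L1 adipocytes the value with the replicate number as a block is given where it changes a call or moves a count by more than 1.5 times. The pairing comes from the values. Neither the labels nor the paper's text says what a number marks. In ST2 adipocytes the correlations were 0.039, 0.268 and 0.527, and the numbers were not taken to pair the arrays.

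Results were recomputed under 26 other settings in all, of which 24 apply to a count, 24 to a gene list and 22 to a named gene. Of these, 12 leave out 1 array each, which leaves 1 group with 2 arrays and a spread pooled over all groups. The rest change the filter (none, or a mean log2 value of at least 6 in a group), how the calls of the comparisons are made, the arrays in the model, the replicate block, the scaling of the arrays, the prior variance, array weights or the probe set that stands for a gene. Limma array weights were 0.48, 0.08 and 18.26 for ST2 control replicates 1 to 3, so in ST2 this setting in effect compares the SRA arrays with 1 control array. The weights estimated gene by gene over all probe sets and the centring of the arrays on probe sets with a mean log2 value of at least 8 were added after the values were seen. GO terms, published gene sets and the part of Data Set S1 left out of the copy at hand were not used here, and no test was run on that table.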

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

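Chosen after the result was seen were the centring on bright probe sets and the tests on ST2 control replicate 2, on the difference between the 2 counts in both lines, on macrophage markers and on single arrays, while the random draws behind the count in the same direction and the other groupings of the arrays were planned.

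ST2 control replicate 2 stood apart from the other ST2 controls, with correlations of 0.969 and 0.973 to them where these correlated at 0.992. A wrong label, with an SRA culture in its place, is argued against, since over the 1671 probe sets called without this array it lay 0.0909 of the way from the controls to the SRA arrays. Over all bright probe sets the median deviation was -0.43, from which it follows that the bright members of most lists read lower (all 26 that have any did, by the median), so these do not tell a general loss of bright signal from other reasons. The medians of the lists spread widely, from -0.88 for immediate early genes and -0.70 for interferon response genes to -0.27 for the unfolded protein response and -0.01 for muscle markers. Why they differ was not tested. What lowered the bright probe sets, in the culture, the RNA or the hybridization, stays open, and no biological explanation was tested because the design names none.

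Genes that moved the same way with SRA overexpression and with knockdown stood out as a result the paper does not report, although it analysed these arrays and both comparisons, with 32 probe sets against 22 in opposite directions. With probe sets of the 3T3-L1 arrays exchanged at random within bins of level, 0 of 100 draws gave as many in the same direction (highest 16, mean 8.38). For opposite directions the mean was 7.86, and 1 of 100 draws gave as large a difference between the 2 counts (10). The draws part the several probe sets of a gene, while the 32 came from 23 genes/ESTs. These 23 also exceed the highest draw, of 16 probe sets. The nested F classification, whose second threshold falls where the first comparison is large, is therefore argued against as the whole cause of that count. Its part in the count stays open, since each comparison adjusted alone gave 1 in the same and 0 in opposite directions. ST2 control replicate 2 alone is argued against, since without it there were 94 in the same and 40 in opposite directions. The difference rested on other arrays, for it turned without ST2 SRA replicate 1 (16 against 20), shControl replicate 2 (17 against 20) or shSRA replicate 1 (19 against 21), was level without shControl replicate 3 (16 each) and turned with both comparisons adjusted together (7 against 8), while it was wider with the replicate block (174 against 72), after a second quantile normalization (84 against 33) and with the arrays centred on bright probe sets (106 against 31). A response shared by both changes of SRA stays open as untested. Other groupings of the 3T3-L1 arrays gave up to 25 in the same direction, in a grouping that parts 1 of the 3 same-numbered pairs. The other groupings that part all 3, as the real one does, gave 0, 0 and 2. With 10 groupings a share under 0.05 cannot be reached.

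Interferon response genes, which the paper's text does not discuss although gene sets raised by interferon stand in its Table S5, were lower in SRA overexpressing ST2 adipocytes, with a median log2 fold change of -0.91 over 33 genes. Loss of the transcripts of macrophages or other blood cells from the SRA cultures needs their markers to fall by about as much. These had a median log2 fold change of 0.0924, from -0.24 (C1qc) to 0.49 (Cd68). The 6 of 19 with a level of 6 or more in control adipocytes had from -0.23 (Csf1r, at 7.27) to 0.49 (Cd68, at 8.14), with -0.19 for Lyz2 (at 6.81). The T cell marker Cd3e, at 7.47, was among these 6, so such a level may be background here. A marker at background cannot fall, so these values do not decide whether such transcripts were lost. Whether a few such cells act on the adipocytes through interferon stays open as well. One array alone is argued against for the shift, whose median came no nearer to 0 than -0.596 (without control replicate 1), but not for the count of 21 genes lower, which was 9 without SRA replicate 2, 12 without control replicate 1 and 29 without control replicate 2. Other groupings of the ST2 arrays gave shifts of up to 0.752 in size against 0.907, with 10 groupings too few for a share under 0.05, and with an estimated correlation camera gave adjusted p = 0.164. An effect of SRA and a difference in interferon between these cultures for another reason both stay open, the former as the biological difference the design names and untested beyond these values.

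Extracellular matrix and collagen genes, which the paper lists among the GO terms of Tables 2 to 4 and Table S3 without discussing them in its text, had a median log2 fold change of -0.14 in SRA knockdown 3T3-L1 adipocytes, and of the 10 groupings of these arrays, too few for a share under 0.05, 2 gave a shift as large, the highest other being 0.153.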

How the results depend on the processing

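Planned settings make up all of this part except the array weights estimated gene by gene over all probe sets and the centring of arrays on bright probe sets, which were added after the values were seen. Over 22 settings (21 where a filter left a probe set out), 10284 values of named genes stayed on their side of the threshold, 333 no longer passed, 331 newly passed and none that passed under either setting turned. Of the 10284, 250 that passed under neither setting had the other sign. For lists by camera, over 24 settings, these numbers were 1331, 45, 15 and 1, with 60 of the 1331 in the other direction, and over 24 settings 107 counts stayed within 1.5 times while 85 did not. Signal over background limits what dim probe sets can show, and the deposited values carry no detection calls. A filter on level gave 1008 and 91 probe sets and no filter 922 and 80.

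Against 1008 probe sets changed in ST2, 90 in 3T3-L1, 22 in opposite directions and 32 in the same direction, limma gave 1522, 14, 0 and 1 with each comparison adjusted alone, 8 and 7 for the last 2 with both adjusted together, and 4, 0 and 0 for the last 3 in a separate fit for each cell line. The first 2 change how calls are made, and the last also the arrays behind each spread. The replicate block gave 2147, 390, 72 and 174, limma array weights 6141, 977, 205 and 513 (with weights of 0.48, 0.08 and 18.26 for ST2 control replicates 1 to 3, so nearly all of the control group is 1 array), and weights gene by gene 2429, 409, 73 and 199. A second quantile normalization gave 1676 in ST2, 167 in 3T3-L1 and 84 in the same direction, and centring on bright probe sets 1828, 189 and 106. The share higher in 3T3-L1 was 51.1%, against 39.5% and 36.5% under these 2 scalings. Shared with the calls given were 1008 and 90 under the block, 996 and 90 under weights gene by gene and 954 and 89 without ST2 control replicate 2, but 499 and 58 without ST2 SRA replicate 2, 626 and 70 without ST2 control replicate 3, 874 and 48 without shControl replicate 3, 997 and 14 with each comparison adjusted alone and 883 and 4 in the separate fits. For DNA replication in 3T3-L1 the mean over a gene's probe sets gave adjusted p = 0.1 from camera. Leaving out 1 array gave 501 to 1671, 56 to 226, 13 to 40 and 16 to 94 probe sets, and in 3T3-L1 adjusted p from camera of 5.97e-07 to 0.249 for the mitotic genes, 0.0127 to 0.11 for DNA replication and 0.0416 to 0.999 for immediate early genes. The last turned downward without shSRA replicate 1 (adjusted p = 0.0434) and passed upward without shControl replicate 1 (adjusted p = 0.0416 from camera). Beyond how calls are made with each comparison adjusted alone or both together, the cause was not tested.

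In 3T3-L1 the block also brought Cidea, Dpt, Far2, Maf and a second probe set for Aqp7 past limma's test (adjusted p = 0.0197, 0.00135, 0.00226, 0.0136 and 0.00403), and of the genes and lists named it changed no other call there than those given. In ST2 all 1008 calls were shared with the block. Same-numbered ST2 arrays correlated at 0.039, 0.268 and 0.527, and control replicate 1 correlated best with SRA replicate 3 (0.195).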

Differences from the paper's values

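Array weights estimated gene by gene over all probe sets and the centring on bright probe sets were chosen after the values were seen, and all other settings named here were set before the data were examined.

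The paper gives 1687 genes/ESTs changed in ST2, against 726 here at its stated adjusted p of 0.05. Within 1.5 times of it came the replicate block (1592), a second quantile normalization (1239) and leaving out ST2 control replicate 2 (1203), and of the added settings the weights gene by gene (1747) and the bright centring (1332). For up-regulated genes/ESTs the paper's count is 421, against 166, with 356 when each comparison was adjusted alone, 385 after quantile normalization, 282 without ST2 control replicate 1, and 425 and 392 under the 2 added settings. For down-regulated genes/ESTs the paper's count is 1266, against 560, with 954 under the block, 854 after quantile normalization, 1028 without ST2 control replicate 2, and 1323 and 940 under the added settings. In 3T3-L1 the paper's counts are 340 changed, 145 up-regulated and 195 down-regulated, against 65, 32 and 33, and for opposite directions 60 against 13. The block gave 312, 155, 157 and 56 there, and the weights gene by gene 336, 145, 191 and 60. For each count, all other settings, limma array weights included, lay more than 1.5 times away from the paper's.

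Of 85 values compared, 9 log2 fold changes in ST2 differed by more than the spread between replicates. The paper's value for Socs1 is -0.43, against -0.56 here, with limma array weights giving -0.38, leaving out control replicate 2 -0.47, and leaving out SRA replicate 2 or 3 -0.54. For Kng1 the paper has -2.12, against -1.90, with -1.96 after quantile normalization, -1.92 after median centring, -2.20 with limma array weights, -2.07 without control replicate 2 and -1.97 without SRA replicate 3. For Tnfrsf1b the paper has -0.43, against -0.26, and the same settings gave -0.32, -0.28, -0.47, -0.42 and -0.33. For Tlr4 (the probe set in Table 9) the paper has -0.47, against -0.22, and they gave -0.24, -0.24, -0.56, -0.43 and -0.29. For Tlr2 the paper has -0.65, against -0.42, and they gave -0.45, -0.44, -0.74, -0.58 and -0.54. For Ndst1 in Table 9 the paper has -0.39, against -0.26, and they gave -0.33, -0.28, -0.42, -0.39 and -0.26, with -0.29 without SRA replicate 2. Median centring did not bring the next 3 within the spread. For C3 the paper has -0.63, against -0.44, with -0.53 after quantile normalization, -0.69 with limma array weights, -0.61 without control replicate 2 and -0.48 without SRA replicate 3. For Zfp36 the paper has -0.53, against -0.12, with -0.20, -0.70, -0.40 and -0.29 in that order, and for the Ndst1 probe set in Data Set S3 the paper has -0.43, against -0.21, with -0.48, -0.39 and -0.29 under the last 3 of these. All other planned settings left these values apart.

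Weights gene by gene, chosen after seeing the values, came within 0.01 of each log2 fold change in Tables 7 to 9, Data Set S2 and Data Set S3, and drop 1 of the 26 probe sets of Table 9, that of Ndst1, and 5 of the 173 of Data Set S2. They gave -0.43 for Socs1, -2.12 for Kng1, -0.43 for Tnfrsf1b, -0.47 for Tlr4, -0.64 for Tlr2, -0.63 for C3, -0.53 for Zfp36, and -0.39 and -0.43 for Ndst1. Bright centring, added as well, came within the spread for all of these but Socs1, with -1.97 for Kng1, -0.34 for Tnfrsf1b, -0.30 for Tlr4, -0.50 for Tlr2, -0.51 for C3, -0.20 for Zfp36 and -0.34 and -0.28 for Ndst1. The paper's text names no array weights.

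All probe sets of these tables had the paper's sign, 8, 22 and 26 in Tables 7 to 9, 20 in Data Set S3 and 173 in Data Set S2. Of them 3, 15, 13, 7 and 35 were counted by the nested F classification. Not counted were Foxc2, Zfp106, Snf1lk2, Socs1 and Stxbp4 of Table 7, Rb1, Mcm3, Cables1, Cdt1, Mcm4, Txnl4b and Clspn of Table 8, and Cd14, Tnfrsf1b, Tlr4, Cxcl10, Tlr2, Cxcl1, C3, Acvr1, Chst1, Ly96, Uaca, Thbs1 and Ndst1 of Table 9. Limma array weights put nearly all weight of the ST2 control group on control replicate 3 (18.26 against 0.48 and 0.08). They called 6141 probe sets in ST2 and all probe sets of these tables. The weights gene by gene called all but the Ndst1 probe set in Tables 7 to 9 and Data Set S3. Of Data Set S2 they called 168 of the 173. In the same order the block called 7, 21, 18, 13 and 110, quantile normalization 6, 18, 15, 12 and 67, bright centring 4, 19, 15, 11 and 71, leaving out ST2 control replicate 2 4, 17, 17, 14 and 84, eBayes with trend and robust 4, 17, 13, 7 and 43, and each comparison adjusted alone 7, 19, 14, 5 and 3. Without ST2 control replicate 1 there were 17 of Table 8, in the separate fits 16 of Table 8 and 14 of Table 9, without the filter 4 of Table 7, after median centring 8 of Data Set S3, with both comparisons adjusted together 16 of Table 8, without shControl replicate 1 there were 16 of Table 8 and 47 of Data Set S2, and without shSRA replicate 2 there were 8 of Data Set S3. Fewer were called without ST2 SRA replicate 2 (1, 13, 8, 4 and 17), without SRA replicate 1 (1, 14, 9, 5 and 23) or control replicate 3 (1, 14, 9, 6 and 28), and without SRA replicate 3 there was 1 of Table 7. Of Data Set S2 there were 1 in the separate fits, 23 with both comparisons adjusted together, 16 without shControl replicate 2 or 3, and 19, 22 and 23 without shSRA replicates 1, 2 and 3. Without ST2 control replicate 1 there were 9 of Table 9. The separate fits gave 2 of Table 7 and 6 of Data Set S3. Without the filter there were 12 of Table 9 and 31 of Data Set S2. With both comparisons adjusted together there were 5 of Data Set S3, and after median centring 32 of Data Set S2. Without shSRA replicate 2 there were 12 of Table 9.

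The paper lists Zfp36, Tlr4, Hp and Ndst1 as lowered by SRA in both lines. Here none of their probe sets in Data Set S3 was counted in ST2, with log2 fold changes of -0.12, -0.20, -0.21 and -0.21 in the paper's direction. Its text describes the genes of Table 9 as not changed to a significant degree in the knockdown, while its Data Set S2 lists Edg3 (S1pr3), Cd44 and C1s among the genes changed there and its Data Set S3 lists Tlr4 and Ndst1. Here S1pr3 was counted in both lines, as in Data Set S2, with -1.55 in ST2 and -0.61 in 3T3-L1 adipocytes. For Ccl2, which the paper puts first among these genes, the log2 fold change was the largest of Table 9 here as well, at -2.57.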

Other observations

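Tests in this part were planned, except those under array weights estimated gene by gene, which were added after the values were seen.

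As a list, genes of the extracellular matrix were shifted down in both lines by camera at the preset correlation, and in neither with an estimated correlation (adjusted p = 0.138 in ST2 and 0.147 in 3T3-L1). In SRA overexpressing ST2 adipocytes, of 52 measured, 17 were lower, 2 were higher (Col15a1 and Lama4, of basement membranes) and 33 did not pass (22 lower when adjusted over the list alone). Col3a1, by its brightest probe set, fell by 1.95 (standard error 0.18, adjusted p = 8.69e-07 from limma), and Ltbp1, Col8a1 and Timp1 had log2 fold changes of -1.75, -1.64 and -1.62. The median log2 fold change was -0.28 (adjusted p = 1.18e-17 from camera, and 3.31e-13 or less with any array left out). In SRA knockdown 3T3-L1 adipocytes Lum alone passed (6 lower when adjusted over the list alone), 17 were lower at an unadjusted p under 0.05, and the median was -0.14 (adjusted p = 2.13e-15 from camera, and 1.84e-10 or less with any array left out). Lum did not change in ST2, with a log2 fold change of -0.05, and its call in 3T3-L1 ended without ST2 control replicate 2, shSRA replicate 1 or 2 or shControl replicate 2 or 3 (up to 0.168 from limma). Dpt, the matrix protein dermatopontin, had -0.69 in ST2 and -0.99 in 3T3-L1 adipocytes (adjusted p = 0.0496 and 0.146 from limma). Its call in ST2 ended under 13 of 22 other settings (adjusted p up to 0.234 from limma). Ltbp1 had -0.88 in 3T3-L1 adipocytes. Dpt, Ltbp1 and Vcan were counted as lower in both lines by the nested F classification. With the replicate block 4 (Lum, Dpt, Ltbp1 and Vcan) were lower in 3T3-L1 (adjusted p = 1.68e-19 from camera).

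Of 33 interferon response genes measured, 21 were lower in SRA overexpressing ST2 adipocytes, none was higher and 12 did not pass (29 lower when adjusted over the list alone). The shift of the list had adjusted p = 5.53e-27 from camera and adjusted p = 0.164 with an estimated correlation. Ifit1, induced by interferon, had a log2 value of 9.85 ± 0.95 (SD, n = 3) in control and 7.83 ± 0.57 (SD, n = 3) in SRA overexpressing adipocytes, a log2 fold change of -2.02 (standard error 0.35, adjusted p = 0.000637 from limma). Rsad2, the antiviral protein viperin, fell by 1.61 (adjusted p = 0.000101 from limma), Ifit3 fell by 1.60 (adjusted p = 0.00121) and Usp18 by 1.55 (adjusted p = 0.00242), and each passed with any array left out. The number lower was 12 without control replicate 1 and 9 without SRA replicate 2. Whether the lines differ was not tested. In 3T3-L1 adipocytes none of the 33 passed limma's test, 1 was higher at an unadjusted p under 0.05, and the median was -0.00 (adjusted p = 0.819 from camera, direction up, with fry giving down). Of 14 genes of MHC class I antigen presentation, 2 were lower in ST2, none was higher and 12 did not pass (2 higher and 2 lower when adjusted over the list alone). These were the immunoproteasome subunit Psmb9 (-1.10, standard error 0.21, adjusted p = 0.00176 from limma) and H2-M3 (-0.70, adjusted p = 0.0153), whose call ended without SRA replicate 2 or control replicate 3 (up to 0.133). The list had a median of -0.22 (adjusted p = 0.0133 from camera, adjusted p = 0.772 with an estimated correlation), which did not pass without control replicate 1 or 3 or SRA replicate 2 (adjusted p = 0.101, 0.124 and 0.0671 from camera), and without control replicate 2 there were 7 lower and a median over the members that passed the filter of -0.45 against -0.28, while 1 was lower without SRA replicate 2 or control replicate 3, and 1 higher without the latter.

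Lists of the mitochondria and of protein folding were shifted up in SRA overexpressing ST2 adipocytes by camera at the preset correlation, with few or no members past limma's test, and none of the 3 shifts passed with an estimated correlation. None of 52 genes of oxidative phosphorylation passed limma's test, 12 were higher at an unadjusted p under 0.05, and the median log2 fold change was 0.23 (adjusted p = 2.98e-06 from camera, adjusted p = 0.772 with an estimated correlation). Ndufb10, of complex I, had 0.56 (standard error 0.17, adjusted p = 0.0504 from limma, and 0.00784 without control replicate 1). None of 18 genes of the TCA cycle passed, 9 were higher at an unadjusted p under 0.05, and the median was 0.30 (adjusted p = 0.000171 from camera, adjusted p = 0.738 with an estimated correlation). The array of ST2 control replicate 2 moves with both lists. Their bright members read lower on it (median deviations of -0.48 and -0.46), and without it the medians over the members that passed the filter were 0.12 against 0.28 and 0.17 against 0.33, with adjusted p = 0.044 and 0.0264 from camera. In 3T3-L1 adipocytes none of the TCA genes passed limma's test or had an unadjusted p under 0.05 (median 0.06, adjusted p = 0.0982 from camera, 0.00906 without shSRA replicate 1, 0.00558 without shControl replicate 2, and from 0.00558 to 0.821 over all left-out arrays). Of 20 genes of the unfolded protein response, 3 were higher in ST2, none was lower and 17 did not pass (6 higher when adjusted over the list alone). Pdia4, a protein disulfide isomerase, rose by 0.65 (standard error 0.17, adjusted p = 0.0199 from limma), Dnajc3 by 0.59 (adjusted p = 0.0388) and Pdia6 by 0.59 (adjusted p = 0.0382). The median was 0.29 (adjusted p = 0.000894 from camera, adjusted p = 0.738 with an estimated correlation), and the shift did not pass without control replicate 1 (adjusted p = 0.0622) or under limma array weights and weights gene by gene (adjusted p = 0.91 and 0.132 from camera). The call for Pdia4 ended without SRA replicate 1 or 2 (up to 0.0987 from limma). The number higher was 0 without SRA replicate 1 or 2, 1 without control replicate 1 or 2, SRA replicate 3 or any shSRA replicate, and 5 without control replicate 3. In 3T3-L1 adipocytes none passed limma's test or had an unadjusted p under 0.05 (median -0.08, adjusted p = 0.348 from camera, and from 0.000309, without shControl replicate 3, to 0.845 with 1 array left out).

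Among metabolic lists in ST2 adipocytes, Cyp51 was the only 1 of 16 genes of sterol synthesis to pass, with a log2 fold change of -1.12 (standard error 0.15, adjusted p = 8.37e-05 from limma; 2 higher and 1 lower when adjusted over the list alone). The list had a median of -0.15 (adjusted p = 0.0166 from camera, adjusted p = 0.772 with an estimated correlation), did not pass without control replicate 1 or SRA replicate 2 (adjusted p = 0.308 and 0.123 from camera), and had 3 lower without control replicate 2 (median over the members that passed the filter -0.29 against -0.15) and 1 higher without control replicate 1. Of 18 genes of glycolysis, Pfkfb3 was higher (0.81, adjusted p = 0.0386 from limma) and Ldhb lower (-0.66, adjusted p = 0.0392), with 1 higher and 3 lower when adjusted over the list alone. The median was -0.17 (adjusted p = 0.00968 from camera, adjusted p = 0.762 with an estimated correlation), and the shift did not pass without control replicate 1 or 3 or SRA replicate 1 (adjusted p = 0.055, 0.12 and 0.0838 from camera). The call for Pfkfb3 ended without control replicate 2 or 3 or any SRA replicate (up to 0.2 from limma), and that for Ldhb without control replicate 1 or 3 or SRA replicate 1 or 2 (up to 0.173), while 5 were lower without control replicate 2 (median over the members that passed the filter -0.38 against -0.23). In 3T3-L1 adipocytes neither list had a gene past limma's test, with 1 glycolysis gene higher and no sterol gene at an unadjusted p under 0.05. The medians were 0.09 for sterol synthesis (adjusted p = 0.114 from camera, 0.0345 by the mean over a gene's probe sets, 0.0423 without shControl replicate 2, and from 0.00263, without shSRA replicate 3, to 0.847 over all settings) and -0.06 for glycolysis (adjusted p = 0.766).

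Markers of other mesenchymal fates moved little. In ST2, of 16 osteoblast markers, Cdh11 alone passed (1 lower when adjusted over the list alone), with a log2 fold change of -1.55 (standard error 0.19, adjusted p = 2.09e-05 from limma), and the list had a median of -0.06 (adjusted p = 0.0166 from camera, adjusted p = 0.147 with an estimated correlation), which did not pass without control replicate 2, after quantile normalization, with limma array weights or with weights gene by gene (adjusted p = 0.388, 0.0532, 0.537 and 0.315 from camera). Without control replicate 2 the medians over the members that passed the filter were -0.00 against -0.34 for osteoblast, 0.18 against -0.14 for chondrocyte and 0.15 against -0.01 for muscle markers. None of 13 chondrocyte markers passed limma's test, with 1 higher and 1 lower at an unadjusted p under 0.05 (median -0.06, adjusted p = 0.456 from camera, and from 0.0429, without control replicate 1, to 0.981 with 1 array left out). Of 15 muscle markers Acta1 was higher (0.95, adjusted p = 0.00557 from limma) and Acta2 and Smtn were lower (-0.80 and -0.72, adjusted p = 0.0339 and 0.00956), with the same counts when adjusted over the list alone (median -0.01, adjusted p = 0.331 from camera). The calls for Acta2 and Smtn ended without SRA replicate 1 or 2, and that for Acta2 also without control replicate 2 or 3 (up to 0.191 and 0.0723 from limma). Of 16 brown and beige adipocyte markers Dio2 alone was lower (-0.60, adjusted p = 0.0482 from limma, 1 lower when adjusted over the list alone), a call that ended without any array other than ST2 control replicate 2 or shControl replicate 2 (up to 0.161), and the median was -0.03 (adjusted p = 0.158 from camera). Of these markers 1 was higher without SRA replicate 1 or control replicate 3. In 3T3-L1 adipocytes no member of these 4 lists passed limma's test, and 1 brown adipocyte marker was lower at an unadjusted p under 0.05. With the replicate block 1 of them, Cidea, was lower (adjusted p = 0.0197 from limma). The medians there were -0.05 for osteoblast, 0.03 for chondrocyte, 0.00 for muscle (mean -0.01) and -0.04 for brown adipocyte markers (adjusted p = 0.288, 0.582, 0.98 and 0.582 from camera).

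Of 20 p53 targets Sesn1 alone was lower in ST2 (-0.89, standard error 0.15, adjusted p = 0.000462 from limma, 1 lower when adjusted over the list alone), with a median of -0.00 and a mean of -0.08 (adjusted p = 0.108 from camera), and 2 were lower without control replicate 2, where the median over the members that passed the filter was -0.25 against -0.15. The shift passed without control replicate 2 or SRA replicate 3, with limma array weights and with weights gene by gene (adjusted p = 0.0154, 0.0273, 0.00939 and 0.0107 from camera, with up to 0.392 over all settings). None of 29 ribosomal protein genes passed limma's test in ST2, 1 was lower at an unadjusted p under 0.05, and the median was -0.04 (adjusted p = 0.0263 from camera, adjusted p = 0.872 with an estimated correlation), which did not pass with the replicate block (0.0549) or without control replicate 1 or 3 or SRA replicate 1 or 2 (up to 0.35 from camera). Without control replicate 2 there were 2 lower, and the median over the members that passed the filter was -0.28 against -0.14. Of 23 genes of SRA and nuclear receptor coregulators, Vdr and Esr1, the estrogen receptor alpha, were lower in ST2 (-1.80 and -0.95, adjusted p = 5.19e-07 and 0.0176 from limma; 2 higher and 2 lower when adjusted over the list alone), and the call for Esr1 ended without control replicate 1 or 3 or SRA replicate 1 or 2 (up to 0.0912 from limma). The list had a median of 0.16 (adjusted p = 0.348 from camera), with 1 higher without control replicate 1 and 2 higher without control replicate 2, where the median over the members that passed the filter was 0.04 against 0.16. In 3T3-L1 adipocytes Sra1 alone passed (1 lower when adjusted over the list alone), 2 were lower at an unadjusted p under 0.05, and the median was 0.04 with a mean of -0.05 (adjusted p = 0.723 from camera).

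Other groupings of the 6 arrays of a line into 3 and 3 number 10 with the real one, too few for a share under 0.05. In ST2 the real grouping gave 1008 probe sets and the highest other 1, and the mitotic genes shifted by 1.05 in size, against at most 0.774. In 3T3-L1 the real grouping gave 90, and the highest other, with shControl replicate 1 and shSRA replicates 1 and 3 on one side, gave 120. That grouping parts 1 of the 3 same-numbered pairs, where the real one parts all 3. The other 3 groupings that part all 3 pairs gave 0, 0 and 2 probe sets. For opposite directions the real grouping gave 22 and the others up to 33, in groupings that part 1 pair. Pearson's r between the log2 fold changes of the 2 lines was 0.145 for the real groupings, and others gave r as far from 0 as -0.182 in ST2 and -0.175 in 3T3-L1.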
